# Dynamics of replication origin over-activation

**DOI:** 10.1038/s41467-021-23835-0

**Published:** 2021-06-08

**Authors:** Haiqing Fu, Christophe E. Redon, Bhushan L. Thakur, Koichi Utani, Robin Sebastian, Sang-Min Jang, Jacob M. Gross, Sara Mosavarpour, Anna B. Marks, Sophie Z. Zhuang, Sarah B. Lazar, Mishal Rao, Shira T. Mencer, Adrian M. Baris, Lorinc S. Pongor, Mirit I. Aladjem

**Keywords:** Origin selection, Stalled forks, Chemotherapy

## Abstract

Safeguards against excess DNA replication are often dysregulated in cancer, and driving cancer cells towards over-replication is a promising therapeutic strategy. We determined DNA synthesis patterns in cancer cells undergoing partial genome re-replication due to perturbed regulatory interactions (re-replicating cells). These cells exhibited slow replication, increased frequency of replication initiation events, and a skewed initiation pattern that preferentially reactivated early-replicating origins. Unlike in cells exposed to replication stress, which activated a novel group of hitherto unutilized (dormant) replication origins, the preferred re-replicating origins arose from the same pool of potential origins as those activated during normal growth. Mechanistically, the skewed initiation pattern reflected a disproportionate distribution of pre-replication complexes on distinct regions of licensed chromatin prior to replication. This distinct pattern suggests that circumventing the strong inhibitory interactions that normally prevent excess DNA synthesis can occur via at least two pathways, each activating a distinct set of replication origins.

## Abstract (web summary)

DNA replication processes are often dysregulated in cancer. Here the authors analyse DNA synthesis patterns in cancer cells undergoing partial genome re-replication to reveal that re-replication exhibits aberrant replication fork dynamics and a skewed distribution of replication initiation that over-duplicates early-replicating genomic regions.

## Introduction

Proliferating cells ensure the accurate transmission of their genetic material to daughter cells by employing several signaling pathways, which guarantee that all regions of the genome are duplicated exactly once prior to each cell division. Inaccurate genome duplication, including over- and under-replication and other forms of replication stress, can trigger deleterious consequences such as chromosomal aberrations, stem cell failure, and the development of malignancy^1–4^.

As cells emerge from mitosis, chromosomes begin a serial recruitment process resulting in the formation of a protein complex (known as the pre-replication complex, or the replication licensing complex) that includes helicases and accessory proteins essential for genome duplication^5,6^. The loaded helicases are inactive during the first growth (G1) phase of the cell cycle prior to the onset of DNA synthesis. During the synthesis (S) phase, cyclin-dependent kinases activate the helicase and facilitate the recruitment of additional components^5^ that allow the helicases to unwind DNA, possibly by forming a phase-separated molecular machine^7^. On each chromosome, replication starts at distinct genomic regions termed replication origins, which initiate replication sequentially during the S phase. Once the helicases incorporated into pre-replication complexes at replication origins are activated, they form active replication forks^5,8^ whereas the other pre-replication complex proteins responsible for recruiting helicases to chromatin become inactive or are degraded. This process prevents the further, possibly deleterious recruitment of helicases to the genomic regions already undergoing duplication^9–12^.

In metazoans, pre-replication complexes are bound to chromatin in excess, as chromosome duplication initiates only at a fraction of pre-replication complexes bound origins. Although a fraction of replication origins are constitutive, initiating replication in a wide range of cells, other origins exhibit flexible initiation and are activated only within distinct cell types, reflecting preferential association with specific chromatin modifications^13–17^. The choice of replication origins activated during each cell division cycle is also flexible, with some origins initiating frequently while others initiate DNA replication intermittently^15,17^. Excess potential origins that are bound by pre-replication complexes do not initiate replication during normal mitotic growth (dormant origins). These dormant origins can be activated under distinct conditions that slow or stall replication fork elongation (replication stress^2,18–20^), suggesting that the recruitment of pre-replication complexes to intermittent or dormant origins might serve as redundancy to ensure the prevention of incomplete genome duplication. The flexible choice of replication origins could also preserve genome integrity by coordinating replication with transcription and chromatin assembly on the shared chromatin template^14,17^.

In normal proliferating cells with intact DNA damage repair pathways, the precise selection of replication initiation sites ensures the completion of genome duplication exactly once prior to each cell division. Replication is often less constrained in cancer cells, which are prone to replication-related errors due to compromised regulatory and checkpoint pathways. For example, partial re-replication frequently occurs in cancer, reflecting the increased abundance of the pre-replication complex components and decreased Geminin levels^12,21^ as well as oncogene activation^4^. Partial genome re-replication can also be triggered by the deficiency of RepID, a replicator-specific binding protein^22^ that plays a role in ubiquitylation of chromatin substrates^23^, or by inhibition of DOT1L, a methyltransferase that catalyzes the demethylation of the replication-origin-associated histone H3 on lysine 79 (H3K79Me2)^24^. Because massive re-replication can drive cell death specifically in checkpoint-compromised cancer cells, both CDT1 stabilization by inactivation of ubiquitin-mediated degradation and inhibition of DOT1L are currently being explored as novel anti-cancer therapeutic strategies^25–31^.

Given that genome re-replication is a common avenue to genomic instability and considering its potential as a strategy for chemotherapy, it is important to understand in detail its mechanics and downstream consequences. Here, we report that re-replication progresses slowly, exhibits aberrant replication fork dynamics and a skewed distribution of replication initiation that selectively over-duplicates early-replicating genomic regions. Unlike other instances of replication stress with dormant origin activation, such as when replication slows down as a result of nucleotide depletion or in cells exposed to DNA damaging conditions, the re-replication process preferentially utilizes a subset of the replication origin pool typically used during normal growth.

## Results

### Massive genome re-replication is accompanied by altered replication dynamics

To determine replication dynamics in cells undergoing re-replication, we first sought to establish an experimental system in which the majority of cells re-initiate DNA synthesis on post-replicated DNA. To that end, we have explored several avenues for triggering re-replication. We have previously shown that re-replication could be triggered by inhibiting Skp2, a key component of CRL1, in a RepID-deficient cell background that prevented the recruitment of the alternative ubiquitin ligase CRL4 to chromatin^23^. As previously reported^25,26,32^, we could trigger massive re-replication in HCT116 and U2OS cells by exposure to the NEDDylation inhibitor MLN4924 (pevonedistat), a drug currently tested in clinical trials and known to inhibit both CRL1 and CRL4^25^. For example, as shown in Fig. 1a, cell populations exposed to MLN4924 exhibited a high prevalence of cells with DNA content above G2/M levels that were incorporating the thymidine analog 5-Ethynyl-2′-deoxyuridine (EdU), indicating partial or complete chromatin re-replication.

**Fig. 1:**
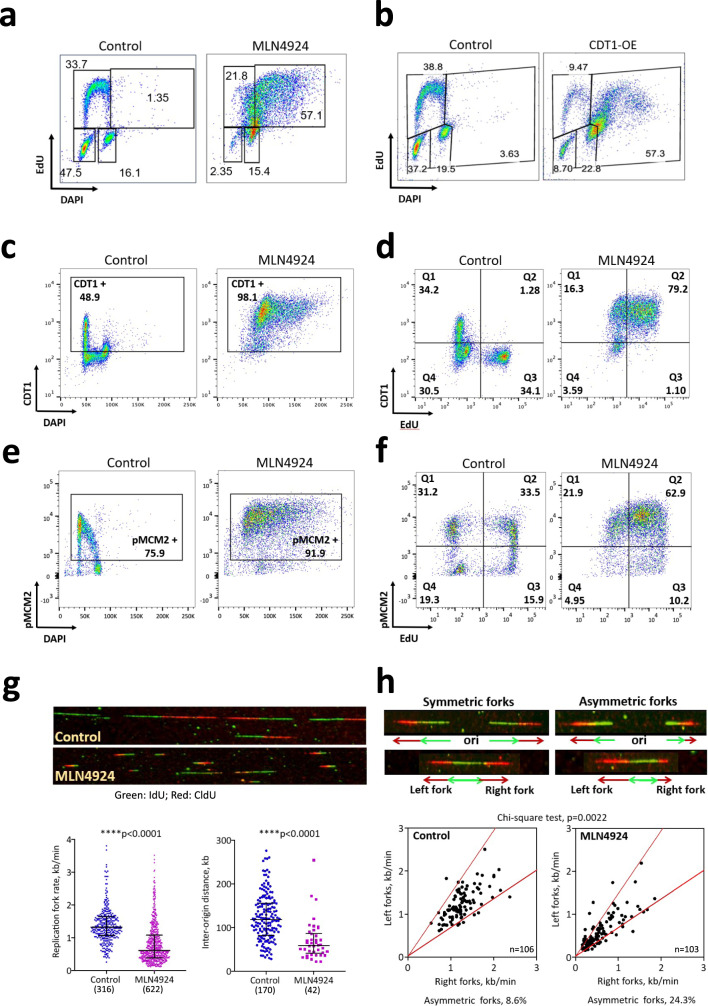
Massive genome re-replication is accompanied by altered replication dynamics. **a** HCT116 cells were treated with 250 nM MLN4924 for 24 h. Cell cycle changes were monitored by flow cytometry, and percentage of cells in each cell cycle stage is shown. See Supplementary Fig. 1 for gating strategy, schematic representation of cell distribution at the different cell cycle stages and additional time points and dose of MLN4924 treatment. Fluorophore Alexa 647 (APC) was used for EdU for all the flow cytometry experiments. Got similar results from 2 or more independent experiments. **b** Doxycycline inducible CDT1-GFP plasmid was stably transfected into U2OS cells (inducible CDT1-U2OS cells). Inducible CDT1-U2OS cells were cultured without (control) or with (CDT1 OE) doxycycline for 24 h (See Supplementary Fig. 3 for 48 h). **c**, **d** Changes in CDT1 levels (Fluorophore Alexa 488 (FITC) corresponding to cell cycle progression in HCT116 cells treated with 250 nM MLN4924 for 24 h are indicated by DAPI-DNA versus CDT1 (**c**) and by CDT1 versus EdU (**d**). **e**, **f** Changes in MCM2-pS139 levels (Fluorophore Alexa 488 (FITC) corresponding to cell cycle progression in HCT116 cells treated with 250 nM MLN4924 for 24 h are indicated by DAPI-DNA versus MCM2-pS139 (**e**) and by MCM2-pS139 versus EdU (**f**). **g** Replication profiles in HCT116 cells treated with 250 nM MLN4924 for 30 h measured by DNA combing. Cells were labeled with the thymidine analog IdU for 20 min (green), then CldU (red) for 20 min before collecting. Representative images of DNA combing for both the control and MLN4924-treated samples are shown (top). The replication fork progression rates (bottom left) and replication inter-origin distances (bottom right) are expressed as the median and interquartile range (total number of fibers counted are shown under the sample name). Mann–Whitney test was used for the statistical significance. *p* < 0.0001 by using the two-sided test for both fork rate and origin distance. Similar results were obtained from 3 independent experiments. **h** MLN4924 induced asymmetric replication forks in HCT116 cells. Cells were treated as in Fig. 1g. When the difference between the lengths of left forks and right forks emanating from the same origins was greater than 30%, these forks were classified as asymmetric forks. The percentages of asymmetric forks from each group are shown. The total number of forks analyzed are shown at the bottom right corner. Chi-square test was used for the statistical significance of the percentage difference of asymmetric fork between control and MLN4924 treated samples. Similar results were obtained from 2 more independent experiments.

A detailed analysis of the kinetics and dose-dependence of re-replication, shown in Supplementary Fig. 1, demonstrated that re-replication was detected in cells exposed to 250 nM of MLN4924 as early as 8 h after addition of the drug (7.65% over-replicating >4 N cells in 250 nM MLN4924 treated HCT116 cells versus 2.02% in control cells) while nearly 80% of all cells were undergoing re-replication after 48 h. Exposure of HCT116 cells to a very low dose of 31.25 nM MLN4924 for 48 h triggered partial re-replication whereas higher doses of 125 and 250 nM MLN4924 resulted in re-replication in nearly all the cells (Supplementary Fig. 1b). Similar results were observed in U2OS cells with higher concentrations of MLN4924 (Supplementary Fig. 1c left panels) and when cells were exposed to another NEDDylation inhibitor, TAS4464^31^ (Supplementary Fig. 1c, right panels). Because MLN4924 efficiently induced massive re-replication in a dose- and time-dependent manner (Fig. 1a, Supplementary Fig. 1) this drug was selected as the pharmacological re-replication trigger of choice for the remainder of the study.

NEDDylation inhibitors such as MLN4924 inhibit CRL4 and CRL1 ubiquitin ligase complexes that target the replication licensing factor CDT1 for degradation^25^. In accordance with this mechanism, immunoblotting confirmed increased CDT1 levels starting as early as 4 h of MLN4924 treatment in HCT116 cells (Supplementary Fig. 1d). MLN4924 treated cells continued DNA synthesis concomitant with increased cyclin B levels (Supplementary Fig. 1e) and histone H3 did not undergo phosphorylation on Ser10, a hallmark of chromatin condensation (Supplementary Fig. 1f). As shown in Supplementary Fig. 1g, elutriated cells that were released into MLN4924 during the G1 phase of the cell cycle had entered S-phase during the normal time-frame and continued to replicate DNA with DNA content of >4 N. Together, these observations suggest that cells initiate a second round of replication prior to the completion of S-phase, and chromatin condensation and cyclin B degradation, which mark the onset and progression of mitosis, did not occur upon inhibition of CRL4 activity.

As shown in Fig. 1b, we have also observed marked re-replication when we triggered CDT1 overexpression directly (CDT1-OE; these studies were performed in cells expressing a doxycycline-inducible CDT1 to circumvent the lethality of stable overexpression of CDT1^33^). In cells undergoing normal mitotic growth, CDT1 levels were high during the G1 phase of the cell cycle (Fig. 1c, control) but were very low in S phase (Fig. 1c, d, control, EdU-positive cells). CDT1 levels increased, but still remained quite low, during the G2/M phase, consistent with a role of CDT1 in mitotic kinetochores^34,35^. In contrast, CDT1 levels were very high in almost all cells exposed to MLN4924. For example, after exposure to MLN4924 for 24 h, most cells were CDT1-and-EdU-positive (Fig. 1c, d, MLN4924), suggesting that CDT1 accumulation promoted replication re-licensing. We have also observed that MCM2-pS139, a component of the MCM replicative helicase that is phosphorylated by DDK prior to initiation of DNA replication, gradually dissociated from chromatin upon the onset of S-phase in normally replicating cells but remained high on chromatin in EdU-positive, MLN4924-treated cells (Fig. 1e, f).

To characterize replication fork dynamics in re-replicating cells, we sequentially labeled MLN4924-treated and control HCT116 cells with IdU for 20 min, followed by CldU for 20 min. Cells were harvested, and DNA was isolated and subjected to molecular combing to detect IdU (green) and CldU (red)^36^. DNA combing (representative images shown in Fig. 1g, top panel) showed that MLN4924-treated cells exhibited significantly slower replication fork (Fig. 1g, left) and shorter inter-origin distances (Fig. 1g, right), suggesting that during re-replication, slow replication was accompanied by a significant increase in the frequency of replication initiation events. Notably, we have not observed dual-labeled signals (colocalized IdU and CldU)^37^ after sequential incorporation of CldU and IdU. As shown in Supplementary Fig. 2, we also did not detect dual-label signals when we prolonged the first labeling by a few hours (incorporation of CldU for 2 or 5 h followed by an IdU pulse) but we could detect frequent re-initiation in MLN4924 treated cells labeled with CldU for 16 h and then pulsed with IdU. These observations suggest that re-replication did not occur immediately after the initial replication event.

We also observed an increased frequency of asymmetric replication forks in MLN4924-treated cells (representative images shown in Fig. 1h, top panel). For example, in the representative experiment shown in Fig. 1h, the prevalence of asymmetric forks was 8.6% in normally replicating cells and 24.3% in MLN4924 treated cells. Replication fork asymmetry was consistent and reproducible, suggesting that replication forks stall at a high frequency in re-replicating cells.

Similar results were observed in CDT1-OE cells, expressing a doxycycline-inducible CDT1 that was tagged with GFP. CDT1-OE cells exhibited increased cell size and granularity (Supplementary Fig. 3a) and demonstrated re-replication after continuous exposure to doxycycline (Supplementary Fig. 3b). Notably, cells that lost CDT1-GFP expression did not undergo re-replication in the presence of doxycycline (Supplementary Fig. 3c). Similar to MLN4924 treatment, doxycycline-induced CDT1 overexpression was also accompanied by Cyclin B stabilization (Supplementary Fig. 3d), suggesting that stabilization of Cyclin B reflected the absence of mitotic progression upon stabilization of CDT1 and was not a disparate consequence of CRL4 inhibition. Single-fiber analyses demonstrated that CDT1-OE, similar to MLN4924 treatment, triggered slow replication, short inter-origin distances, and asymmetric replication forks (Supplementary Fig. 3e, f).

The consequences of the persistent presence of CDT1 on chromatin include massive DNA damage and the induction of senescence^9,26,37,38^. In concordance, both MLN4924 treated and CDT1-OE cells showed significantly increased levels of the DNA damage and replication stress markers γH2AX, p-RPA, and pChk1S317 (Supplementary Fig. 4a, b). The increase in p-RPA was transient and appeared earlier (Supplementary Fig. 4c) whereas the levels of γH2AX increased continuously, indicating replication stress-associated DNA damage (Supplementary Fig. 4c). Re-replication was also associated with significant increases in ROS levels (Supplementary Fig. 4d) as reported^39^. Consistent with re-replication induced senescence^40^, CDT1-OE cells increased in size, showed strong staining for the senescence marker β-galactosidase (Supplementary Fig. 4e).

### Altered genomic distribution of re-replicated DNA

We then investigated the extent of re-replication on a genome-wide scale. We used a BrdU/CsCl gradient (a variation of the Meselson-Stahl assay^41^, outlined in Fig. 2a) to isolate and sequence re-replicated DNA in cells labeled with BrdU for 14 h. This timeframe was expected to enable maximal BrdU substitution in a single DNA strand in normally replicating cells without allowing cells to initiate a second round of DNA replication. The second round of replication would have resulted in BrdU substitution in both DNA strands. As a control, exponentially growing cells were labeled with BrdU for 48 h (resulting in BrdU substitution in both DNA strands). Following the BrdU labeling, genomic DNA was fragmented and fractionated using a CsCl gradient. We detected DNA substituted with BrdU on both strands (heavy-heavy DNA or HH DNA) in cells exposed to MLN4924 (200 nM and 400 nM) for 14 h (Fig. 2b). 

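HCT116 cells, a human colon cancer line, received 200 nM or 400 nM MLN4924 together with BrdU for 14 h, and the control culture carried BrdU for 48 h without the drug. The deposit holds 1 library of heavy-heavy DNA for each of the 3 cultures, so none of the values from these lists has a replicate error. The paper reports similar results from independent experiments. The authors trimmed the reads, aligned them to hg19 with BWA, computed the coverage with BAMscale and cut each chromosome into segments with its segmentation script. Each deposited segment carries its start, its end and the quartile of coverage that it belongs to, which the paper calls high, mid-high, mid-low and low (High, Mid-high, Mid-low and Low here). The lists hold neither read counts nor coverage values, so the depth behind a segment is unknown and no interval for counting error is given. Chromosomes 1 to 22 and X were used. On each of them the last segment ended 1 bp past the chromosome length of the reference copy of GRCh37, the assembly that hg19 also names. The High quartile held 9670 segments in the control, 5707 at 200 nM and 2393 at 400 nM. These covered 24.7%, 24.8% and 24.8% of the segmented length.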

We then sequenced the DNA from the heavy-heavy fractions in MLN4924 treated samples and in the control sample labeled with BrdU for 48 h. Consistent with recent yeast Re-rep-Seq data^42^, we have observed that re-replication was distributed unevenly throughout the genome, with some regions clearly over-represented in re-replicating cells (Fig. 2c). 

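At 400 nM, the share of a chromosome in the High quartile ranged from 0.136% of chromosome X and 8.14% of chromosome 13 to 56.0% of chromosome 19 and 71.1% of chromosome 17. The Low quartile took 48.3% of chromosome 21 and 90.4% of chromosome X. These lengths include assembly gaps, of which 199 Mb are in Low segments. Without gaps the Low quartile took 29.6% of chromosome 21 and 90.2% of chromosome X. The High quartile then ranged from 0.106% of chromosome X and 9.49% of chromosome 4 to 66.9% of chromosome 22 and 74.2% of chromosome 17. Part of this pattern was already in the control library, where 58.4% of chromosome 17 was High and 99.7% of chromosome X was Low. Chromosome 19 was different, with 20.5% High in the control and 46.5% at 200 nM. The High segments of the 2 doses overlapped with a Jaccard index of 0.538 (shared length over joint length), where unrelated segments of the same total length would give 0.141. With the High and Mid-high quartiles joined the index was 0.752, the alternative that moved it most. Joined quartiles cover more length and would overlap more even if unrelated, so 0.752 cannot be set against 0.141. Between the control and 400 nM the index of the High segments was 0.209, and it was 0.373 between the control and 200 nM. The 3 widest High segments at 400 nM all lay on chromosome 17. The widest ran from 35979304 to 49890002 and overlapped 345 protein-coding genes, and the others ran from 54356354 to 62413102 and from 69848054 to 77500452. At 200 nM the 3 widest were on chromosome 10 from 110957104 to 125866852 and on chromosome 8 from 93142954 to 106011202 and from 116979554 to 128881202. In the control they were on chromosome 8 from 115091554 to 142755452 and from 86705604 to 111310502, and on chromosome 10 from 105130704 to 125868602. In the stretch of chromosome 10 between 47 Mb and 124 Mb that Fig. 2c shows, High segments took 47.8% of the length in the control, 45.9% at 200 nM and 42.9% at 400 nM, while the number of High segments there fell from 163 to 152 and 74. From the coverage along the genome, the paper states that re-replicated DNA was spread unevenly.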

We stratified genomic sequences into 4 equal groups based on the extent of re-replication, as reflected in peak heights (high, mid-high, mid-low, and low). 

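High segments at 400 nM had a median width of 58.3 kb, with a 95% bootstrap range over segments of 54.7 to 63.5 kb. Their arithmetic mean was 314 kb, the alternative that moved the width most, because a small number of very wide segments weigh heavily in it. The narrowest High segment spanned 5.00 kb and the widest 13.9 Mb. Median widths were 49.7 kb for Mid-high, 45.3 kb for Mid-low and 53.4 kb for Low segments. In the same order their widest segments spanned 2.38 Mb, 1.84 Mb and 28.4 Mb. The median width of High segments was 48.6 kb at 200 nM and 41.1 kb in the control. Joining touching segments of the same quartile left the median at 400 nM as it was.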

As shown in Fig. 2c and Supplementary Fig. 5a, we detected very broad low peaks corresponding to large domains of re-replicated DNA ranging in size between 5 Kb and 5 Mb with a mean size of 58.2 kb for the top quartile of the re-replicating genome. Consistent with our combing results, we did not detect sharp, high peaks, suggesting that MLN4924 treated cells did not re-initiate multiple rounds of DNA synthesis immediately following the initial round of replication.

**Fig. 2:**
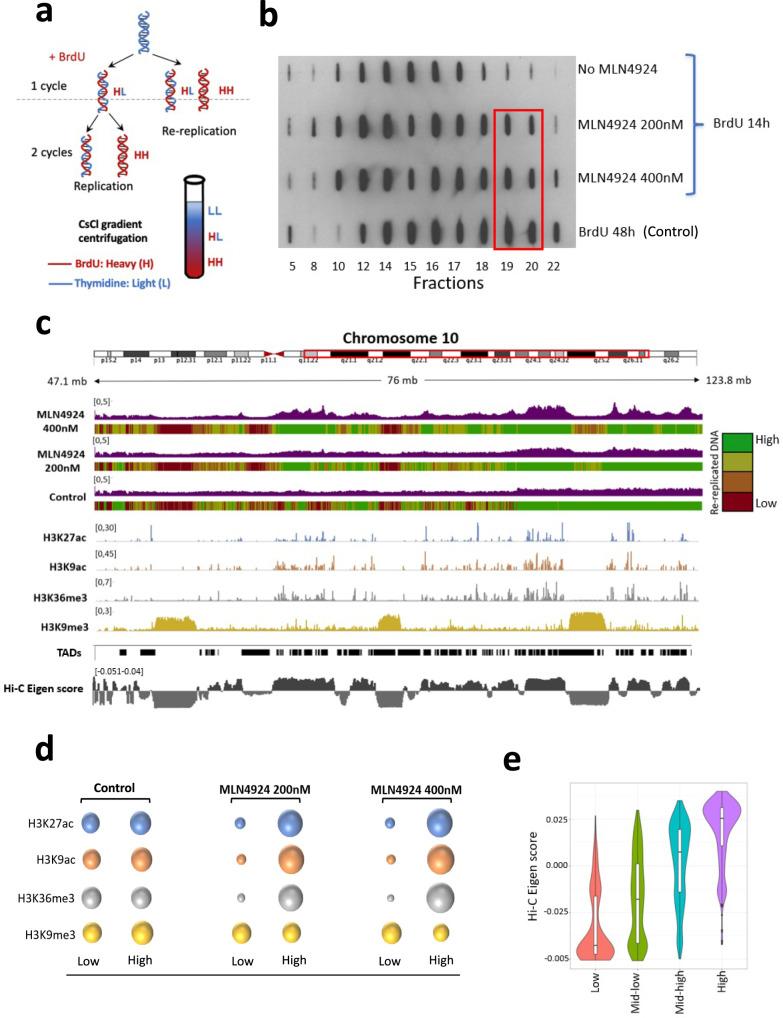
Skewed distribution of re-replicated DNA. **a** Schematic representation of the method used to sequence re-replicating DNA. HCT116 cells were treated with 0, 200, or 400 nM MLN4924 for 14 h. BrdU was added to all samples (including the control) together with MLN4924 to trace replicating DNA. Cells incubated with BrdU for 48 h, which have BrdU incorporated in both strands of DNA, were used as a positive control for re-replication. Genomic DNA was isolated and sonicated to about 0.5–1 kb, and then fractionated by CsCl gradient centrifugation. **b** BrdU levels from equal volumes of selected fractions, from low density (left) to high density (right), were detected using an anti-BrdU antibody. Fractions 19 and 20 from MLN4924-treated and positive control cells (inside the red rectangle), which have BrdU incorporated into both DNA strands, were combined and sequenced. **c** IGV screenshot showing the distribution of DNA re-replication. The sequenced genome was equally divided into 4 groups according to the peak height from green for genomic regions with high peaks (high, mid-high) to red for genomic regions with low peaks (mid-low, low). Tracks for H3K27Ac, H3K9Ac, H3K36Me3, and H3K9Me3 are from the Encode database (see Supplementary Table 1 for track URLs) and are used here to locate euchromatin and heterochromatin domains. TADs and Eigen scores of euchromatin and heterochromatin were calculated using Juicer^74^ with the obtained Hi-C data from GEO (GSM2795535)^43^. Positive eigen score indicates euchromatin and negative eigen score is for heterochromatin. The very wide peaks seen after MLN4924 treatment are indicative of open chromatin regions. **d** Bubble chart showing the association of the re-replication most enriched genomic regions (High) and the re-replication least enriched genomic regions (Low) with heterochromatin and euchromatin, respectively. Bubble sizes indicate levels of association. Raw data for the bubble plot are listed in Supplementary Table 2. **e** Eigen scores for the relative euchromatin to heterochromatin levels from low to high abundance of re-replicated DNA are shown. The box range is between 25^th^ percentile and 75^th^ percentile. The whisker length is defined as 1.5 * IQR (Interquartile range). Peaks analyzed from a representative experiment for Low, Mid-low, Mid-high, and High are 285, 605, 753, and 658, respectively. Similar results were obtained from 2 independent experiments.

We next asked whether regions that were over-represented in re-replicated DNA shared common epigenetic properties. We found that while the sizes of the genomic regions of high peaks and low peaks were similar (Supplementary Fig. 5a), high peaks (regions enriched in re-replicated DNA) were gene-rich (Supplementary Fig. 5b) and highly enriched in euchromatin regions (acetylated histone H3 on lysines 9 and 27, methylated histone H3 on lysine 36), corresponding to active, open, generally early replicating genomic regions (Fig. 2c, d and Supplementary Table 2). Conversely, low peak regions, in which re-replicated DNA was underrepresented, were enriched in heterochromatin marks (methylated histone H3 on lysine 9) that typify condensed, late-replicating chromatin. 

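High segments at 400 nM lay for 87.8% of their length in very early and early replicating DNA, as grouped from the timing data of re-replicating cells (95% bootstrap range over chromosomes 81.4% to 91.97%). These 2 timing groups make up 30.0% of the sequenced genome. The share was 71.6% at 200 nM and 38.3% in the control. Timing groups from normally replicating cells gave 77.5%, 57.7% and 29.6% for 400 nM, 200 nM and the control. Counting segments by their midpoint in place of their length moved the 400 nM value most, to 60.5%. Low segments at 400 nM lay for 2.04% of their length in very early and early DNA and for 32.8% in very late DNA, or for 2.12% and 43.9% without assembly gaps. Genes were counted where all of the gene lay in segments of a single quartile, as in Supplementary Fig. 5b. The set was different, with the protein-coding genes of a GENCODE annotation lifted over to GRCh37. At 400 nM, 10446 of 16631 such genes were in High, 3488 in Mid-high, 1834 in Mid-low and 863 in Low segments. This is 13.9, 4.63, 2.44 and 1.49 genes per Mb without gaps. In the control, where fewer genes (10544) lay in a single quartile, the values were 4.33, 2.82, 3.39 and 4.54. With each of the 20098 genes placed by its midpoint they were 14.9, 6.55, 3.65 and 2.06 at 400 nM and 6.56, 6.86, 7.73 and 7.23 in the control. The paper reasons from the position of high peaks, their genes and their histone marks that re-replicated DNA came from open, mostly early replicating chromatin. The histone marks were not analysed here.

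**Figure D1:**
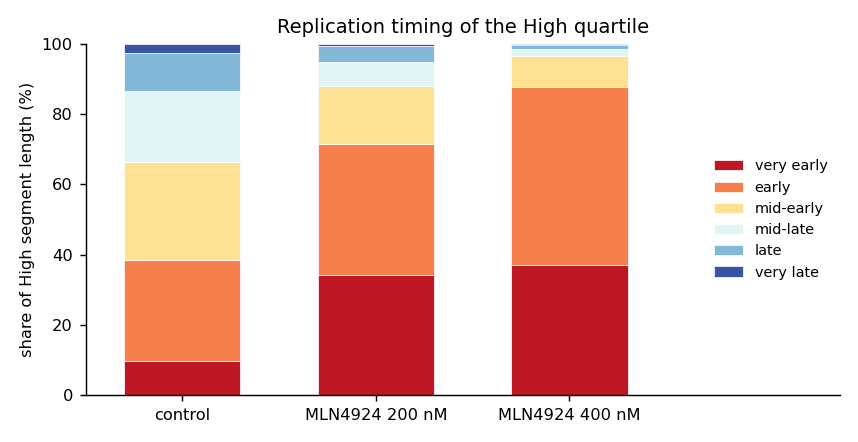
Share of the length of High segments (%) in each replication timing group, for 1 library of heavy-heavy DNA per bar. Very early and early DNA together take 38.3% in the control, 71.6% at 200 nM MLN4924 and 87.8% at 400 nM.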

The distribution of re-replicated DNA did not correlate with the distribution of topologically associated domains (Fig. 2c). However, the high correlation (*R* = 0.73) with Hi–C Eigen scores^43^ (Fig. 2c, e and Supplementary Fig. 5c) demonstrated that re-replicated DNA regions were highly enriched in euchromatin.

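Eigen scores of 100-kb bins on chromosome 10 were taken from the paper's source data for Supplementary Fig. 5c, which list 1325 bins. A bin was counted in each quartile whose 400 nM segments it overlapped. The median Eigen score was 0.0261 over 519 bins with High segments, 0.00749 over 607 with Mid-high, -0.0172 over 489 with Mid-low and -0.0424 over 242 with Low segments. Scores above 0 were found in 85.4% of bins with High and 7.02% of bins with Low segments. The difference between the High and Low medians was 0.0686 (95% bootstrap range over bins 0.0654 to 0.0698). Means in place of medians moved it most, to 0.0525. With the quartiles of the 200 nM library the difference was 0.0578. Counting each overlap of a bin with a segment gave 569, 754, 615 and 298 for High, Mid-high, Mid-low and Low. Across the 1314 bins with both values in the source data, the Eigen score and the 400 nM signal had a Pearson's r of 0.654 and a Spearman's rho of 0.796. The paper leaves out outliers without defining them. Without signal values over 1.5 interquartile ranges outside the quartiles, a limit chosen here after seeing the data, r was 0.740 and rho 0.789 over 1268 bins. Neighbouring bins of a chromosome are not independent, so no p-value is given.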

### Re-replication uses the same set of origins utilized during normal replication

Given the asymmetric, slow replication observed in re-replicating cells, we asked whether cells undergoing re-replication activate a group of dormant origins similar to those when cells are exposed to agents that perturb or impede DNA synthesis. Although most replication origins are activated at a variable frequency in normally replicating cells, we specifically defined dormant origins as replication initiation sites that are not activated during normal growth and are detected only when cells undergo perturbed replication^20^. To test for dormant origin activation, we developed a method to isolate and sequence replication origins in re-replicating DNA. Following the protocol outlined in Fig. 3a, we first labeled and isolated re-replicated double-stranded DNA (HH—both strands substituted with BrdU) and normally replicated DNA (HL—only a single strand substituted with BrdU) in MLN4924 treated cells by BrdU-CsCl gradient. Then, we followed the protocol for Nascent Strand-Sequencing (NS-seq)^44,45^ to isolate and sequence newly replicated short DNA strands in HH and HL DNA. With this combination of BrdU density gradients followed by NS-seq, we sequenced only nascent DNA strands that were labeled with BrdU on both strands, denoting replication origins that initiated re-replication on already-replicated templates. We also sequenced DNA labeled with BrdU on a single strand (HL) from both control (Control-HL) and MLN4924 treated (MLN4924-HL) samples. 

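Nascent strands were sequenced from 3 fractions of HCT116 cells, with 1 deposited library each. These were heavy-light DNA of untreated cells (Control-HL), and heavy-light (MLN4924-HL) and heavy-heavy DNA (MLN4924-HH) of cells held in MLN4924 for 24 h, with BrdU for 16 h. The authors called narrow peaks against genomic DNA with MACS2 in each library on its own. The deposited lists hold 463687 entries for Control-HL, 448137 for MLN4924-HL and 502192 for MLN4924-HH, with several summits of a peak listed as separate entries. Entries with the same start and end were counted as 1 peak, which left 250305, 241019 and 203107 peaks on chromosomes 1 to 22 and X. Median peak widths were 576, 549 and 636 bp, and the peaks covered 198, 184 and 206 Mb. Each list reaches down to a -log10 p of 1.30, and 93.6%, 94.3% and 95.5% of the listed entries had a q under 0.05. Reads per peak are not in these lists, so initiation frequencies cannot be compared peak by peak and the sequencing depth is unknown. Peaks were taken as shared when a peak of the other list lay within 2 kb, the distance named in the supplementary methods. The level reached by chance was measured by moving the peaks of the other list to random positions on their chromosomes, outside assembly gaps, in 10 draws.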

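The gene cluster shown in Fig. 3b lies on chromosome 19 of hg19 between 14729929 and 14889372. It holds ADGRE3 (14729929 to 14800839), ZNF333 (14800613 to 14844558) and ADGRE2 (14843204 to 14889372). In this stretch, 32 peaks were listed for Control-HL, 25 for MLN4924-HL and 27 for MLN4924-HH. A peak of MLN4924-HH lay within 2 kb of 27 of the 32 Control-HL peaks and of 22 of the 25 MLN4924-HL peaks. Of the Control-HL peaks, 15 overlapped a MLN4924-HH peak by at least 1 bp. All of the cluster was in the early timing group of re-replicating DNA.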

As shown in the representative IGV screenshots in Fig. 3b, the distribution of NS-Seq peaks during normal replication (Control-HL and MLN4924-HL) was very similar to the distribution of NS-peaks in re-replicated DNA (MLN4924-HH).

**Fig. 3:**
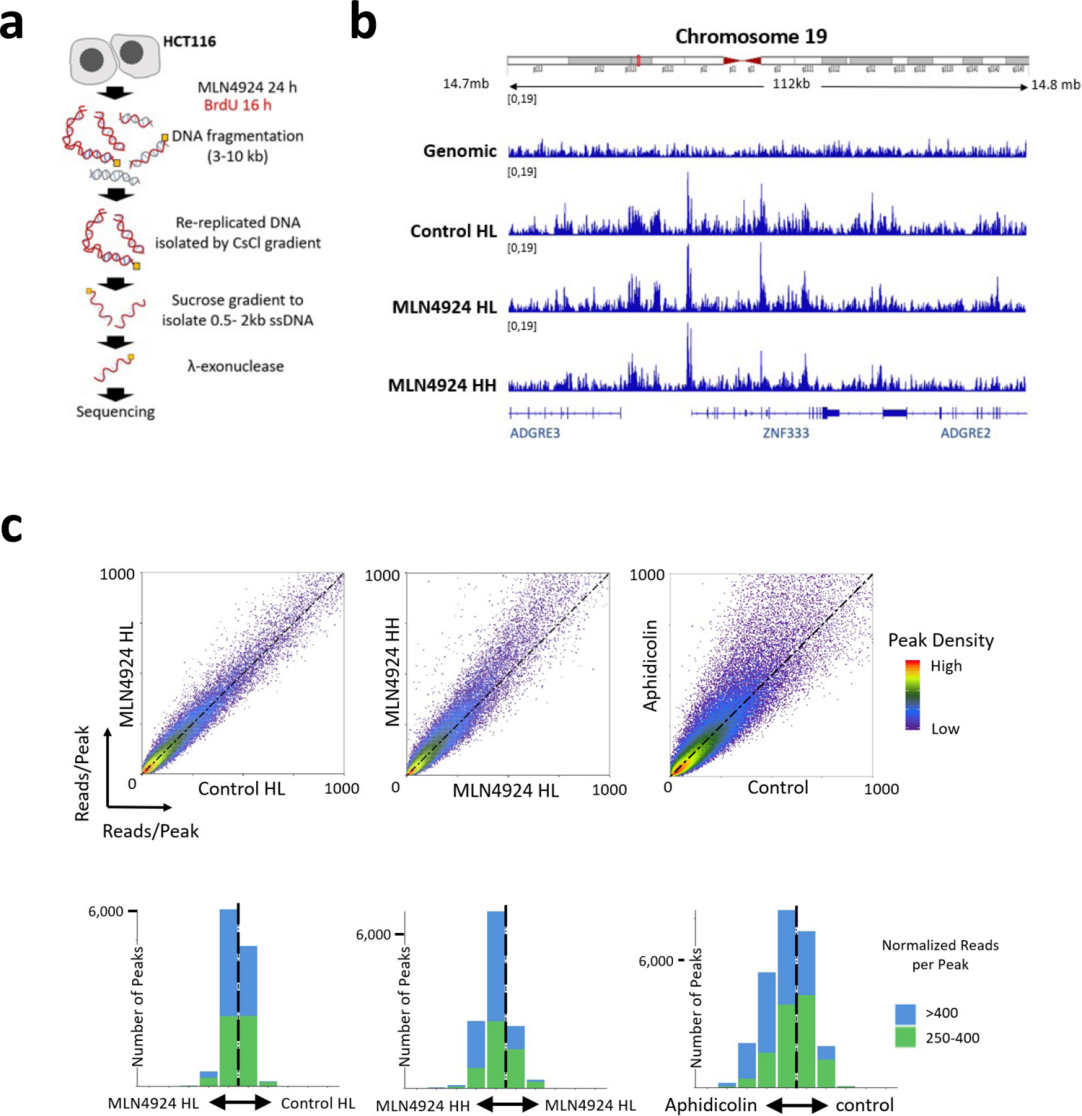
Re-replication is driven by the same set of origins utilized during normal mitotic growth. **a** Schematic representation of the method used to map replication origins in re-replicating DNA. Cells were treated with MLN4924 for 24 h, including exposure to BrdU for 16 h. Genomic DNA was fragmented and re-replicated DNA (MLN HH DNA from cells incubated with BrdU for less than an entire doubling period) was isolated by BrdU-CsCl gradient. Normal replicated DNA (Control HL DNA and MLN HL DNA, only one DNA strand labeled with BrdU) was also collected to map normal replication origins as a control. Following the CsCl gradient, newly replicated nascent DNA was isolated from both normal- and re-replicated DNA using sucrose gradient and lambda exonuclease. DNA fragments that are resistant to λ-endonuclease digestion (RNA primed, yellow squares) are nascent strands^45^. **b** IGV screenshot showing representative nascent DNA outputs in genomic control, during normal mitotic replication (Control-HL and MLN-HL), and during re-replication (MLN4924-HH). **c** Density plots (top panel) comparing replication origin usage in 2 normal mitotic replication samples (Control-HL and MLN4924-HL, left) and in one normal and one re-replication samples (MLN4924-HL and MLN4924-HH, middle). The location of each data point is proportional to the number of reads per origins. Origins that initiate replication with similar frequency during normal mitotic growth and in re-replicating cells are located on the diagonal dotted line; for the middle panel, origins above the diagonal dotted line initiate more frequently in re-replicating cells and vice versa. The right panel used as positive control for dormant origin activation showing augmented origin activation in aphidicolin treated cells (0.8 µM of Aphidicolin for 24 h). Reads per origin data of the above density plots were further divided into 10 fractions ranging from origins that showed the highest ratio of initiation frequency of y-axis sample (for example MLN4924 HH of the middle panel) vs. x-axis sample (for example MLN4924 HL of the middle panel) to origins that showed the highest ratio of initiation frequency of x-axis sample vs. y-axis sample). The number of peaks in each of the 10 fractions is shown as bar graphs (bottom panel) to show the cumulative distribution of small peaks with 250–400 reads (green) and large peaks >400 reads (blue). The vertical dash line in the middle equal to the diagonal dash line in the above density plot.

To perform a detailed comparison of the frequency of initiation in nascent DNA derived from cells undergoing normal mitotic growth with that of MLN4924-treated, re-replicating cells, we used peak density plots created with BAMScale (https://github.com/ncbi/BAMscale)^46^. This analysis allowed us to determine whether certain groups of replication origins are preferentially utilized during re-replication (Fig. 3c). Density plots represent peak sizes (number of reads/each peak) across the sample pairs. In such plots, similar replication initiation frequencies are reflected in similar peak sizes across the samples, with most peaks distributed along the diagonal (45 degrees dotted black lines in the diagrams shown in Fig. 3c). For example, a comparison the replication initiation frequencies in nascent DNA isolated during normal S-phase (HL DNA) in both untreated cells (control) and MLN4924 treated cells showed that most peaks were distributed along the diagonal, indicating similar peak sizes that correspond to similar initiation frequencies (Fig. 3c, left). By contrast, comparing replication initiation frequencies in nascent DNA isolated from aphidicolin treated cells with nascent DNA isolated from normally replicated cells (Fig. 3c, right) showed a distinct population of replication origins that exhibited a higher read per peak ratio in the aphidicolin sample, corresponding to activated dormant origins. When we compared re-replicated (HH) nascent strands from MLN4924-treated cells with nascent strands that were not re-replicated (HL), we did not observe a distinct population of activated dormant origins (Fig. 3c, middle panel). These observations suggested that although fiber analyses have shown a higher frequency of initiation in re-replicating cells, dormant origins were not overwhelmingly activated.

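Of the MLN4924-HL peaks, 76.96% were shared with MLN4924-HH (185499 of 241019, exact Clopper-Pearson 95% interval 76.8% to 77.1%). Intervals of this kind cover counting error only. At shuffled positions the share was 39.5%. MLN4924-HL and MLN4924-HH share their genomic DNA control, while Control-HL has its own. Agreement that a shared control could cause is not in the shuffled value. For Control-HL peaks the share in MLN4924-HH was 74.2% (74.1% to 74.4%), against 39.0% at shuffled positions. The 2 heavy-light lists shared 81.2% of the Control-HL peaks, against 42.5%. In the other direction, 84.3% of the MLN4924-HH peaks were shared with Control-HL and 85.3% with MLN4924-HL, which leaves 31856 and 29925 MLN4924-HH peaks with no counterpart within 2 kb. The definition of a shared peak moved these shares most. When 50% of a peak's length had to be covered, 56.7% of MLN4924-HL and 52.5% of Control-HL peaks were shared with MLN4924-HH. With an overlap of at least 1 bp, 62.3% of MLN4924-HL peaks were shared, 4.04 times the 15.4% at shuffled positions. The density plots of reads per peak showed the authors no separate group of dormant origins, and the paper proposes that these were not activated on a large scale. The aphidicolin library was not used here.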

Similar results were obtained when we used a different strategy to map re-replicating origins. For this, cells were exposed to 250 nM MLN4924 for 30 h or 45 h, timepoints at which nearly all (30 h) or all the replicating cells (45 h) underwent genome re-replication (Supplementary Fig. 6a, left panel). 

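For the other mapping, nascent strands came from HCT116 cells grown with 250 nM MLN4924 or without it and collected at 30 h and at 45 h, with 1 library per condition and time. The authors deposited 2 kinds of MACS2 list for each library. The broad lists hold 436111 peaks for the control and 484433 for MLN4924 at 30 h, and 415906 and 375927 at 45 h. They reach down to a -log10 p of 1.30, and between 11.2% and 20.3% of their peaks had a q under 0.05. The totals of the broad lists are those that Supplementary Fig. 6e counts, and these lists were used as the main ones. At 45 h the figure shows the 2 totals at the opposite conditions, so values at 45 h depend on the labels of the deposited lists. The narrow lists are stricter and start at a -log10 p between 5.30 and 5.90. After entries with the same start and end were counted once, they hold 97887 and 105099 peaks at 30 h and 28789 and 101257 peaks at 45 h for control and MLN4924. The short narrow list of the control at 45 h limits what it can show. On chromosomes 1 to 22 and X the broad peaks cover 501 and 548 Mb at 30 h and 613 and 574 Mb at 45 h for control and MLN4924.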

The cells were collected and nascent strand DNA was prepared and sequenced (Supplementary Fig. 6a, right). DNA from cells not exposed to MLN4924 was used as a control. 

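In the gene cluster on chromosome 19 that Supplementary Fig. 6b also shows, the broad lists hold 36 peaks for the control and 51 for MLN4924 at 30 h, and 37 and 48 peaks at 45 h. Of the control peaks, 35 of 36 at 30 h and 37 of 37 at 45 h had a MLN4924 peak within 2 kb. At 30 h, 31 of them overlapped such a peak by at least 1 bp, and at 45 h 35 did. The narrow lists hold 10 peaks there in both conditions at 30 h, and 2 for the control and 10 for MLN4924 at 45 h. The broad peaks covered 24.8% of the cluster in the control and 32.8% with MLN4924 at 30 h, and 32.4% and 41.1% at 45 h.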

As shown in the representative IGV screenshots in Supplementary Fig. 6b, the distribution of NS-Seq peaks in the control and MLN4924-treated samples was very similar. As shown in the density plots (Supplementary Fig. 6c, left and middle), most re-replicating origins colocalized with the replication origins utilized during normal mitotic growth. 

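Of the control peaks, 86.9% at 30 h (95% interval 86.8% to 87.0%) and 83.1% at 45 h (83.0% to 83.2%) were shared with MLN4924. Because the broad peaks are dense, shuffled positions already gave 65.1% and 59.6%. All lists at 30 h and 45 h were called against the same genomic DNA. Shuffled positions do not include agreement that this could cause. The narrow lists are less dense. In them, 83.0% of the control peaks at 30 h were shared with MLN4924, against 28.2% at shuffled positions, and 96.2% at 45 h, against 33.2%. Of the narrow MLN4924 peaks, 82.9% at 30 h and 44.3% at 45 h were shared with the control, and the control list at 45 h is the shorter by far. Against the same short list, 45.8% of the narrow control peaks at 30 h were shared. Asking for 50% of a peak's length moved the main shares most, to 49.8% at 30 h and 47.2% at 45 h.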

Again, this result differed from the observed activation of dormant origins in aphidicolin treated cells and in cells depleted of SIRT1^47^, where peaks that did not initiate replication in SIRT1-proficient cells were clearly observed in SIRT1 depleted cells (Supplementary Fig. 6c, right). 

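U2OS cells, a human osteosarcoma line, carried CDT1 under a doxycycline-inducible promoter. Nascent strands were sequenced from 2 replicates without doxycycline (control) and 2 replicates after doxycycline for 48 h (CDT1 OE). The authors called broad peaks with MACS2 in each library on its own. The deposited lists hold 510893 and 550749 peaks for the control replicates and 805417 and 789887 for the CDT1 OE replicates, down to a -log10 p of 1.30. A q under 0.05 was reached by 28.2% and 21.1% of the control peaks and by 10.3% and 9.62% of the CDT1 OE peaks, so the longer lists also reach further into weak peaks. Read depths are not in the lists.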

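Taking each control library against each CDT1 OE library, 95.7% ± 0.506 (SD, n = 4 pairs) of the control peaks were shared within 2 kb. The pairs reuse libraries and are not independent, so no test was made. CDT1 OE lists at shuffled positions gave 79.4% ± 0.359 (SD, n = 4), so most of the share follows from the number of peaks. Control replicate 1 shared 91.5% of its peaks with replicate 2, and replicate 2 shared 86.8% with replicate 1. Each CDT1 OE replicate shared 92.5% of its peaks with the other. Both directions come from the same pair of libraries, so no SD is given. Of the CDT1 OE peaks, 80.3% ± 2.21 (SD, n = 4) were shared with a control library. The share of control peaks fell to 58.6% when 50% of a peak's length had to be covered. In the stretch of chromosome 19 from 39 to 42 Mb that Supplementary Fig. 6d shows, 979 and 973 peaks were listed for the control replicates and 1227 and 1239 for the CDT1 OE replicates, and the peaks covered 44.6%, 48.8%, 43.8% and 40.2% of it.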

As shown in Supplementary Fig. 6d, e, most origins used during normal replication were also used during re-replication induced by over-expression of CDT1 (in U2OS cells harboring doxycycline inducible CDT1). We therefore concluded that re-replicating cells largely utilized the same set of origins as is used during normal mitotic growth, albeit at a higher frequency.

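Limiting each list to the 50% of its peaks with the highest scores set the observed shares further from those at shuffled positions. Among these peaks, 74.2% of Control-HL and 76.4% of MLN4924-HL peaks were shared with MLN4924-HH, against 26.5% and 26.8% at shuffled positions. For the broad lists the values were 78.9% against 48.5% at 30 h and 74.8% against 45.0% at 45 h. For the first control and the first CDT1 OE library of U2OS cells they were 88.6% against 60.9%. In the whole broad lists, 81649 of 483580 MLN4924 peaks at 30 h and 39171 of 375139 at 45 h had no control peak within 2 kb. Between the MLN4924 lists of the 2 times, 86090 of the 30 h and 39553 of the 45 h peaks had no counterpart. The peaks without a control peak are no more than these, so they cannot be read as sites specific to the drug. From the shared positions in these mappings, and having seen no separate group of dormant origins, the paper concludes that re-replicating cells mostly used the origins of normal growth.

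**Figure D2:**
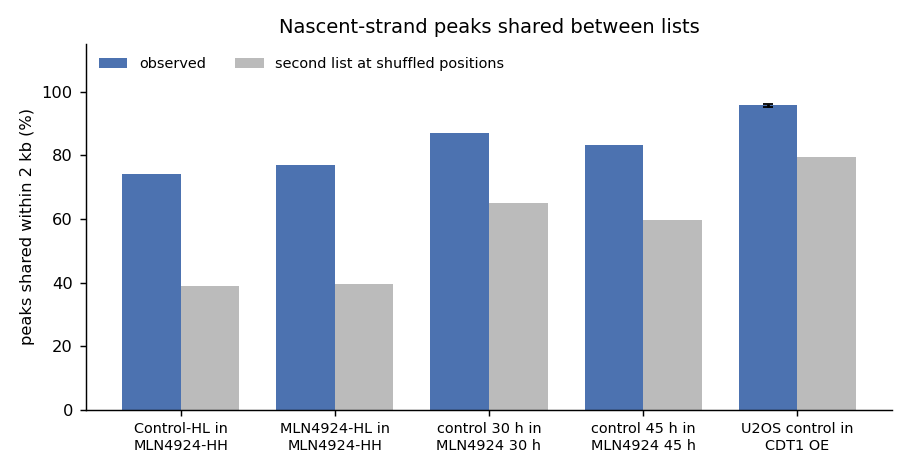
Share of nascent-strand peaks (%) with a peak of the second list within 2 kb, observed (blue) and with the second list at shuffled positions (grey). The error bar is the SD over 4 pairs of U2OS libraries, and the other bars are single pairs of libraries. Observed shares run from 74.2% to 95.7%, each above its shuffled share.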

### Early replicating origins are preferred during massive re-replication

DNA replication follows a stringent spatial order, forming distinct replication foci patterns in early, mid, and late S phase. As shown in Fig. 4a (and in the accompanying DAPI-stained images shown in Supplementary Fig. 7a), normally growing cells exhibited very typical EdU foci patterns for early (ES), middle (MS), and late (LS) S phase. In contrast, almost all the MLN4924-treated samples were larger and displayed homogeneous replication foci similar to the early-S-phase patterns, with very few exhibiting mid-late-S-phase foci (Supplementary Table 3). These observations suggested that although re-replicating cells utilized the same pool of replication origins as the pool used in normally replicating cells, those re-replicating cells lost the spatial distribution characteristic of normal replication.

**Fig. 4:**
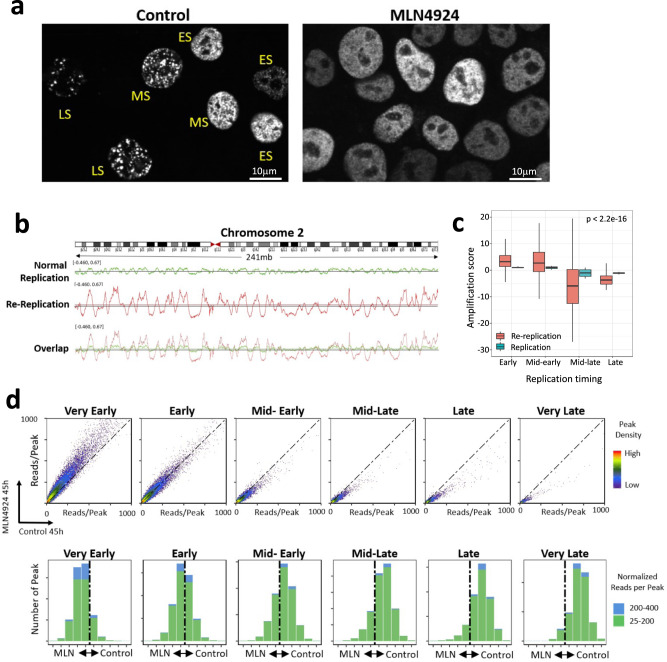
Replication origins that initiate replication early during normal mitotic growth are over-activated during re-replication. **a** HCT116 cells were treated with 250 nM of MLN4924 for 30 h and EdU click-it to label S phase cells. Control cells showed typical S phase cell foci patterns (ES: early S phase; MS: mid-S phase; LS: late S phase). MLN4924 treated cells lost these typical S phase replication foci patterns, showing ES-like foci patterns (see Supplementary Fig. 7a for more details). Three biological repeats yielded similar results. **b** Total genomic DNA of HCT116 cells was purified from G1 cells, asynchronous normal mitotic growing cells and asynchronous re-replicating cells induced by MLN4924 as shown in Supplementary Fig. 7b and sequenced at >30× coverage. IGV screenshot of replication timing of chromosome 2 for normal replication and re-replication (same y-axis scale) showing increased copy number at the early replication genomic regions and decreased copy number at the late replication genomic regions in re-replicating cells. **c** Genomic regions were divided into four equal groups according to their replication timing and amplification scores of these segments were calculated in control and re-replicating nascent DNA. 5051, 8624, 6746 and 3076 origins from one representative experiment for early, mid-early, mid-late and late, respectively, were analyzed. Box plots are showing the median, 25^th^ and 75^th^ percentiles as box boundaries and the 5^th^ and 95^th^ percentile ranges. Wilcoxon test was used for the statistical significance analysis. *p* < 2.2e-16 by using the default two-sided test. 3 independent experiments showed similar results. **d** Top panel: Density plots comparing reads per peak (reflecting the frequency of initiation per each origin) in groups of replication origins from cells undergoing normal replication (control) and re-replication (MLN4924 for 45 h). Origins were classified into six replication timing groups, ranging from very early to very late, using the replication timing data illustrated in panel **b**. Data points from origins that exhibited similar frequencies of initiation during normal replication and re-replication are expected to localize on the diagonal dotted line. Data points above the diagonal dotted line represent origins that initiated more frequently during re-replication than during normal S-phase, and vice versa. *Bottom panel*: origins in the density plot were further divided into 10 fractions ranging from origins that showed the highest ratio of initiation frequency during re-replication *vs*. during normal replication (MLN 45 h, left side of each bar graph) to origins that showed the highest ratio of initiation frequency during normal replication vs. during re-replication (Control 45 h, right side of each bar graph). The number of peaks in each of the 10 fractions showed the gradually shift from more origins initiated in MLN4924 treated sample than in control at early replicating genomic regions to fewer origins initiated in MLNN4924 treated sample than in control at late replication genomic regions.

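The deposited timing list of normal replication with 4 groups holds 5051 early, 8624 mid-early, 6746 mid-late and 3076 late segments. On chromosomes 1 to 22 and X the groups cover 714, 711, 899 and 713 Mb. The corresponding list from re-replicating DNA holds 858, 2071, 2072 and 936 segments, with median lengths of 125, 104, 97.7 and 94.0 kb, while those of normal replication were 64.2, 53.2, 60.2 and 54.6 kb. Amplification scores are not part of these lists and were not analysed here.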

The observations described above suggested that although early-replicating genomic regions are more prone to re-replication than late replicating regions, the distinction between early and late replication regions is preserved. This preservation is unlike the observed loss of replication timing information in cells undergoing re-replication following geminin depletion, where replication re-initiates at the G2 stage of the cell cycle^33^. To assess if replication timing information is indeed preserved in CDT1-stabilized, MLN4924-treated re-replicating cells and if early-replicating regions are over-represented, we determined the relative replication time of each genomic portion during normal mitotic growth and in re-replicating cells. The order of replication was determined using a variation of the Timex method^48,49^ that is based on the assumption that in asynchronously growing cells, early-replicating regions are present in higher copy numbers than late-replicating regions. We measured whole-genome copy number in asynchronous, exponentially growing cells in which more than 50% of the cells were in S phase, as well as in cells in the G1 phase of the cell cycle that were isolated by centrifugal elutriation (Supplementary Fig. 7b). We also measured whole-genome copy number in asynchronous re-replicating cells that were treated with 250 nM MLN4924 for 36 h (89.8% re-replicating cells, Supplementary Fig. 7b). All samples were sequenced with a depth greater than 30×. 

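Replication timing was measured as the copy number of asynchronous HCT116 cells over cells in G1. This was done for normal growth and after 36 h in MLN4924, with 1 deposited library each. The authors aligned the reads with the DRAGEN pipeline, made log2 ratio tracks with BAMscale and deposited lists of segments that name a timing group. The log2 ratios are not in the lists, so the degree of over-representation was not analysed here, only the group. Each condition has a list with 4 groups and a list with 6, from very early to very late, where the outer groups hold 10% and the inner groups 20% of the genome. For the list with 6 groups from re-replicating DNA, the groups from very early to very late cover 284, 566, 568, 567, 566 and 284 Mb without assembly gaps. In that list, 188 Mb of gaps are counted as mid-early. In the list from normal replication, 189 Mb of gaps are counted as mid-late. The 6 groups of re-replicating DNA served as timing zones for the peaks, as in the methods of the paper, and those of normal replication as the alternative.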

Log_2_ values of the copy number in asynchronous replicating and re-replicating cells, normalized to cells in G1, were used to determine the replication timing (Supplementary Fig. 7c).

The screenshot in Fig. 4b shows the distribution of genomic copy number for the entire chromosome 2, with copy number fluctuations shown side-by-side with the same y-axis scale. This analysis suggests that the order of DNA replication (the location of copy number peaks and troughs) was similar in cells undergoing normal mitotic growth and in re-replicating cells, but earlier-replicating genomic regions were over-represented in re-replicating cells whereas late-replicating genomic region were under-represented. 

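The genome was cut into 283290 bins of 10 kb without gaps, and the timing group at the middle of each bin was read from both lists with 6 groups. In 92.3% of the bins the group was the same or a neighbouring one (95% bootstrap range over chromosomes 91.8% to 93.1%). Unrelated groups would give 50.0%. Both lists are ratios over the same G1 DNA, and agreement that this could cause is not in the value for unrelated groups. Exactly the same group was found in 44.8% of the bins, against 18.0%, the alternative that moved the value most. With 4 groups, 97.6% were the same or neighbouring and 60.0% the same, where unrelated groups would give 62.5% and 25%. By chromosome, the share of same or neighbouring groups ran from 86.9% on chromosome 19 to 96.8% on chromosome 21, and on chromosome 2, shown in Fig. 4b, it was 92.5%. Of the bins that were very early in re-replicating DNA, 43.1% were very early and 45.2% early in normal replication. Groups more than 2 steps apart were found in 0.404% of bins. From the positions of copy number peaks and troughs, the paper proposes that the order of replication was similar in both states while early regions were over-represented.

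**Figure D3:**
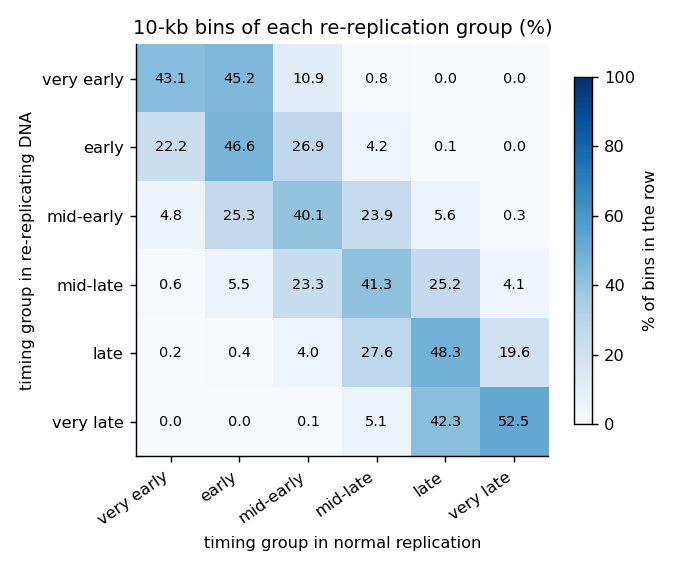
Share (%) of the 10-kb bins of each timing group in re-replicating DNA (rows) that fall in each timing group of normal replication (columns), from 1 library per state. The very early row has 43.1% in the very early and 45.2% in the early column.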

To extend this analysis to the entire genome, we stratified all genomic regions into four groups based on replication order and calculated the extent of over- or under-representation of these segments in control and re-replicating nascent DNA. As shown in Fig. 4c, although early replicating regions were expected to exhibit some over-representation in nascent strands from asynchronously proliferating cells, nascent strands representing early replicated regions from re-replicating cells showed a markedly enhanced level of enrichment (the mean enrichment was 2–5 fold higher than the enrichment observed in normal replication). These observations suggest that early-replicated genomic regions preferentially undergo re-replication to an extent that could not be attributed solely to the over-abundance of early replicating regions in asynchronously proliferating cells, possibly undergoing multiple rounds of replication as previously shown in Xenopus egg extracts^38^. This enrichment in early-replicating origins was consistent with the observation that re-replication preferred open chromatin regions and showed early-S-phase-like re-replication foci patterns.

To test directly whether the over-represented, earlier-replicating genomic regions in re-replicating cells reflected re-initiation at origins located within the early-replicating portion of the genome, we directly compared the frequency of replication initiation events at origins replicated at different stages of S phase in untreated and MLN4924-treated samples. All origins were stratified into six groups according to replication order, ranging from very early to very late. Then, we used BAMScale to create density plots measuring the number of reads per replication origin peak during normal mitotic growth and during re-replication. 

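Among the broad peaks at 45 h, 43.3% (95% interval 43.1% to 43.4%) of the MLN4924 peaks and 38.5% (38.3% to 38.6%) of the control peaks had their midpoint in very early or early zones. The difference was 4.76 percentage points. At 30 h the shares were 41.3% and 39.8%, a difference of 1.53 points. The intervals cover counting error only, and with 1 library per condition the difference has no replicate check. Control and MLN4924 lists were called against the same genomic DNA. A higher copy number of early DNA in MLN4924 cells is therefore not removed and stays open as a cause. Each alternative left both differences above 0, from 1.45 to 7.27 points at 30 h and from 2.16 to 7.83 points at 45 h. The narrow lists moved the value at 30 h most, with 81.4% for MLN4924 and 74.1% for the control. At 45 h the stricter 50% of the broad peaks moved it most, with 54.8% and 47.0%. In very early zones the broad lists at 45 h held 186 peaks per Mb in the control and 175 with MLN4924, and covered 53.5% and 62.8% of the zone. At 30 h they held 209 and 227 peaks per Mb. The narrow lists held 128 and 160 at 30 h, and 48.0 and 160 at 45 h, where the control list is the shorter.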

As shown in Fig. 4d, very early origin peaks were mapped above the diagonal, suggesting that early replication origins initiate replication more frequently in re-replicating cells than in cells undergoing normal mitotic growth. This over-initiation was not evident in later-replicating genomic regions; late-replicating origins initiated more frequently in cells undergoing normal mitotic growth than in re-replicating cells. 

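In late zones the broad lists at 45 h held 103 peaks per Mb for the control and 70.9 for MLN4924, and in very late zones 65.1 and 35.7. The covered part of very late zones was 4.70% in the control and 1.958% with MLN4924. At 30 h the density in very late zones was 73.4 peaks per Mb in the control and 66.9 with MLN4924, while in late zones it was 107 and 109. In the narrow lists at 30 h, very late zones held 3.397 peaks per Mb for the control and 1.23 for MLN4924. At 45 h the narrow lists held 0.532 and 0.525 peaks per Mb there, which is 0.525% (95% interval 0.444% to 0.615%) of the shorter control list and 0.147% (0.124% to 0.173%) of the MLN4924 list. Densities of nascent-strand peaks are per Mb of zone without assembly gaps. All are numbers of called peaks and not reads per peak, which Fig. 4d plots. The paper proposes from that plot that early origins initiate more often in re-replicating cells.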

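For nascent strands isolated by density gradient, 76.6% (95% interval 76.4% to 76.8%) of the MLN4924-HH peaks and 69.9% (69.7% to 70.1%) of the Control-HL peaks were in very early or early zones, a difference of 6.69 points. Timing zones of normal replication moved the difference most, to 3.31 points, and with the same number of highest-scoring peaks from both lists it was 4.93 points. Very early zones held 276 MLN4924-HH and 272 Control-HL peaks per Mb and were covered to 36.7% and 27.2%. They held 38.5% and 30.9% of the peaks. Early zones held 136 MLN4924-HH and 172 Control-HL peaks per Mb, or 38.0% and 39.0% of the peaks. In mid-early zones the densities were 49.5 and 83.3 peaks per Mb, and in late zones 10.0 and 12.1. In very late zones the order turned, with 4.84 peaks per Mb for MLN4924-HH and 3.92 for Control-HL. With zones of normal replication the shares were 39.5% and 38.3% in early and 20.3% and 18.3% in very early zones, and very early zones held 147 and 163 peaks per Mb. MLN4924-HH was called against the same genomic DNA as MLN4924-HL. A larger part of early DNA in the heavy-heavy fraction itself therefore stays open as a cause.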

Similar results were also obtained when we used a second experimental strategy to isolate re-replicating nascent strands (Supplementary Fig. 8a). As a control, we have not detected initiation timing shifts when we compared 2 sets of normal replication samples (Supplementary Fig. 8b). 

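The control comparison of normally replicated DNA gave 70.7% of MLN4924-HL peaks in very early or early zones (95% interval 70.5% to 70.9%), which is 0.769 points above Control-HL. The counting interval of this difference, 0.514 to 1.02 points, does not reach 0, but replicates that would show the spread between libraries are missing. Against MLN4924-HL, the share of MLN4924-HH was 5.92 points higher. With timing zones of normal replication, MLN4924-HL had 55.7% and Control-HL 56.6%, so the sign of this small difference changes with the zones.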

Altogether, these results show that re-replication occurs throughout the genome with a prevalence towards open chromatin and early replicating regions.

### The frequency of re-replication reflects the distribution of pre-replication complexes

To elucidate the molecular mechanism underlying the preferred activation of origins in early-replicating regions, we asked if this preference reflected a skewed distribution of CDT1 binding sites. To that end, we performed Chromatin Immunoprecipitation followed by Sequencing (ChIP-Seq) with antibodies directed against CDT1 using HCT116 cells synchronized by double thymidine in G1 as well as middle S-phase (MS). ChIP-seq data were processed against input. As shown in Supplementary Fig. 9a, CDT1 chromatin binding was primarily detected in G1 cells, consistent with the reported degradation of CDT1 at the onset of S-phase. 

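CDT1 ChIP-seq was done in 2 replicates of asynchronous HCT116 cells (control) and 2 replicates of cells treated with MLN4924 for 36 h (re-replication). The dose is printed as 250mN in the methods and was read as 250 nM. The authors called narrow peaks with MACS2 against input in each library on its own. The deposited lists hold 57629 and 27056 entries for the control and 362732 and 586312 for re-replication. Counted once per start and end, these are 52595, 23945, 274904 and 427689 peaks on chromosomes 1 to 22 and X, with median widths between 403 and 439 bp. They cover 25.9 and 12.4 Mb in the control and 146 and 233 Mb in re-replication. The lists start at -log10 p values of 1.30 to 1.31, and between 95.5% and 97.9% of the listed entries had a q under 0.05. Read depths are not in the lists, so the number of peaks mixes binding with depth. Of the peaks of control replicate 1, 29.5% overlapped a peak of replicate 2 by at least 1 bp, and 0.965% did at shuffled positions. For re-replication it was 76.2%, against 18.6%. From replicate 2 the shares were 65.4% in the control and 48.4% in re-replication, so they follow the length of the other list. The libraries from cells synchronised in G1 and mid-S phase were not used here.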

Figure 5a and Supplementary Fig. 9b show representative IGV screenshots of CDT1 ChIP-Seq data obtained from normal asynchronously proliferating cells (representing primarily interactions at the G1 phase) and re-replicating cells (in which CDT1 remains on chromatin during re-replication). Representative images from chromosome 19 and chromosome 4 are shown, demonstrating increased CDT1 chromatin binding on early replicating DNA and diminished CDT1 binding on late-replicating regions. This selective enrichment was markedly enhanced in re-replicating cells vs. in control, normally proliferating cells. 

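In the stretch of chromosome 19 from 29 to 51 Mb, 1021 and 533 CDT1 peaks were listed for the control replicates and 5855 and 8786 for re-replication. In its very early and early parts (15.8 Mb) the density was 54.1 and 28.7 peaks per Mb in the control and 339 and 484 in re-replication. In its late and very late parts (2.47 Mb) it was 25.9 and 11.3 in the control and 48.6 and 132 in re-replication. In the 40 Mb of chromosome 4 that start at 76 Mb, the very early and early parts (3.19 Mb) held 13.5 and 6.89 peaks per Mb in the control and 86.1 and 123 in re-replication, and the late and very late parts (13.2 Mb) 7.90 and 2.81 in the control and 12.2 and 22.3 in re-replication. These densities rise with the length of a list. With the same number of highest-scoring peaks from every list, late zones of the whole genome held 4.34 peaks per Mb in the control and 0.847 in re-replication. Of the 274904 peaks of the first re-replication library, 179835 overlapped a peak of the second and none of the control. The 3 with the highest score were on chromosome 17 from 77126021 to 77127757 within RBFOX3, on chromosome 10 from 72666819 to 72667930, and on chromosome 17 from 76300207 to 76300840. All 3 were in very early zones of re-replicating DNA and overlapped a nascent-strand peak.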

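The skew of a library was taken as the log2 ratio of its peaks per Mb in very early over very late zones. It was 2.28 and 2.51 in the control replicates (mean 2.39 ± 0.16, SD, n = 2) and 5.29 and 4.67 in re-replication (mean 4.98 ± 0.44, SD, n = 2). The difference of 2.59 is larger than both SDs. An exact two-sided permutation test of 2 against 2 libraries gives p = 0.333, the smallest that this design allows, so it cannot reach significance. With the same number of highest-scoring peaks from every list, 23945, the skew was 2.80 in the control and 7.00 in re-replication, the alternative that moved the difference most. With timing zones of normal replication it was 1.16 and 2.98. Leaving out each replicate in turn kept the difference between 2.28 and 2.90.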

Figure 5b shows whole-genome analyses of CDT1 ChIP-seq data stratified into 6 groups based on replication order (from very early to very late replicating regions) measuring the distribution of CDT1 binding sites colocalized with replication origins. 

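Nascent-strand peaks of the broad lists at 30 h and 45 h were merged into 635793 origin regions, which cover 919 Mb or 32.4% of the sequenced genome. An origin was overlapped by at least 1 bp by 78.1% ± 1.68 (SD, n = 2) of the CDT1 peaks in the control and by 86.9% ± 2.85 (SD, n = 2) in re-replication. At shuffled positions on the same chromosome the shares were 45.8% and 48.5%. The peaks thus overlapped origins 1.71 ± 0.0162 and 1.79 ± 0.0543 times as often as shuffled positions (SD, n = 2). Against positions shuffled within the timing zones, the ratio was 1.49 in the control and 1.41 in re-replication. With the peaks of Control-HL, MLN4924-HL and MLN4924-HH as origins the ratio was 3.67 in the control, where this moved it most, and 3.00 in re-replication. There the narrow lists at 30 h and 45 h as origins, a choice made after seeing the data, moved it most, to 3.21. In very early zones 93.3% ± 0.258 of control and 93.6% ± 1.79 of re-replication peaks were at origins (SD, n = 2), and in very late zones 48.1% ± 3.95 and 62.2% ± 2.35 (SD, n = 2). Over positions shuffled within the zone these are ratios of 1.14 and 1.14 in very early zones and of 3.06 and 3.95 in very late zones. Shuffled positions in very early zones reach 81.5% and 81.9%, which limits the ratio there. The number of CDT1 peaks at origins per Mb was 23.5 in the control and 379 in re-replication in very early zones, and 2.32 and 8.41 in very late zones.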

As shown, CDT1 was enriched at replication origins, and this colocalization increased in early-replicating genomic regions in re-replicating cells.

**Fig. 5:**
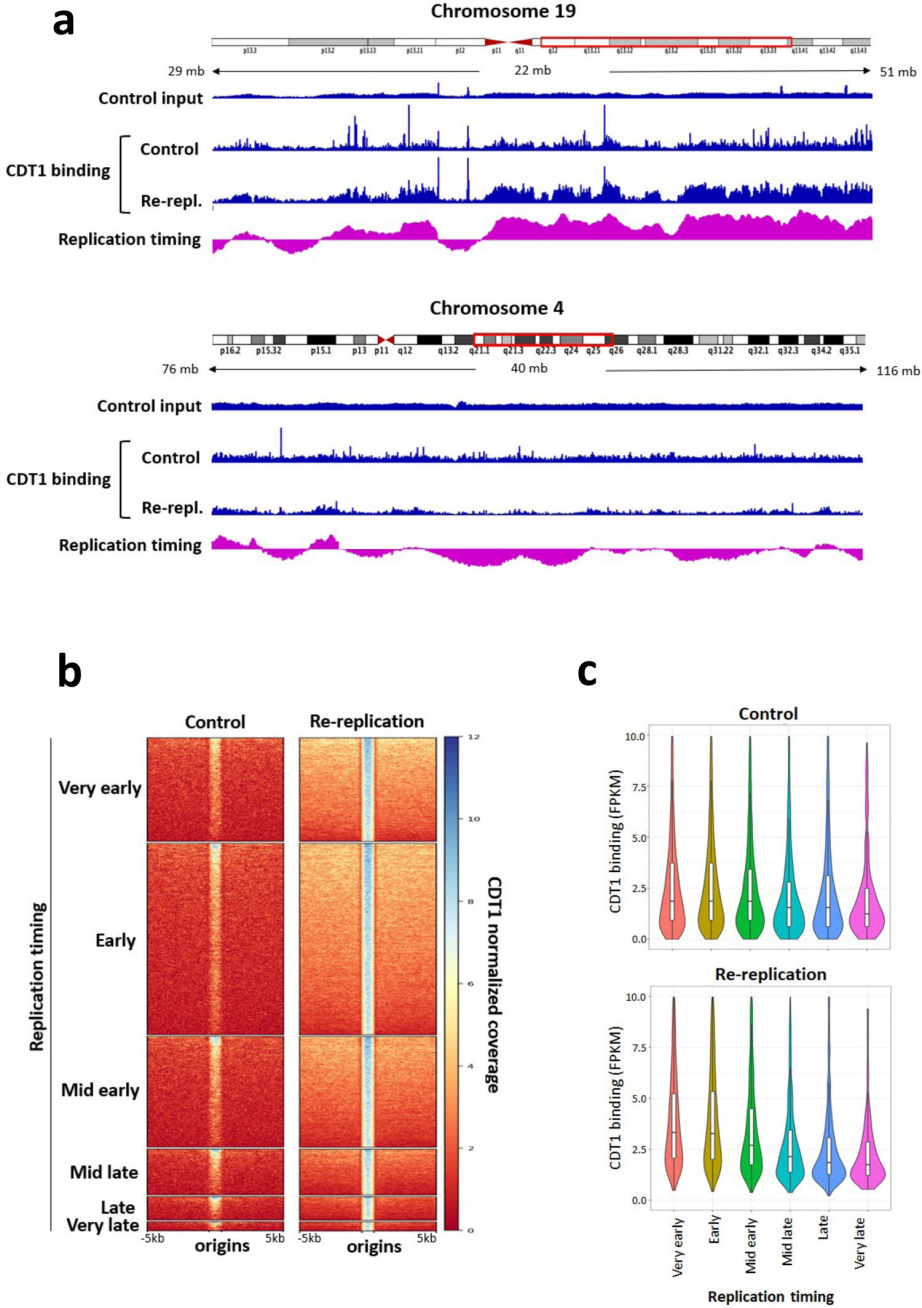
CDT1 is enriched at early origins. CDT1 ChIP-seq was performed in HCT116 cells exposed to MLN4924 for 36 h (re-replication). **a** IGV screenshots of the distribution of CDT1 binding sites on parts of chromosome 4 and 19 in normally proliferating (control) and re-replicating cells. Input from control cells is shown at the top (for screenshot with input for both control and re-replication, see Supplementary Fig. 9). DNA replication timings of the genomic regions are shown at the bottom. **b** Heatmap summarizing the normalized sequencing coverage of CDT1 ChIP-seq in normally replicating control and re-replicating samples. CDT1 peaks called against input were first intersected with origins (CDT1 binding sites overlapping with origins), then were divided into 6 groups based on the replication timing data in Fig. 4. **c** Enrichment of CDT1 centered on replication origins residing in replication timing domains stratified as in **b**, was shown as violin plots. The box range is between 25^th^ percentile and 75^th^ percentile. The whisker length is defined as 1.5 * IQR (Interquartile range). Two biological repeats yielded similar results.

We further asked if the distribution of CDT1 binding sites reflected diminishes binding in heterochromatin regions that replicated late in re-replicating cells. To that end, we calculated the association of normalized CDT1 binding scores (expressed as FPKM) around CDT1-bound origins stratified in accordance with replication timing. As a control, we also determined the origin-associated CDT1 signal distribution in random genomic regions (Supplementary Fig. 9c), which showed low levels of CDT1 binding in both normal and re-replicating cells. The violin plots in Fig. 5c show that the binding of CDT1 at origins was skewed towards early replicating regions in normally growing cells, and that this preferential binding was amplified in re-replicating cells (for CDT1 peak distribution at different replication timing fractions and statistical analysis, see Supplementary Tables 4 and 5).

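CDT1 peaks per Mb in control cells were 25.2 ± 11.7 (SD, n = 2) in very early, 19.4 ± 9.50 in early, 10.7 ± 5.94 in mid-early, 10.6 ± 6.31 in mid-late, 7.85 ± 4.60 in late and 4.94 ± 2.78 in very late zones. In re-replication they were 406 ± 108, 222 ± 66.5, 78.8 ± 25.8, 53.1 ± 19.6, 27.0 ± 11.7 and 13.6 ± 7.39 in the same order (SD, n = 2). The large SDs follow the unequal lengths of the replicate lists. Zone lengths for ChIP densities include assembly gaps, which lie mostly in mid-early zones. Without gaps, the mid-early densities are 19.9 and 8.70 in the control libraries and 80.6 and 129 in re-replication. Taken from these means, re-replication had 16.1 times the control's density in very early, 11.5 times in early and 7.33 times in mid-early zones. It had 5.01 times in mid-late, 3.43 times in late and 2.76 times in very late zones. These ratios shift with the library used, since the control libraries held 6.90 and 2.97 peaks per Mb in very late zones. With 23945 highest-scoring peaks from every list the densities were 18.3 in the control and 43.7 in re-replication in very early zones, and 2.65 and 0.345 in very late zones. Very early zones held 19.2% ± 1.39 (SD, n = 2) of the control peaks and 33.2% ± 1.46 (SD, n = 2) of the re-replication peaks, and very late zones 3.64% and 1.07%. Signal per peak (FPKM) was not analysed here. From the violin plots, the paper concludes that CDT1 binding at origins leaned towards early DNA in growing cells and did so more strongly in re-replicating cells.

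**Figure D4:**
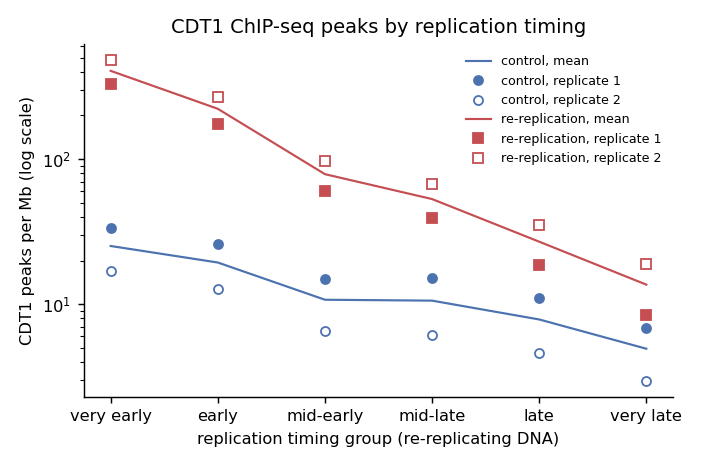
CDT1 peaks per Mb (log scale) in the 6 replication timing groups of re-replicating DNA, for 2 control and 2 re-replication libraries (symbols) and their means (lines). The means fall from 25.2 to 4.94 in control cells and from 406 to 13.6 in re-replication.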

The observations described above are consistent with the hypothesis that although DNA re-replication is accompanied by slow DNA synthesis and increased frequency of initiation, the choice of re-replicating origins reflects the abundance of pre-replication complexes with chromatin at the G1 phase prior to the onset of re-replication^50^. 

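ChIP-seq of phosphorylated MCM2 (MCM2-pS139) was done in HCT116 cells under the same conditions as for CDT1, with 2 control and 2 re-replication libraries. Narrow peaks were called by the authors with MACS2 against input, for each library on its own. The deposited lists hold 112399 and 137756 entries for the control and 325834 and 283962 for re-replication, or 92909, 119194, 237502 and 204171 peaks with distinct start and end. Median widths were 426, 382, 452 and 476 bp, and the peaks covered 46.4, 53.0, 146 and 131 Mb. The share of listed entries with a q under 0.05 was 94.4% and 94.6% in the control and 99.2% and 99.3% in re-replication. Of the peaks of replicate 1, 56.2% in the control and 68.7% in re-replication overlapped a peak of replicate 2, against 4.24% and 11.8% at shuffled positions. From replicate 2 the shares were 44.1% and 79.4%.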

To test directly for the locations of pre-replication complexes on chromatin, we asked whether MCM2-pS139 binding sites colocalize with replication origins during normal growth and during re-replication. As shown in Supplementary Fig. 10a–d, MCM2-pS139 binding sites enriched at replication origins, and this enrichment dramatically increases and is skewed towards early replicating DNA in re-replicated DNA. These observations further suggest that the locations of pre-replication complexes during replication licensing dictate the distribution of replication initiation events during both normal replication and re-replication.

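MCM2-pS139 peaks overlapped origins in 81.1% ± 1.48 (SD, n = 2) of control and 90.2% ± 1.60 (SD, n = 2) of re-replication cases, against 44.7% and 50.3% at shuffled positions. The ratios were 1.81 ± 0.00803 and 1.79 ± 0.0156 (SD, n = 2). The share at shuffled positions sets an upper limit to the ratio, which is lower in re-replication, so the ratio does not rank the 2 conditions. Against positions shuffled within the timing zones the ratios were 1.59 and 1.39. Zone by zone they were 1.19 ± 0.00180 and 1.15 ± 0.00492 in very early zones and 3.34 ± 0.0703 and 4.17 ± 0.212 in very late zones (SD, n = 2). With the narrow lists at 30 h and 45 h as origins, a choice made after seeing the data, the ratio was 2.96 in the control and 4.02 in re-replication, the alternative that moved the re-replication value most. The skew of MCM2-pS139 peaks to very early zones was 2.31 ± 0.30 (SD, n = 2) in the control and 5.26 ± 0.23 (SD, n = 2) in re-replication, on the log2 scale. The difference of 2.95 exceeds the spread between replicates (exact two-sided permutation test, p = 0.333, the smallest possible with n = 2 per group). It was 4.16 with the same number of highest-scoring peaks per list and 2.11 with timing zones of normal replication. Peaks per Mb rose from 65.1 ± 5.36 to 301 ± 21.3 in very early zones and from 53.0 ± 6.44 to 141 ± 14.8 in early zones (SD, n = 2). They fell from 21.5 ± 5.61 to 13.7 ± 2.49 in late zones and from 13.4 ± 3.86 to 7.94 ± 1.83 in very late zones (SD, n = 2). In the stretch of chromosome 19 used for CDT1, 1344 and 1609 peaks were listed for the control and 5739 and 4989 for re-replication. In that of chromosome 4, 853 and 1297 were listed for the control and 789 and 661 for re-replication. Against the genome-wide fall, late parts of the chromosome 19 stretch rose from 13.8 and 20.7 peaks per Mb to 44.6 and 31.6. Late and very late parts of the chromosome 4 stretch fell from 14.1 and 23.8 to 9.49 and 8.20. The 3 highest-scoring peaks of the first re-replication library that overlap a peak of the second and none of the control were on chromosome 16 from 1075094 to 1075877, on chromosome 1 from 3499559 to 3500642 within MEGF6, and on chromosome 16 from 87524413 to 87525873 within ZCCHC14. From the places of MCM2-pS139, the paper proposes that the sites of pre-replication complexes set where replication starts in both states.

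**Figure D5:**
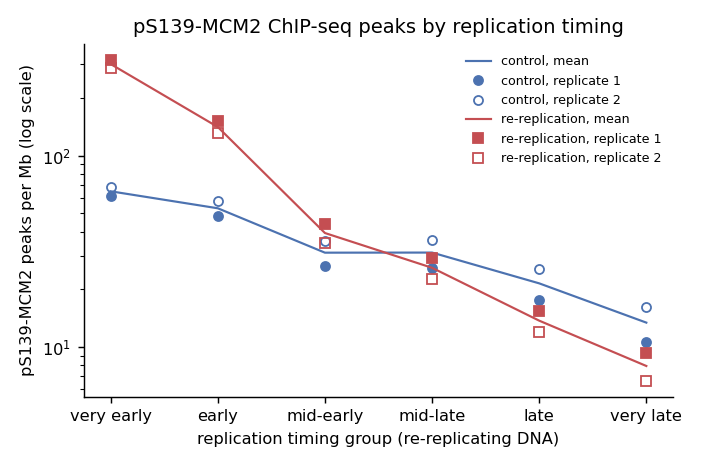
MCM2-pS139 peaks per Mb (log scale) in the 6 replication timing groups of re-replicating DNA, for 2 control and 2 re-replication libraries (symbols) and their means (lines). The mean of re-replication is above that of the control in very early zones (301 and 65.1) and under it in very late zones (7.94 and 13.4).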

## Discussion

The results reported here characterize replication re-initiation in cancer cells containing persistent pre-replication complexes (pre-RCs) on chromatin during the S-phase of the cell cycle. Unlike normal mitotically growing cells, which activate a fraction of their potential replication origins on each chromosome each cell division, resulting in inter-origin spacing of 100–150 kb, we found that re-replicating cells show a higher frequency of initiation from origins positioned in closer proximity to one another. Surprisingly, these additional origins are derived from the same pool of potential replication initiation sites as the origins used during normal mitotic proliferation. We also observed that DNA synthesis during re-replication is slower than during normal mitotic growth, and that re-replication is accompanied by a high incidence of replication fork asymmetry reflecting the frequent stalling of replication forks that can lead to DNA damage, ROS production and eventually trigger senescence. Our results suggest that re-replication begins during the mid-to-late S-phase, prior to the completion of the first round of replication, and that genomic regions that associate with the euchromatic, early-replicating portion of chromatin are preferentially re-replicated.

As illustrated in Fig. 6, replication origins in re-replicating cells consist of sequences that initiate replication at various frequencies during normal growth (frequent origins and intermittent origins). Re-replication occurs unevenly, primarily increasing the frequency of initiation from intermittent origins located in the early-replicating portion of the genome but occurs at a low frequency in the late-replicating portion of the genome, similar to the pattern observed in yeast and in simulated re-replication in mammalian cells^42^. As suggested by our copy number analyses, the earliest-replicating regions can undergo multiple initiations in re-replicating cells, as previously shown in Xenopus^38^, whereas the late-replicating regions are depleted. This pattern might reflect epigenetic modifications, as early-replicating origins are associated with euchromatin and therefore might represent a population of readily accessible licensed origins with a high density of closely spaced pre-replication complexes^14,15,50–52^.

**Fig. 6:**
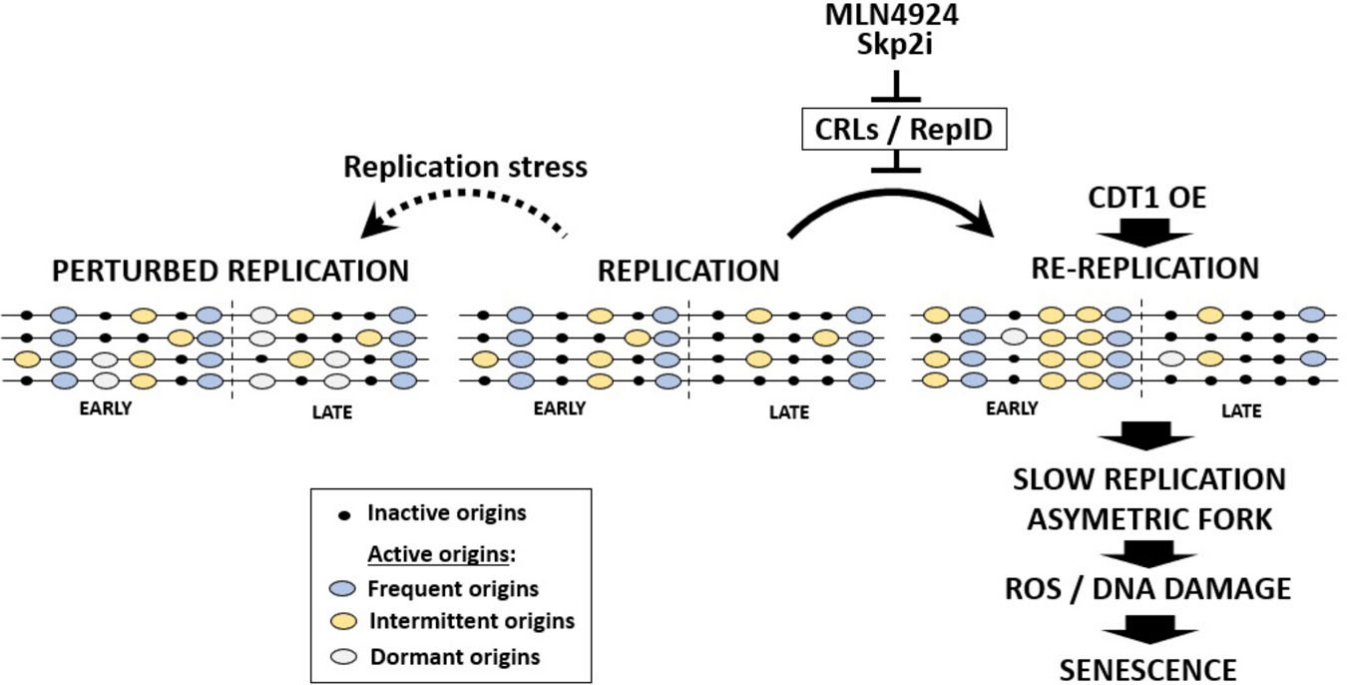
A model of replication origin usage during re-replication. Re-replication can be induced by pharmacological inhibition of the CRL ubiquitin ligases complexes (MLN4924, Skp2 inhibitor) or by depletion of cellular components recruiting CRLs to chromatin (e.g., RepID). Both strategies lead to CDT1 stabilization and abnormal high cellular levels of CDT1. Re-replication can also be induced by CDT1 overexpression. Re-replicating origins are markedly enriched for sequences that are normally replicated during the early stages of genome duplication, and replication initiation is repressed in late-replicating regions. Intermittent origins, defined as origins that are activated intermittently during normal genome duplication, initiate replication at a higher frequency during re-replication. Activation of intermittent origins results in shorter inter-origin distances and slower replication fork progression than during normal mitotic growth, reflecting frequent replication fork stalling. In cells undergoing replication stress, excess initiation triggers activation of dormant origins, which do not initiate replication during normal growth. Re-replication may activate some dormant origins, but at a notably lower frequency compared to dormant origins induced by aphidicolin and SIRT1 depletion. Over-activation of origins and frequent stalling can lead to DNA damage, ROS production and eventually trigger senescence.

The preferential duplication of early-replicating regions mirrors the unequal distribution of CDT1 on pre-replicated chromatin. During normal mitotic growth, CDT1 recruits the MCM helicases to facilitate initiation of DNA synthesis, which is followed by prompt removal of pre-replication from chromatin via the ubiquitination and targeted degradation of CDT1^1,9,12,35,53^. In re-replicating cells, CDT1 is not degraded and continues to recruit pre-replication complexes, resulting in the re-initiation from the same pool of origins as those used during normal mitotic growth, albeit at a higher frequency. The unequal distribution of CDT1 on pre-replicated chromatin, already evident during the G1 phase, ensues an unequal re-recruitment of MCM helicases to already-replicated potion of chromatin in re-replicating cells^50,54^.

Our analyses demonstrate that the consistent, tissue-specific replication order (replication timing) evident during normal growth is preserved during genome re-replication, but we find that cells do not wait to complete the first round of DNA replication prior to the activation of the second set of initiation events. Rather, before completing replication of the entire genome, cells initiate replication at regions that were previously duplicated. This pattern differs from the replication patterns observed for other known instances of genome re-replication during embryonic development^55^, when cells undergo numerous iterations of entire genome duplication, with S phases and M phases alternating to re-license origins anew after the completion of each replication cycle. Because re-replicated DNA can be more susceptible to damage and breakage, the preferential re-replication of early-replicated DNA can be linked to the observed clustering of DNA breaks in euchromatic regions^56,57^.

Re-replication is observed in certain developmental systems as a mechanism for controlling the development of specialized cellular functions^12,55^, and re-replication can lead to recombination events that shape the evolution of the yeast genome^58^. In normal mammalian somatic cells, re-replication is often fatal, activating a checkpoint control that initiate cell death to avoid carcinogenesis^21,59,60^, and is prevented by CDT1 ubiquitination^9,29,53,61,62^ or via the interaction of CDT1 with geminin^12,35,53,59,63^. Cancer cells, which often lack the re-replication induced cell death checkpoint, can tolerate limited re-replication, and interfering with the degradation and inactivation of CDT1 by geminin depletion^63^ or by inhibiting the activity of cullin-anchored ubiquitin ligases. Notably, re-replication patterns induced by geminin depletion differ from the patterns we observed, as geminin-induced re-replication is triggered in the G2 phase of the cell cycle and is associated with the loss of replication timing information^33^ whereas CDT1 stabilization during S-phase by inhibition of CRL4 (as shown here or by Emi1 depletion^64^) begins during the mid-to-late S-phase, prior to the completion of the first round of replication.

Cancer cells can activate dormant replication origins when exposed to agents that slow or halt DNA replication. Because cells that undergo partial genome re-replication also exhibit slow DNA synthesis and undergo DNA damage, we cannot unequivocally exclude the possibility that the slow replication is the cause, and not the consequence, of the activation of additional origins. We also cannot exclude possible limited activation (below our detection threshold) of dormant origins as re-replication progresses. However, we observed that nearly all replication origins activated in cells undergoing re-replication paralleled the replication origins activated during normal S-phase. These observations suggest that the high frequency of initiation in re-replicating cells is derived from frequent activation of intermittent origins on already-replicated chromatin, a mechanism that markedly differs from the dormant origins activated due to other triggers, such as exposure to DNA damaging agents, low nucleotide pools, or depletion of SIRT1^18,20,32,47,65,66^.

The existence of mechanisms that normally select a small group of active replication initiation sites from a pool of potential replication origins can facilitate genomic stability, allowing for the complete duplication of the genome when replication stalls. Under such circumstances, excess origin activation prevents under-replication, which can lead to cell cycle perturbations, chromosomal translocations, and DNA breakage in regions with low origin density^2,18,47,67,68^. However, excess initiation of DNA replication can have deleterious consequences, including oncogenic transformation of normal cells and increased genomic instability in cancer^21,26,59,63^, consistent with our observations suggesting that massive over-replication can lead to senescence. Those consequences can be exploited therapeutically to induce selective killing of cancer cells^26,29–31,63^. The results reported here imply that circumventing the strong inhibitory interactions that normally prevent excess DNA synthesis can occur via at least two pathways, each activating a distinct set of replication origins. Understanding the interactions underlying both pathways could clarify the mechanisms that monitor and regulate the progression of genome duplication and lead to improved selectivity in targeting cancer.

## Methods

### Cell culture, drugs, and establishment of a CDT1 stable cell line

Human HCT1116 cells and U2OS cells were grown at 37 °C in a 5% CO_2_ atmosphere in Dulbecco’s modified Eagle medium (ThemoFisher, 10564011), supplemented with 10% fetal calf serum. MLN4924 was purchased from Cayman Chemicals (15217-1). CDT1 cDNA was obtained by reverse transcription and PCR with primers CDT1-F and CDT1-R (Supplementary Table 6) from HCT116 cells. CDT1 cDNA amplified by HindIII_Cdt1F and XhoI_Cdt1R primers (Supplementary Table 6) was inserted to pCMV-Tag2A (https://www.addgene.org/vector-database/6193/). CDT1 sequence was verified using sanger sequencing. CDT1 cDNA was further cloned into the Tet-On 3 G inducible expression system (TaKaRa, 631168) with a flag tag at the N terminal and an EGFP tag at the C terminal by the In-Fusion HD Cloning system (TaKaRa, 638909) with infusion primers CDT1F and CDT1R (Supplementary Table 6). After transfection of the U2OS cells with the pCMV-Tet3G Vector, stable clones were further transfected with the pTRE3G Vector containing flag-CDT1-GFP. Stable clones were tested for GFP positivity (CDT1-GFP) and re-replication by flow cytometry and presence of fusion protein by western blotting with anti-CDT1 antibody.

### Flow cytometry

Cells were pulse-labeled with 10 μM EdU for 30–45 min before harvest. EdU staining was performed using the Click-iT EdU kit (ThermoFisher, C10634 or C10633) according to the manufacturer’s protocol. For immunodetections with Phospho-MCM2 (Ser139) (MCM2-pS139, Cell Signaling, 12958), and anti-CDT1 (Cell Signaling, 8064), cells were incubated on ice for 10 min in a cytosol extraction buffer (10μM HEPES, pH7.9; 10 μM KCl; 1 μM EGTA; 0.25% NP40; 1× protease inhibitor cocktail and phosphatase inhibitor cocktail), then centrifuged at 800 × *g* for 5 min at 4 °C. The cell pellets were washed once with a cytosol extraction buffer, then cells were fixed with 4% PFA. EdU click were followed by CDT1 (dilution 1:100) or MCM2-pS139 (dilution 1:100) at 4 °C overnight prior to flow analysis to visualize changes in protein levels during the cell cycle. For the fluorophores, EdU using Alexa 647, MCM2-pS139 (dilution 1:100), and CDT1 using Alexa 488 conjugated anti-rabbit IgG (Thermo Fisher Scientific, A11008) (dilution 1:100). DAPI was used for DNA staining. A BD LSR Fortessa cell analyzer with FACSDiva software and/or FlowJo10.6 were used for cell cycle analysis.

### Microscopy

Cells were incubated with or without EdU (10 μM) for 30 min, fixed with 4% paraformaldehyde for 10–15 min at room temperature. Cells were then permeabilized with 0.5% Triton X-100 in PBS for 30 min, blocked with 5% BSA for 30 min, and followed by Click-iT EdU labeling with/without antibody staining. EdU labeling by the Click-iT EdU kit (ThermoFisher, C10634 or C10633) was performed according to the manufacturer’s protocol. Samples were incubated for 2 h with primary antibodies anti–γH2AX (Millipore, 05-636) and anti-p-RPA (Bethyl labs, A300-245A) at 1:500 dilution followed by incubation for 1 h (dilution 1:500) with secondary antibodies (Alexa 488 conjugated anti-mouse IgG and Alexa 568 conjugated anti-rabbit IgG (Thermo Fisher Scientific, A11029 and A21428)). DNA was counterstained with DAPI. The Zeiss LSM710 confocal microscope and Nikon SoRa super-resolution spinning disk microscope.

### DNA replication analysis by molecular combing

Analysis of DNA replication by molecular combing was performed, as previously described^36^. First, asynchronous cells were sequentially labeled with 20 μM IdU for 20 min and 50 μM CldU for 20 min, then chased with 200 μM thymidine for 60–90 min. To preserve long genomic DNA fibers, harvested cells were embedded in low melting point agarose plugs. The plugs were incubated in cell lysis buffer with proteinase K at 50 °C for 16 h, washed 3 times with TE buffer, and then melted in 0.1 M MES (pH 6.5) at 70 °C for 20 min. Agarose was subsequently degraded by adding 2 μl of β-agarase (Biolabs). To stretch DNA fibers, DNA solutions were poured into a Teflon reservoir and DNA was combed onto salinized coverslips (Genomic Vision, cov-002-RUO) using an in-house combing machine. Coverslips were visually examined for DNA density and fiber length by YOYO1 DNA staining (Invitrogen). Combed DNA on coverslips was then baked at 60 °C for 2 h and denatured in 0.5 N NaOH for 20 min. Coverslips were blocked for 10 min in 5% BSA/PBS. IdU, CldU, and single-strand DNA were detected using a mouse antibody directed against BrdU (IgG1, Becton Dickinson, 347580, 1:25 dilution), a rat antibody directed against BrdU (Accurate chemical, OBT0030, 1:200 dilution) and a mouse antibody directed against single-stranded DNA (ssDNA) (IgG 2a, Millipore, MAB3034, 1:100), respectively. Incubation with primary and secondary antibodies were performed at room temperature in 1% BSA in PBS for 1 h and 45 min respectively. The secondary antibodies used were goat anti-mouse Cy3 (Abcam ab6946, 1:100 dilution), goat anti-rat Cy5 (Abcam, ab6565, 1:100 dilution) and goat anti-mouse BV480 (Jackson ImmunoResearch, 115-685-166, 1:50 dilution) for ssDNA. Slides were scanned with a FiberVision Automated Scanner (Genomic Vision). Replication signals on single DNA fibers were analyzed using FiberStudio (Genomic Vision). Only replication signals from high-quality ssDNA (not those from DNA bundles nor those located at the end of a strand) were selected for analyses. Experiments were performed at least in duplicate using independent biological isolations of DNA fibers for each experimental condition. The statistical analyses were performed using Prism 9 (GraphPad software) and the non-parametric Mann–Whitney rank sum test.

### BrdU-CsCl gradient to isolate re-replicated DNA

HCT116 cells were cultured with 50 μM BrdU for the indicated times. Genomic DNA was purified and sonicated to 500–2000 bp. Sonicated genomic DNA from cells cultured with/without BrdU for 48 h were used as BrdU positive and negative control, respectively. In total 300 µg of sonicated DNA were fractionated at 132,000 × *g* in a Ti75 rotor (Beckman) for 66 h using 6 ml CsCl (1 g/ml in TE). Fractions of 250 µl were collected and the refractory index was measured to confirm the formation of the CsCl gradient. Samples of 20 µl from each fraction were loaded to a positively charged nylon membrane using a Slot Blot Filtration Manifold (PR648, GE Healthcare Life Sciences, PR648). The presence of BrdU on the nylon membrane was detected with an anti-BrdU antibody (IgG1, Becton Dickinson, 347580, 1:100 dilution). DNA in which both strands had undergone BrdU incorporation was collected and sequenced using the Illumina genome analyzer II.

### Nascent strand DNA sequencing (NS-seq) for re-replicating cells

#### Strategy 1: NS-seq in re-replicating cells

HCT116 cells were treated with 250 nM of MLN4924 for the indicated time in order to have most or all cells in re-replicating cycle. Cells incubated without MLN4924 were used as control. Genomic DNA was purified by phenol/chloroform and ethanol precipitation and used to isolate nascent strands. To isolate nascent strands, DNA was denatured by boiling for 10 min, immediately cooled on ice, and fractionated on a neutral 5–30% sucrose gradient. Gradients were centrifuged at 50,000 × *g* for 18 h with an SW40 swing bucket rotor. Fragments, 0.5–2 kb, (containing nascent strand DNA and broken genomic DNA) were collected and treated with λ exonuclease to remove non-RNA-primed broken genomic DNA. The remaining single-stranded nascent strand DNA was converted to double-strand DNA using the BioPrime DNA Labeling System (ThermoFisher, 18094011). Double-stranded nascent DNA (1 μg) was sequenced using the Illumina genome analyzer II (Solexa). Sheared genomic DNA was also sequenced to be used for peak calling.

#### Strategy 2: isolating re-replicated DNA followed by NS-seq

HCT116 cells were treated with MLN4924 for 24 h. BrdU was added to cells 8 h after MLN4924 treatment for a total of 16 h of BrdU incorporation, which was less than one doubling time. DNA was purified from these cells and sonicated to 3–10 kb. Re-replicated DNA (in which both DNA strands had undergone BrdU incorporation) was isolated using a BrdU-CsCl gradient. Re-replicated DNA and some DNA that had not undergone re-replication (only one strand having incorporated BrdU) were collected for NS-seq as described below.

### Replication timing in normal and re-replicating cells

HCT116 were treated with MLN4924 for the indicated times and doses. Untreated G1 cells were isolated by elutriation at 750 × *g*, at 4 °C, at flow rate 15 ml/min. DNA from both G1 ( > 98% in G1 phase) and exponential growing (>50% cells in S phase) untreated cells as well as from re-replicating cells were extracted using the Qiagen DNeasy blood and tissue kit (cat# 69581). DNA samples were sequenced on HiSeq using Illumina TruSeq Nano DNA library preparation and paired-end sequencing. The mean coverage was at least 30X depth.

### ChIP-seq

HCT116 cells were treated with 250mN of MLN4924 (re-replication) or without MLN4924 (control, asynchronous cells) for 36 h. Control and re-replicating cells were crosslinked with 1% formaldehyde for 10 min at RT. After adding glycine to quench formaldehyde and PBS wash, cells were resuspended with cytoplasmic extraction with 0.25% NP40 buffer (5 times pellet size, or 500 µl whichever is higher) plus proteinase and phosphatase inhibitor (1×), and incubated on ice for 5 min to remove cytoplasmic proteins. Nuclei pellets were resuspended in 500 µl NP40 buffer, and were sonicate for 65 pulses with 40% output. The supernatants (from about 2 × 10^6 cells) precleared with protein A beads were incubated with 3 µl of CDT1 or MCM2-pS139 antibodies, 80 µl of protein A beads overnight at 4 °C. protein A beads were washed twice with low salt buffer, high salt buffer, lithium chloride buffer, and TE (each spin at 800 × *g* for 1–2 min), respectively. Samples were eluted, incubated at 65 °C for overnight for the reverse-crosslinking, then purified by Monarch PCR & DNA Cleanup Kit (NEBT1030S). In total 10 ng of ChIPed samples and input (to be used as genomic DNA control to call peaks in ChIPed samples) were used to generate the library. The kits used for the library were NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB, E7805S) and NEBNext Multiplex Oligos for Illumina (Index Primers Set 1 and Set 2)(NEB, E7335S, and E7500S). Sequencing was done by Illumina NextSeq 75 cycle High Output kit.

### Bioinformatic analyses

Raw FASTQ sequencing files were first trimmed with the Trimmomati*c* (version 0.36)^69^ and Trim Galore (version 0.4.5)^69^ programs to remove low quality reads. Trimmed FASTQ files were then checked for quality using FastQC (version 0.11.5) [https://www.bioinformatics.babraham.ac.uk/projects/fastqc/]. Trimmed reads were aligned to the hg19 genome using the BWA aligner (version 0.7.17)^70^. Peaks with high read coverages were identified by the narrow MACS2 (version 2.1.1.20160309)^71^ peak calling method using genomic DNA sequencing as controls. Peaks were filtered using the peak-score MACS2 metric in R (version 3.5.1) by accepting regions above the inflection-point threshold of peak-scores from the raw output. In order to compare samples by coverage, the BAMscale cov method was prepared with merged nascent-strand regions and alignment files for each sample. Regions were assigned normalized coverage values based on the library size normalization method of BAMscale. Peak density plots comparing sample pairs were created using R, the code is available at the BAMscale GitHub page (https://github.com/ncbi/BAMscale/wiki). For viewing in the genome browser, the BAMscale scale method was used to develop scaled bigwig coverage tracks for each alignment file in the set. Peaks were also compared to the ENCODE database (Supplementary Table 1) for analyses of histone modifications using the GIGGLE^72^ search engine. Post-calculation analyses included the development of an inclusion ratio:

$${\rm{IncRatio}}=\frac{{\rm{\#}}\;{\rm{Overlaps}}\;{\rm{Between}}\;{\rm{Sample}}\;{\rm{and}}\;{\rm{ENCODE}}\;{\rm{File}}}{({\rm{Size}}\;{\rm{of}}\;{\rm{ENCODE}}\;{\rm{File}}+{\rm{Size}}\;{\rm{of}}\;{\rm{Sample}}\;{\rm{File}})}$$

Subsequent visualizations were prepared using R-scripts, Excel, as well as the Deeptools computeMatrix and plotHeatmap tools^73^.

For BrdU-CsCl assay to detect the distribution of re-replicated DNA, samples were analyzed using the bigwig segmentation R-script available on the BAMscale GitHub page. Coverage files were separated into quartiles based on the abundance of re-replicating DNA and visualized using IGV (Fig. 4c). The chromatin features of these re-replication peaks and their surrounding genomic regions up to 35 kb were analyzed. H3K27Ac, H3K9Ac, H3K36Me3, and H3K9Me3 are from the Encode database (see Supplementary Table 1 for track URLs). Hi-C contact matrix for HCT-116 cell line was obtained from GEO (GSM2795535)^43^ in.hic format. Topologically associated domains (TADs) and Eigen score of hetero- and euchromatin were calculated using Juicer^74^ using the obtained Hi-C matrix.

Replication timing data was processed by the sequencing facility using the *DRAGEN* analysis pipeline (01.003.044.02.05.01.40152). Data received from the facility was then transformed into log_2_ ratio coverage tracks using the BAMscale scale method and associated operation log_2_ flag. Separation of replication timing regions from very early to very late was completed using the log_2_ ratio of re-replication versus G1 (percentile of total ratio-range: 0–10% for Very Early; 10–30% for Early; 30–50% for Mid-Early; 50–70% for mid-Late; 70–90% for late and 90–100% for Very Late, Fig. 6d). R-scripts which were utilized for this task are available in the BAMscale GitHub page.

R ggplot geomboxplot (3.3.3) function was used to create violin plot for the sequencing data. The box range is between the lower quartile (25^th^ percentile, denoted as Q_1_) to upper quartile (75^th^ percentile, denoted as Q_3_). The whisker length is defined as 1.5 * IQR (Interquartile range), where IQR is the distance between Q_3_ and Q_1_.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

All the sequencing data were deposited in GEO (GSE172417). Source data are provided with this paper: Histone modification ChIP-seq data from ENCODE database and Hi-C data from GEO (GSM2795535). The source data underlying Figs. 1g, h; 2e; 4c and 5c and Supplementary Figs. 3e, f; 4a; 5a, c; 9c and 10c, d, as well as uncropped blots are provided as Source Data files. All data within the manuscript are available from the authors upon request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Dynamics of replication origin over-activation
**Source:** Nat Commun. 2021 Jun 8;12:3448. doi: 10.1038/s41467-021-23835-0
**Supplement:** Supplementary file 1 — Supplementary Information

# **Supplementary Information**

## **DYNAMICS OF REPLICATION ORIGIN OVER-ACTIVATION**

Fu et al.

**Supplementary figures**

**Supplementary tables**

**Supplementary methods**

# Supplementary Figure

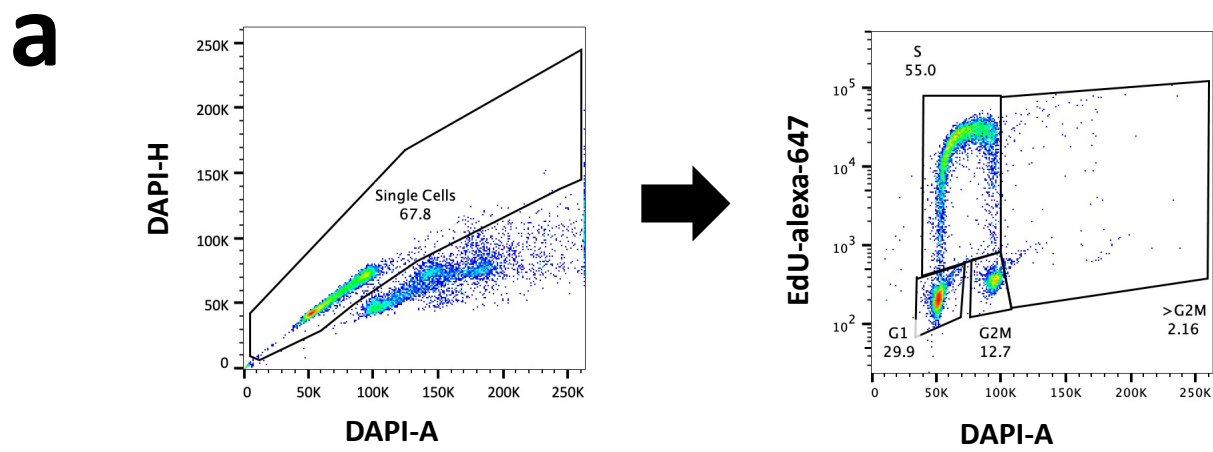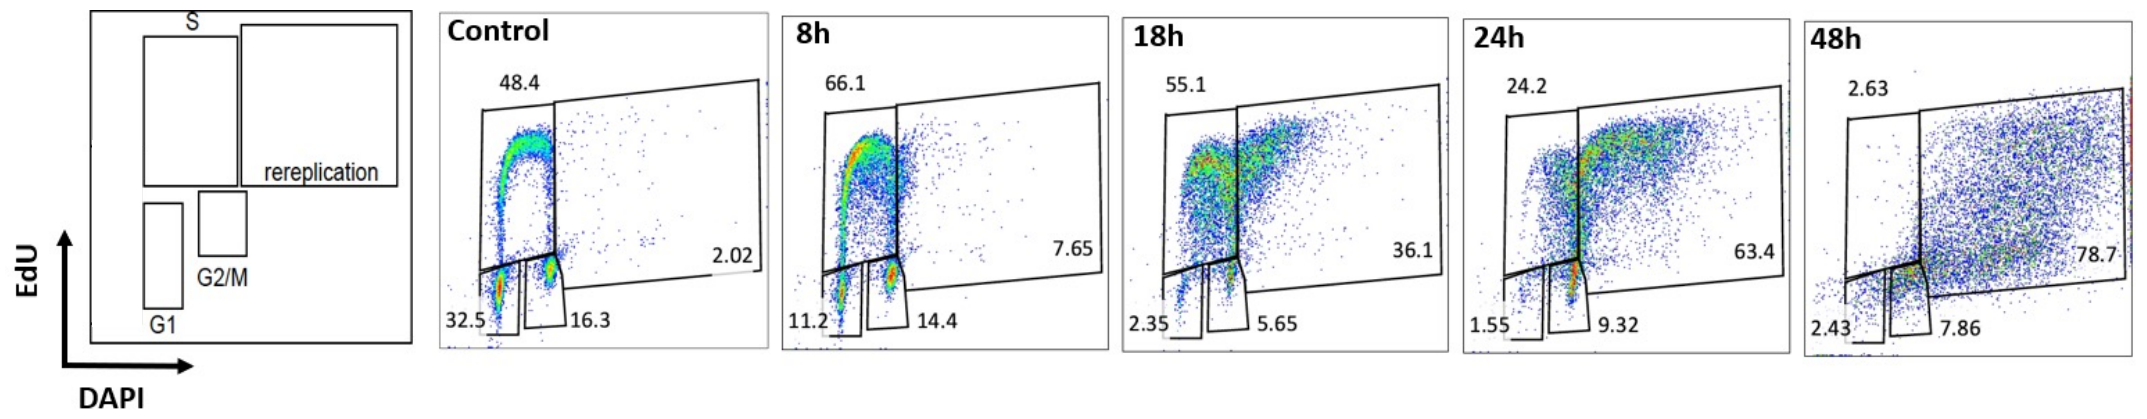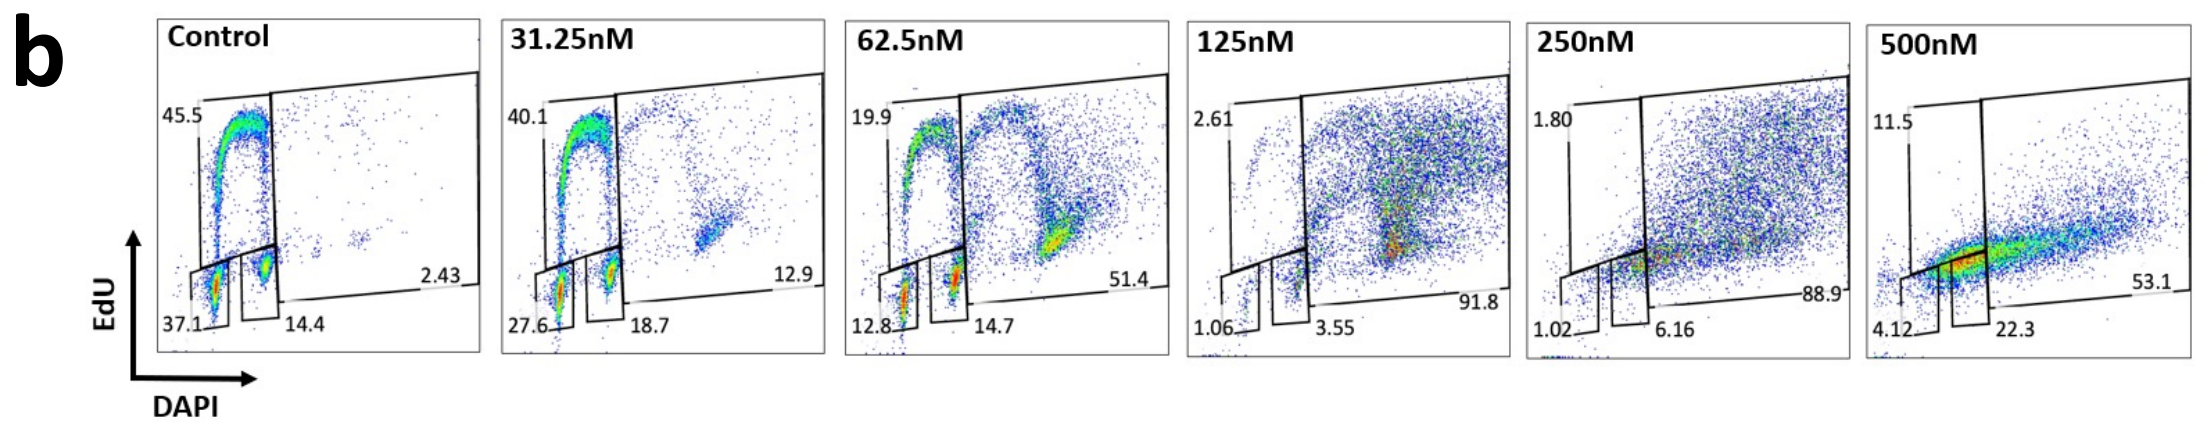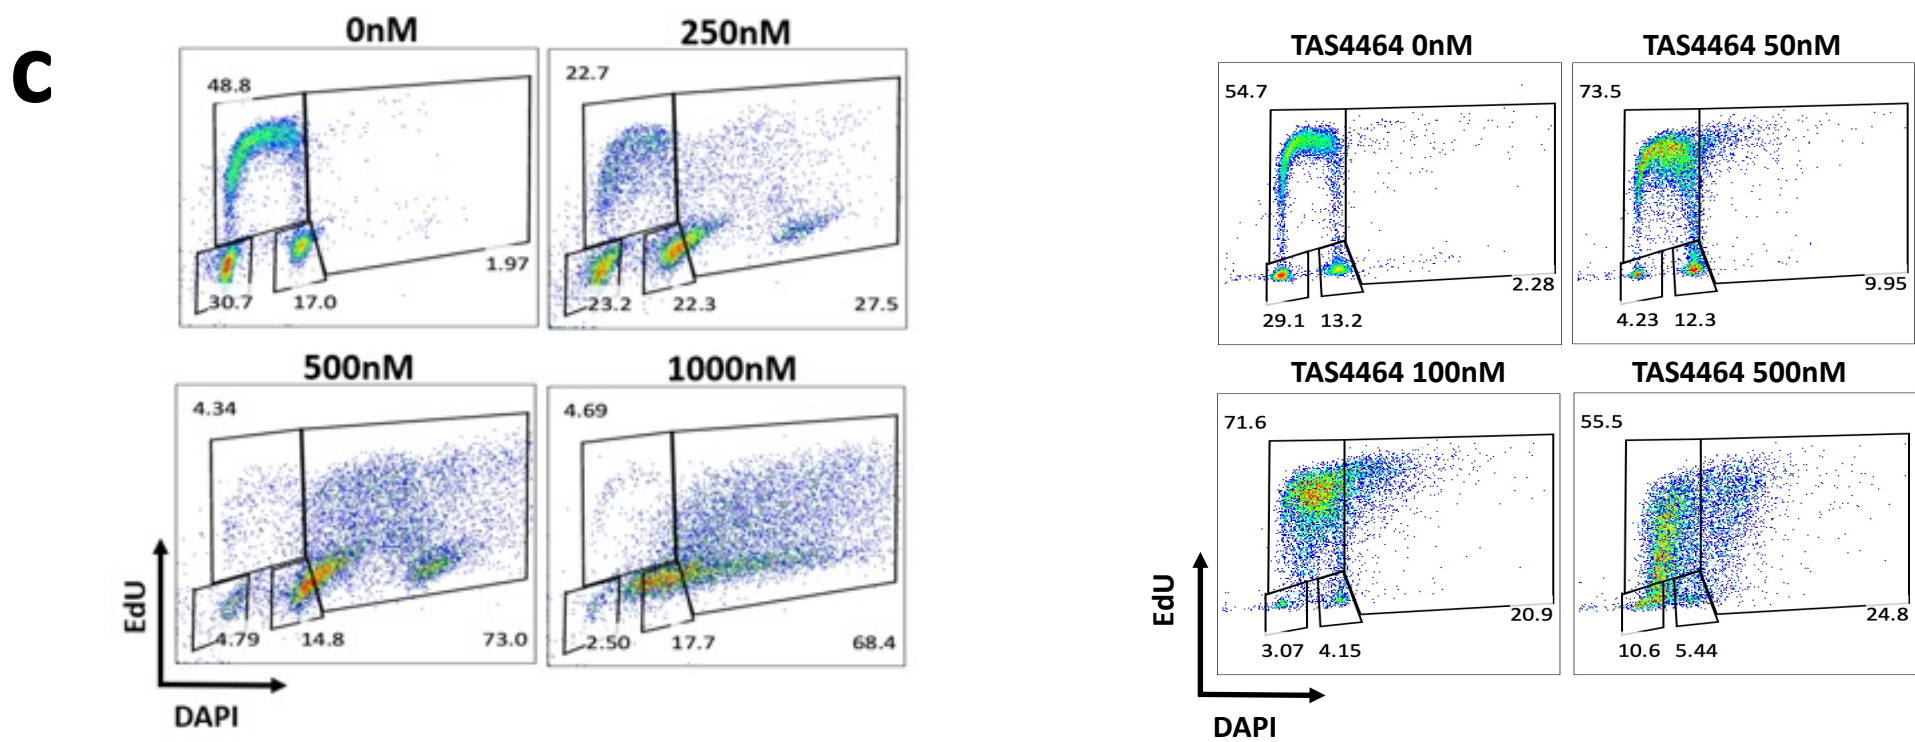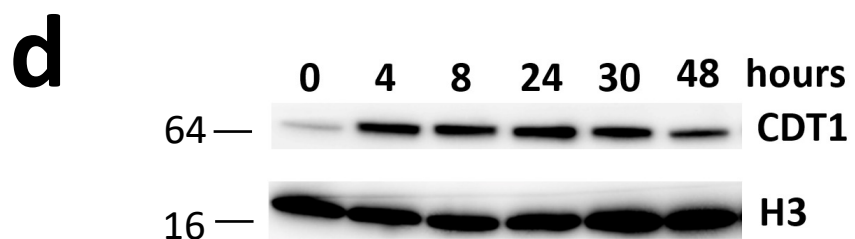

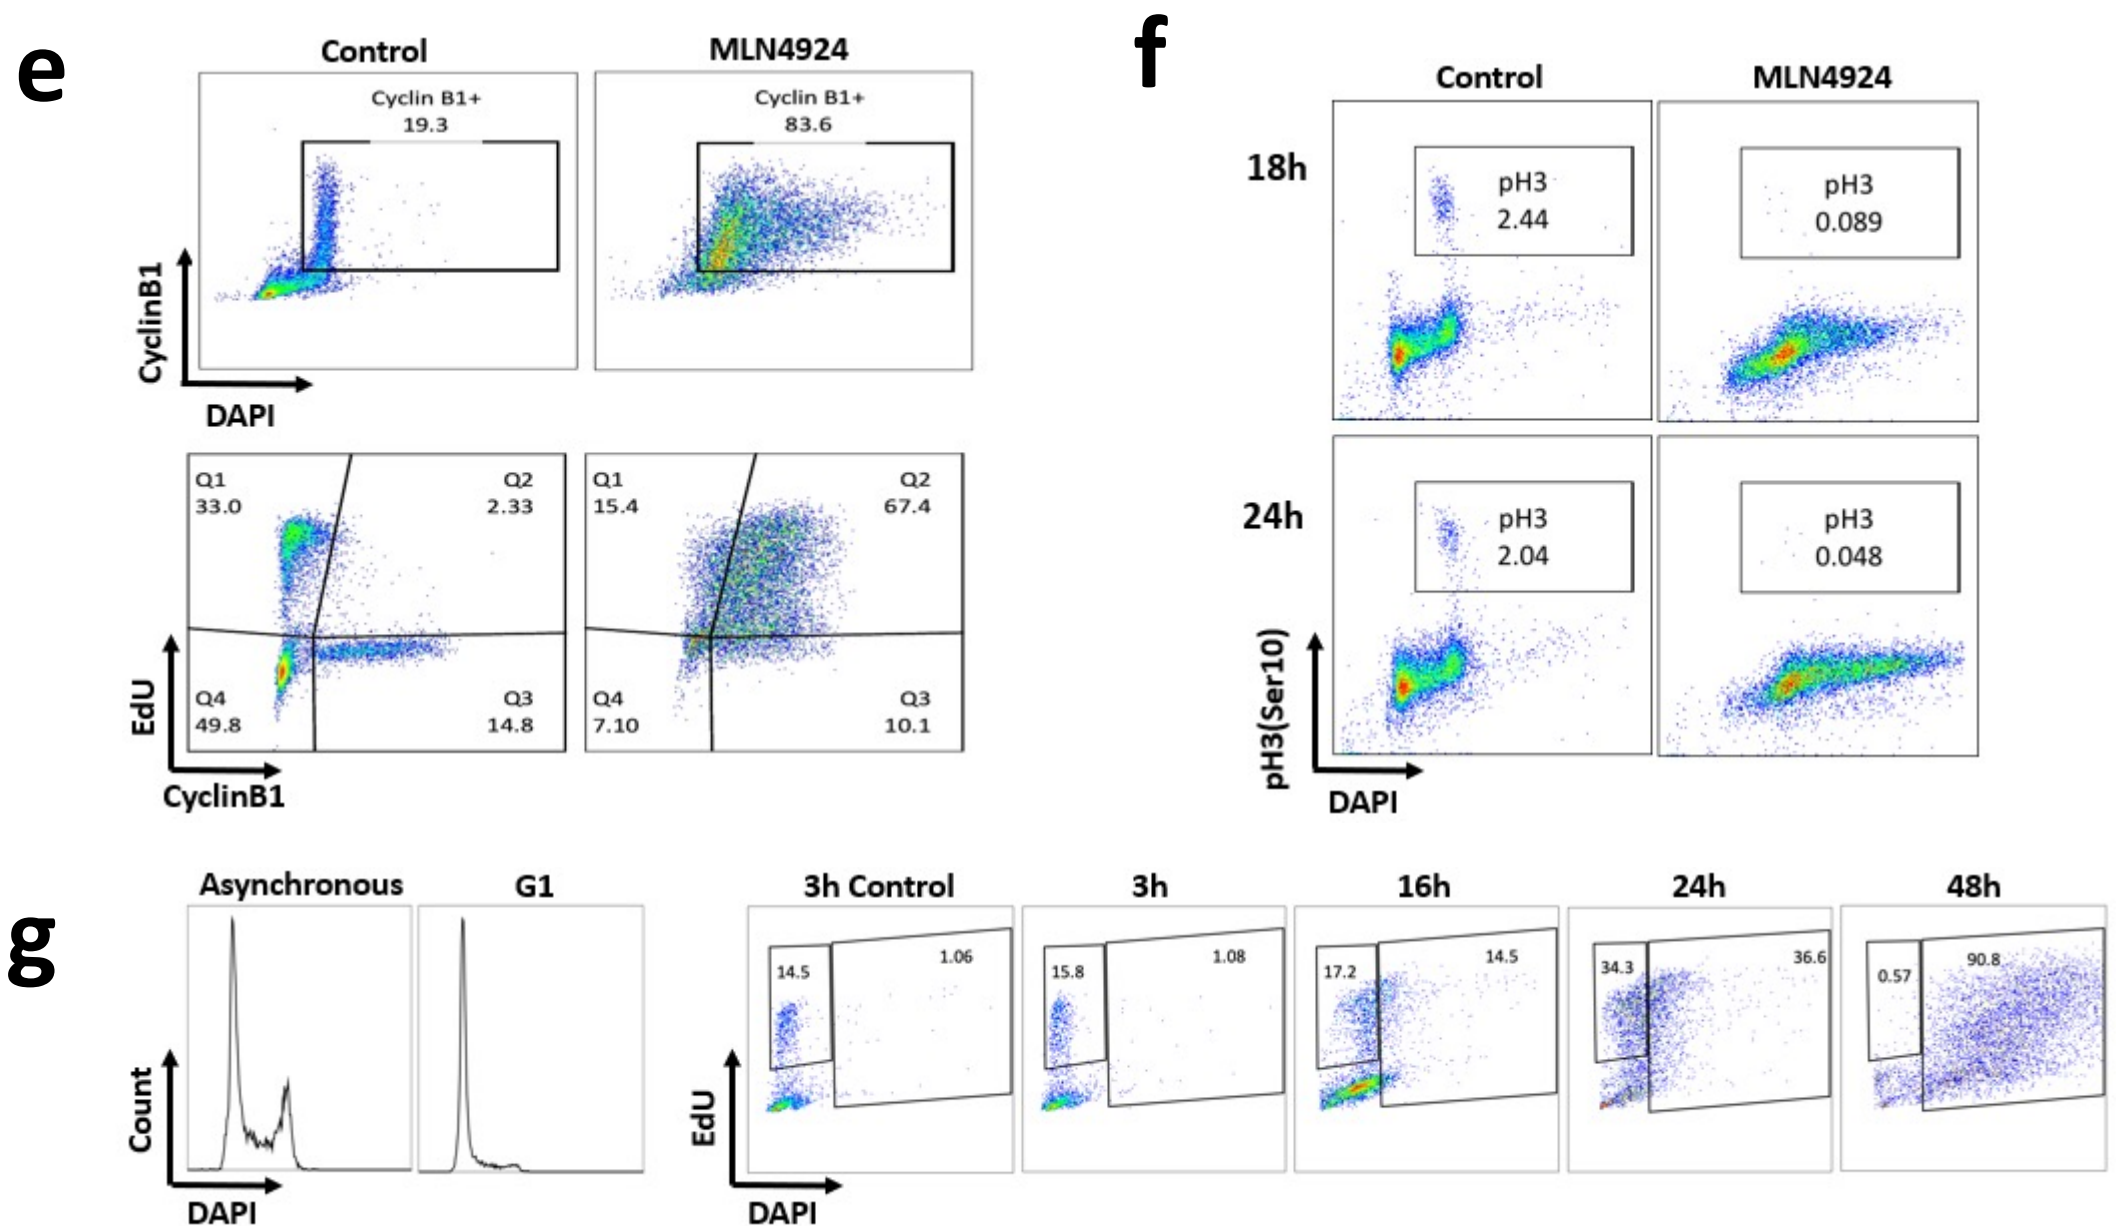

**Supplementary Fig. 1 MLN4924 induces massive re-replication accompanied with increased CDT1.** **a** Top, single cells gated by DAPI-A and DAPI-H as shown were used for all the flow cytometry analysis (an example of 2 dimensional cell cycle graph shown on the right) shown in this study. Bottom left, schematic representation of cell distribution at the different cell cycle stages (EdU indicating DNA synthesis, DAPI indicating DNA content). Re-replicating cells are cells with DNA content higher than G2/M cells that exhibit EdU incorporation. Bottom right, cell cycle profiles of HCT116 cells treated with 250nM MLN4924 for different time periods. **b** Cell cycle profiles of HCT116 cells treated with the indicated doses of MLN4924 for 48h. **c** Cell cycle profiles of U2OS cells treated with the indicated concentration of MLN4924 for 48h (left) or TAS4464 for 24h (right). **d** HCT116 cells were treated with 250nM of MLN4924 for the indicated times and CDT1 levels were detected by immunoblotting. 2 biological repeats show similar results. **e** Flow cytometry to monitor cell cycle progression and cyclinB1 levels. CyclinB1 positive cells were significantly increased and kept replicating (EdU positive) in re-replicating cells treated with 250nM of MLN4924 for 24h. **f** Flow cytometry detected pH3(Ser10) positive (mitotic) cells. Almost no pH3(Ser10) positive cells detected in MLN4924 treated HCT116 cells for 18h and 24h. **g.** HCT116 cells were elutriated by a centrifugal elutriator to isolate G1 cells, then G1 cells were treated with 250nM of MLN4924 for the indicated time. Cell cycle were monitored by flow cytometry. Asynchronous, G1, and 3 hour control (3h C) cells are used as controls.

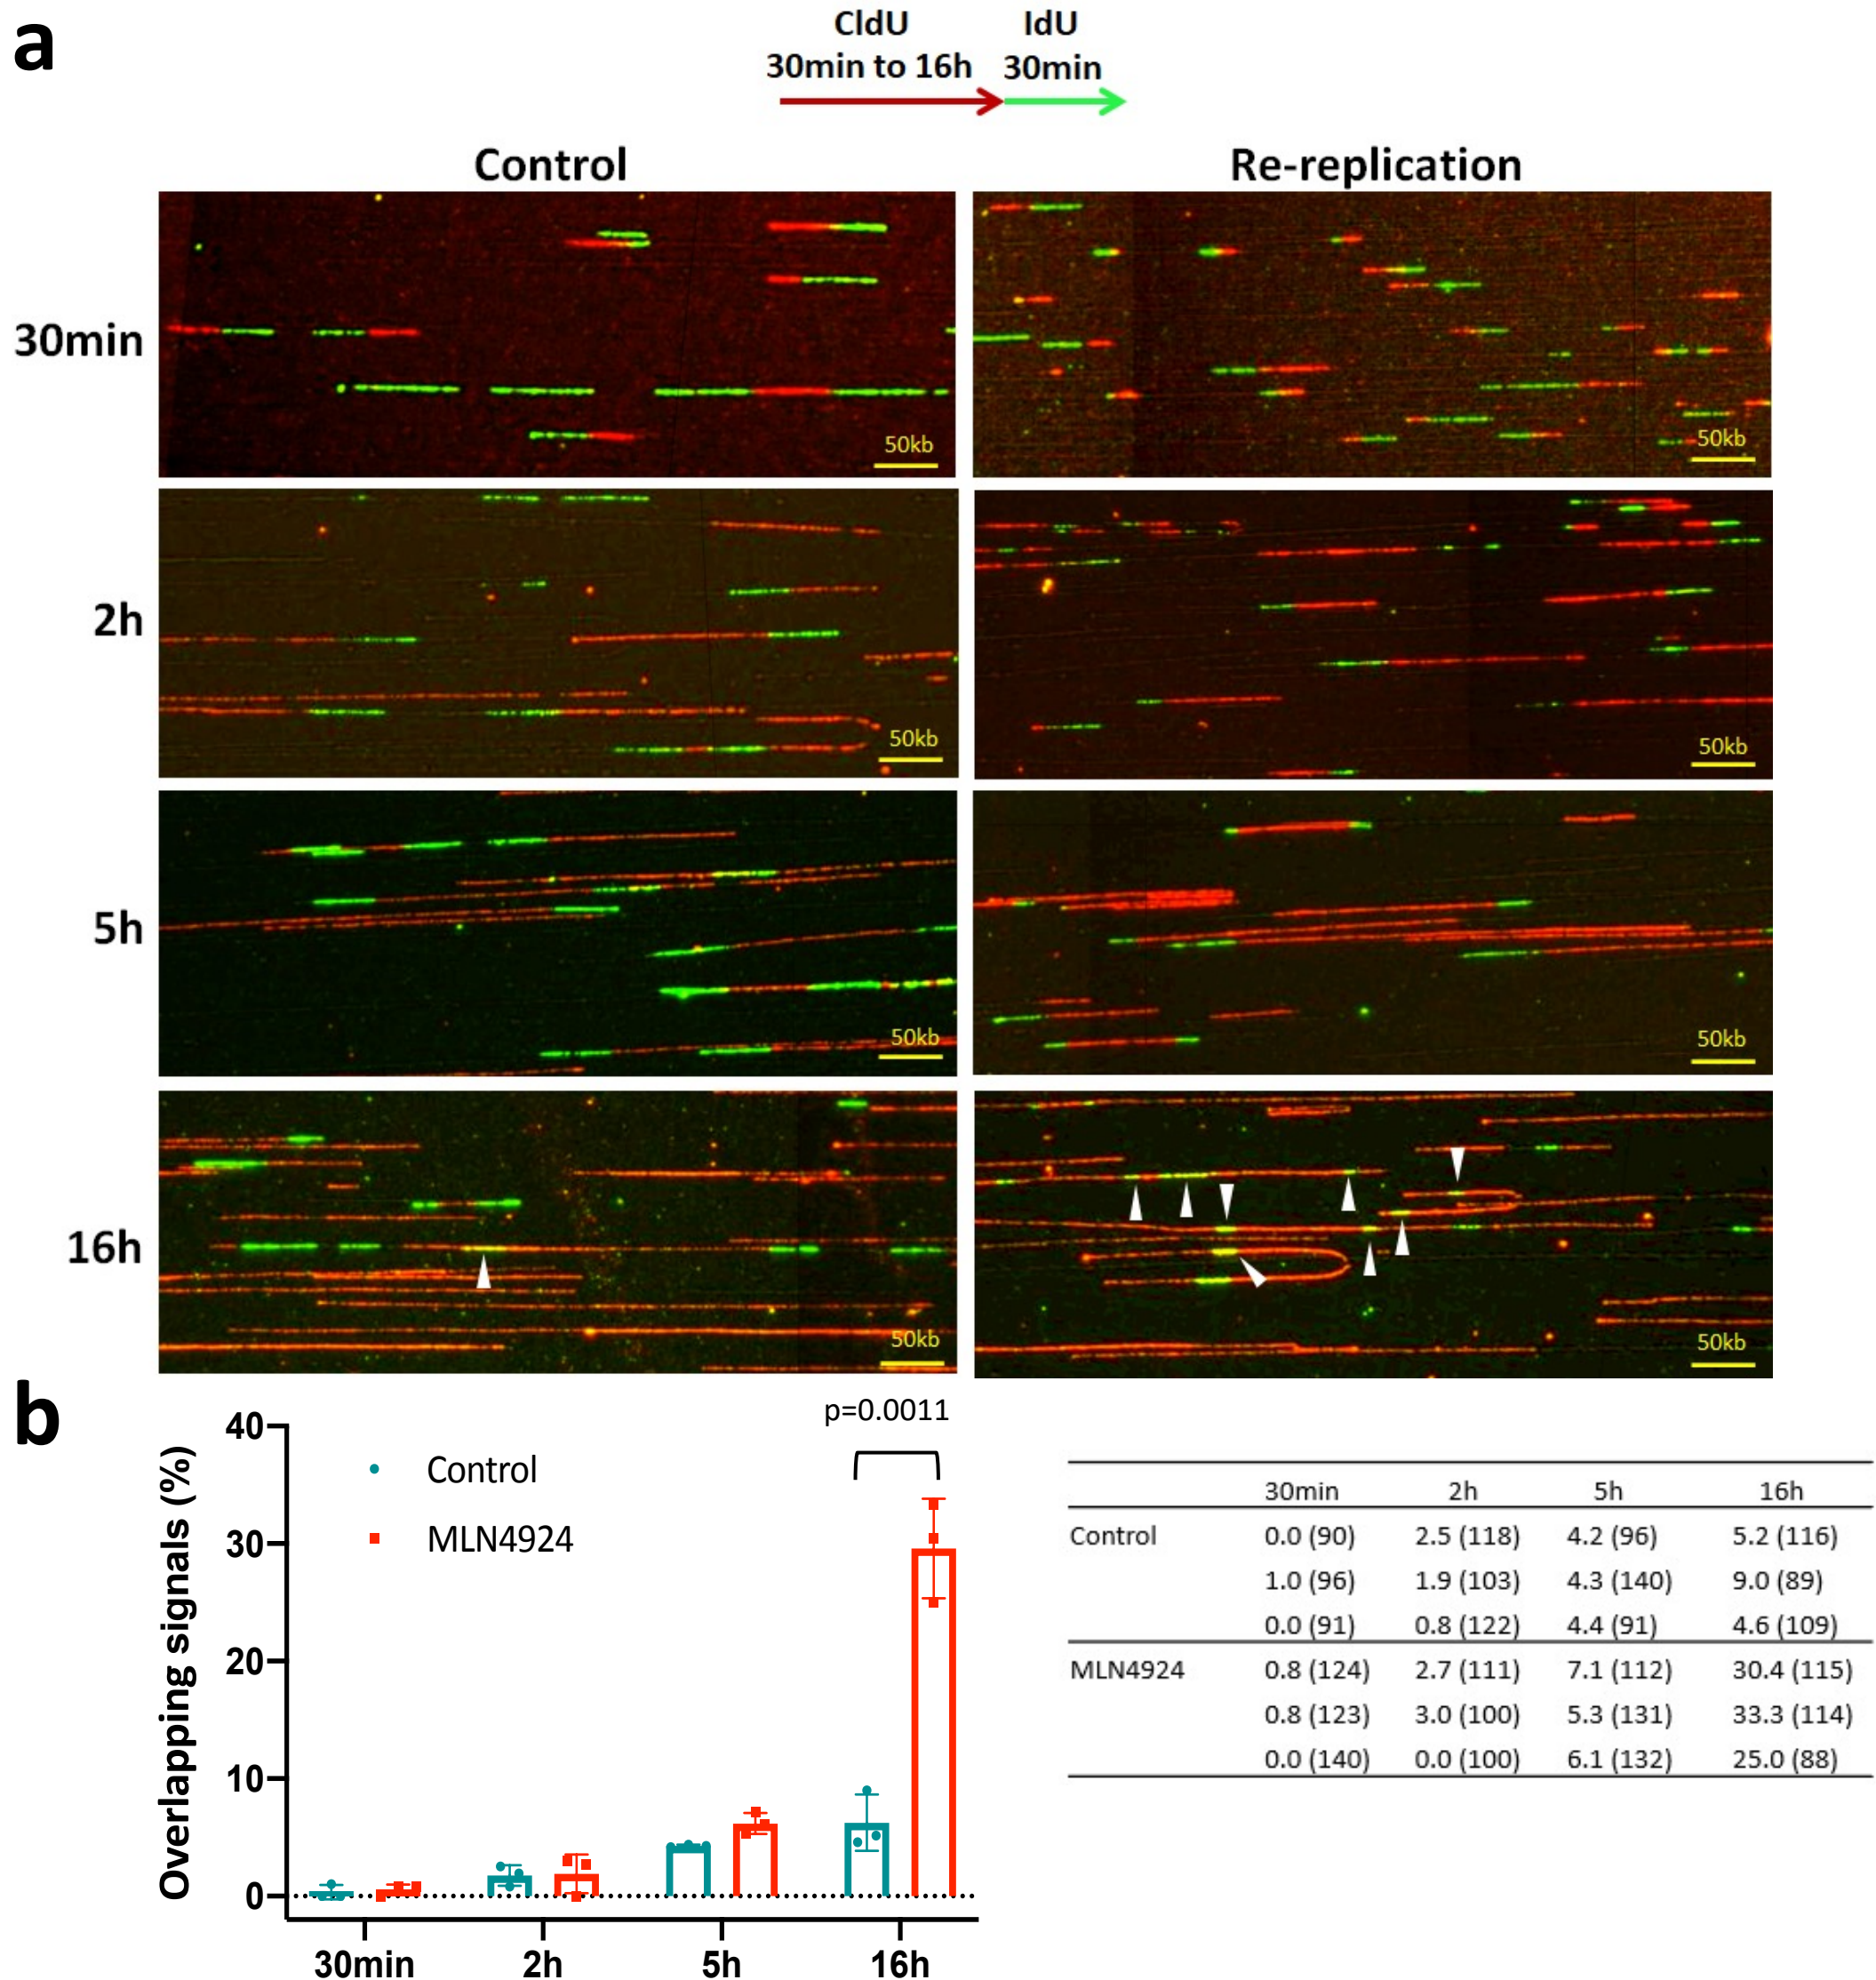

**Supplementary Fig. 2, Colocalization of re-replication signals after prolonged labeling.** HCT116 cells were treated with 250nM of MLN4924 for 24h. To test when re-replication signals coincide with replication signals obtained during the first round of replication, CldU was added to cells for the indicated times, then IdU for 30min before fibers were collected and processed by DNA combing. **a** Representative images are shown, white triangles indicate yellow tracks, indicating the colocalization of signals obtained during the first round of replication and re-replication. **b** Frequency of CldU and IdU overlapping (yellow) tracks. The number of overlapping tracks were counted in images from 3 randomly selected. Percentages of yellow signals (mean with SD) from each sample are shown.  $p=0.0011$  by an unpaired two-sided t test. Original numbers used to generate the histogram and number of counted IdU signals (in parentheses) are shown in the right.

**a**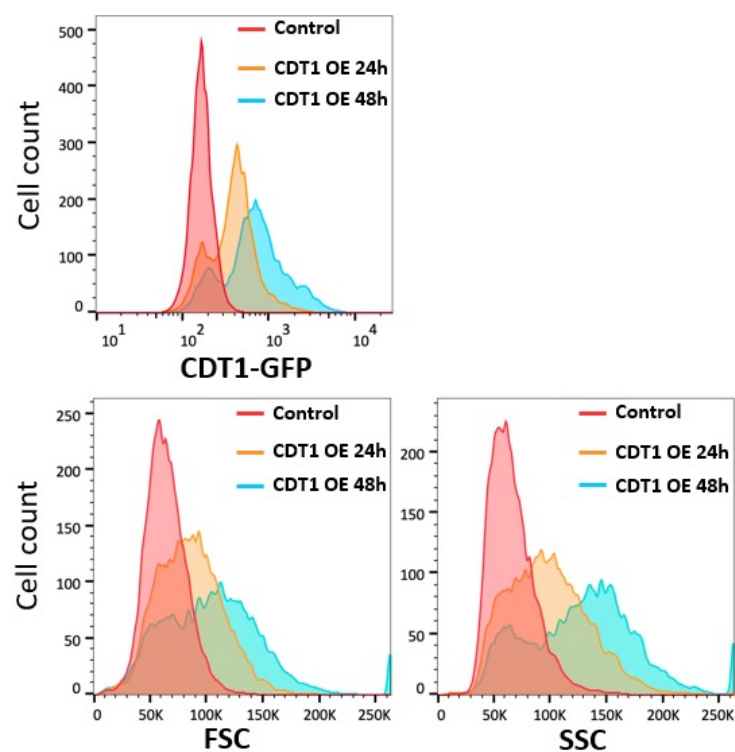**b**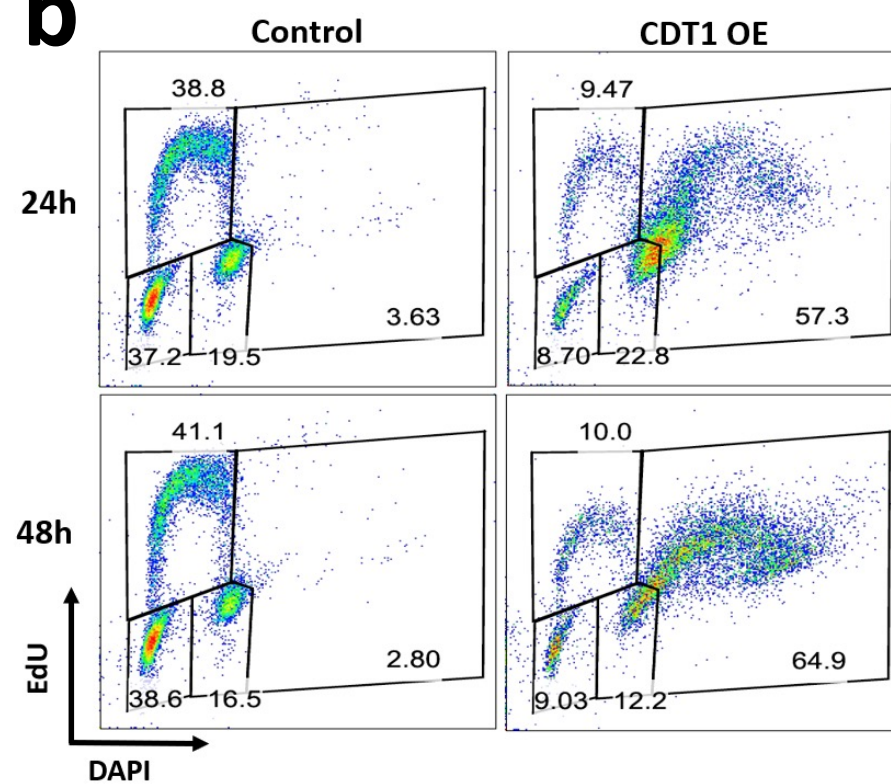**c**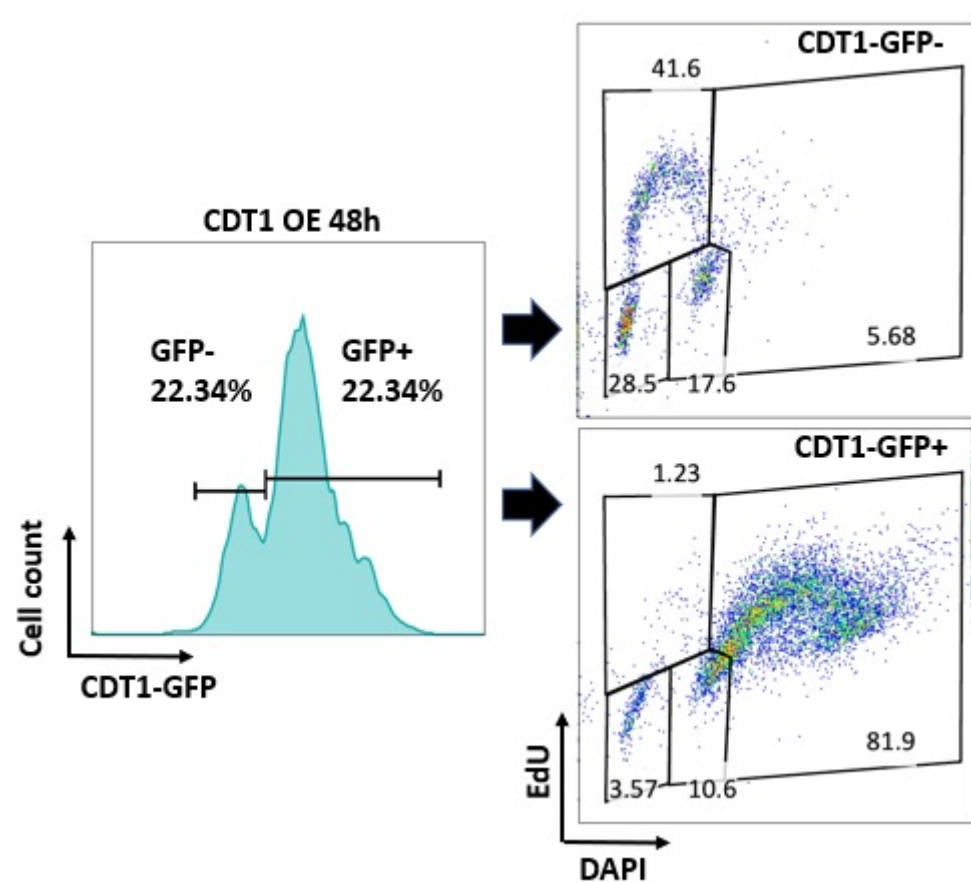**d**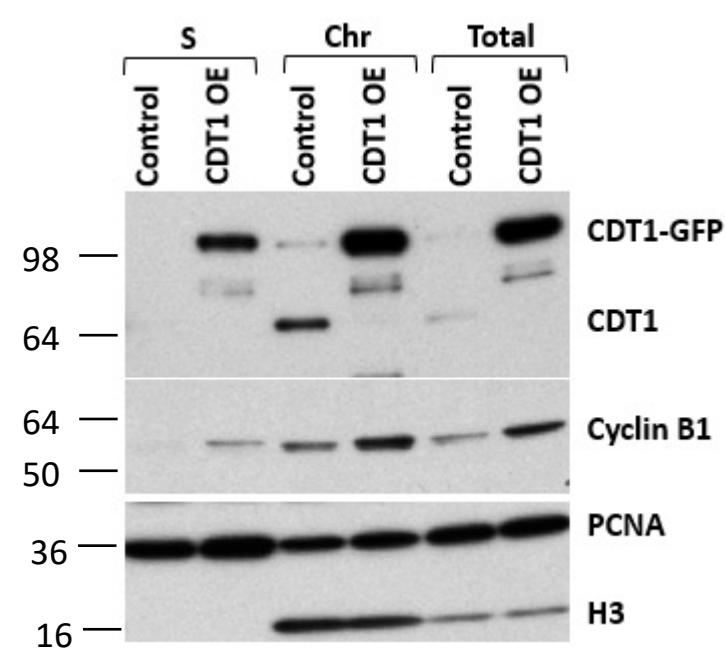**e**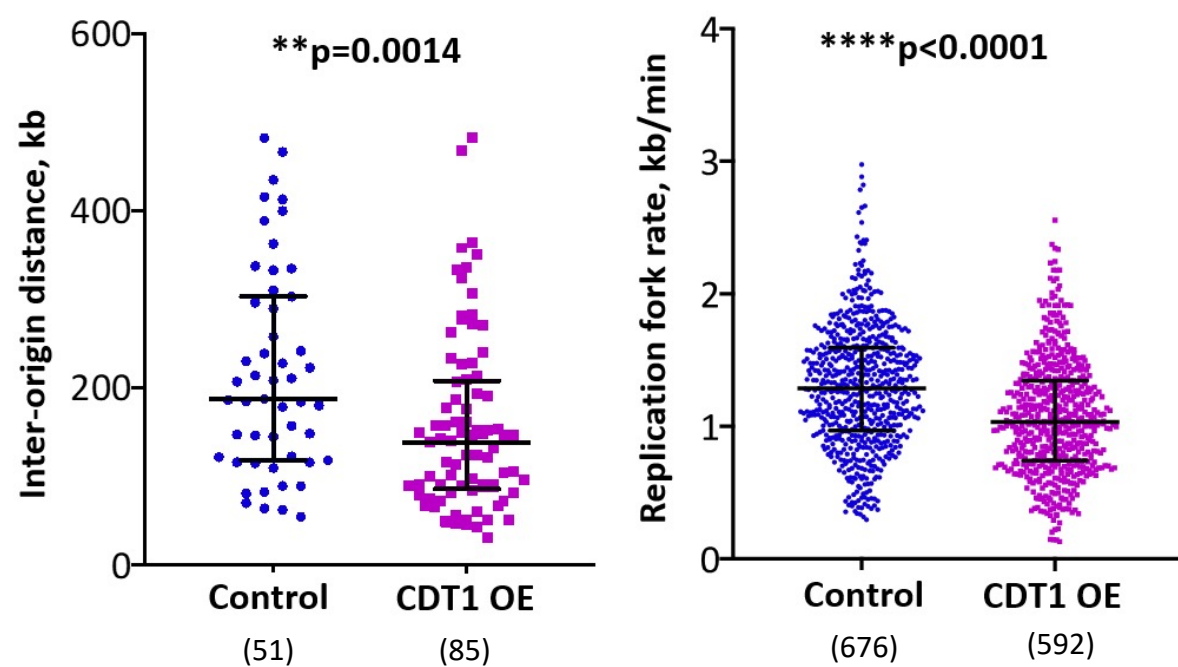**f**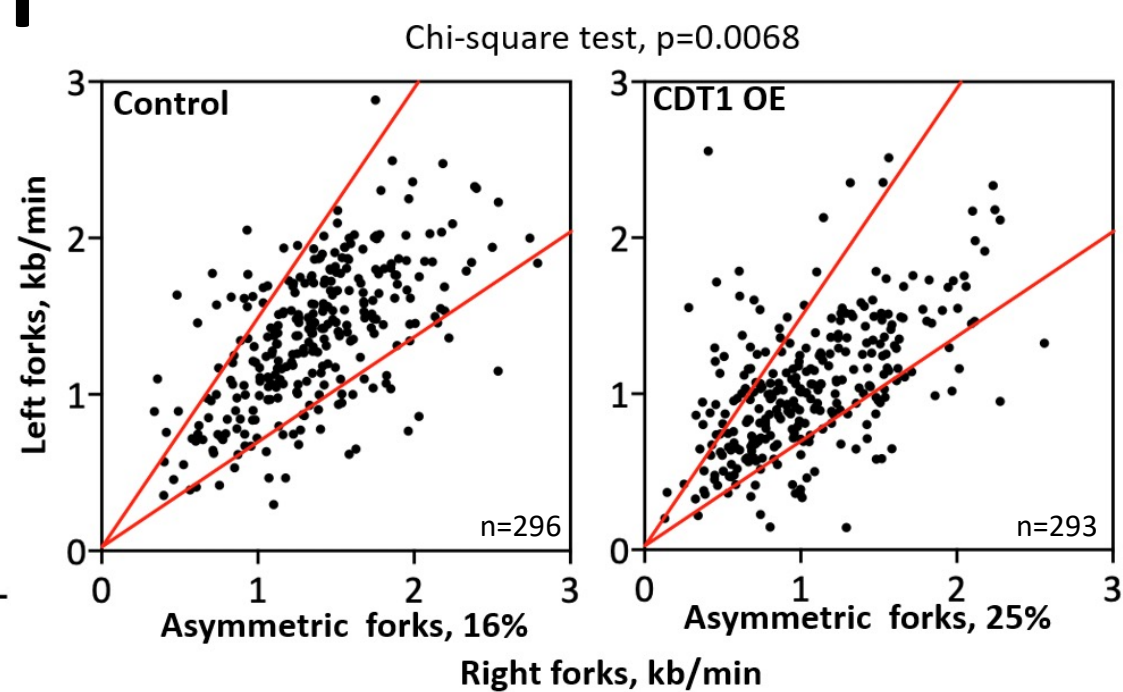

**Supplementary Fig. 3. CDT1 overexpression induces re-replication accompanied by altered replication fork dynamics.** A doxycycline inducible CDT1-GFP plasmid was stably transfected into U2OS cells (inducible CDT1-U2OS cells). **a** Inducible CDT1-U2OS cells were cultured without (control) or with (CDT1 OE) doxycycline (1ug/ml ) for 24h and 48h. CDT1-GFP expression levels (top), cell size (forward scatter: FSC, bottom left panel) and cell granularity (side scatter: SSC, bottom right panel) were measured by flow cytometry. **b** Cell cycle progression of inducible CDT1-U2OS cells treated with doxycycline for 24h (top) and 48h (bottom). **c** Inducible CDT1-U2OS cells treated with doxycycline for 48h (**b** bottom) were gated based on CDT1-GFP levels (left). Cell cycle analyses of CDT1-GFP negative and positive cells (right) confirmed that cells that lost CDT1-GFP expression did not undergo re-replication. **d** CyclinB1 levels in CDT1 OE cells treated with doxycycline for 48h. Western blot to detect changes of CyclinB1 levels in inducible CDT1-U2OS cell treated with doxycycline for 48 hours. Chr: chromatin enrichment fraction after pre-extraction with 0.25% NP40 of low salt solution; Total: whole cells lysate. **e, f** DNA replication profiles of inducible CDT1-U2OS cells with and without doxycycline for 48h were determined using DNA combing. **e** DNA replication fork progression rates (left), inter-replication origin distances (right) are shown with median and interquartile range indicated (total number of fibers counted are shown under the sample name). Mann-Whitney test was used for the statistical significance.  $p < 0.0001$  for replication fork rate and  $p = 0.0014$  for origin distance by using a two-sided test, respectively. Similar results were obtained from 2 independent experiments. **f** Asymmetric replication forks in inducible CDT1-U2OS cells treated with doxycycline for 48h . The total number of forks analyzed are shown at the bottom right corner. Percentage of asymmetric forks from each group are shown at the bottom. Chi-square test was used for the statistical significance of the percentage difference of asymmetric fork between control and MLN4924 treated samples.

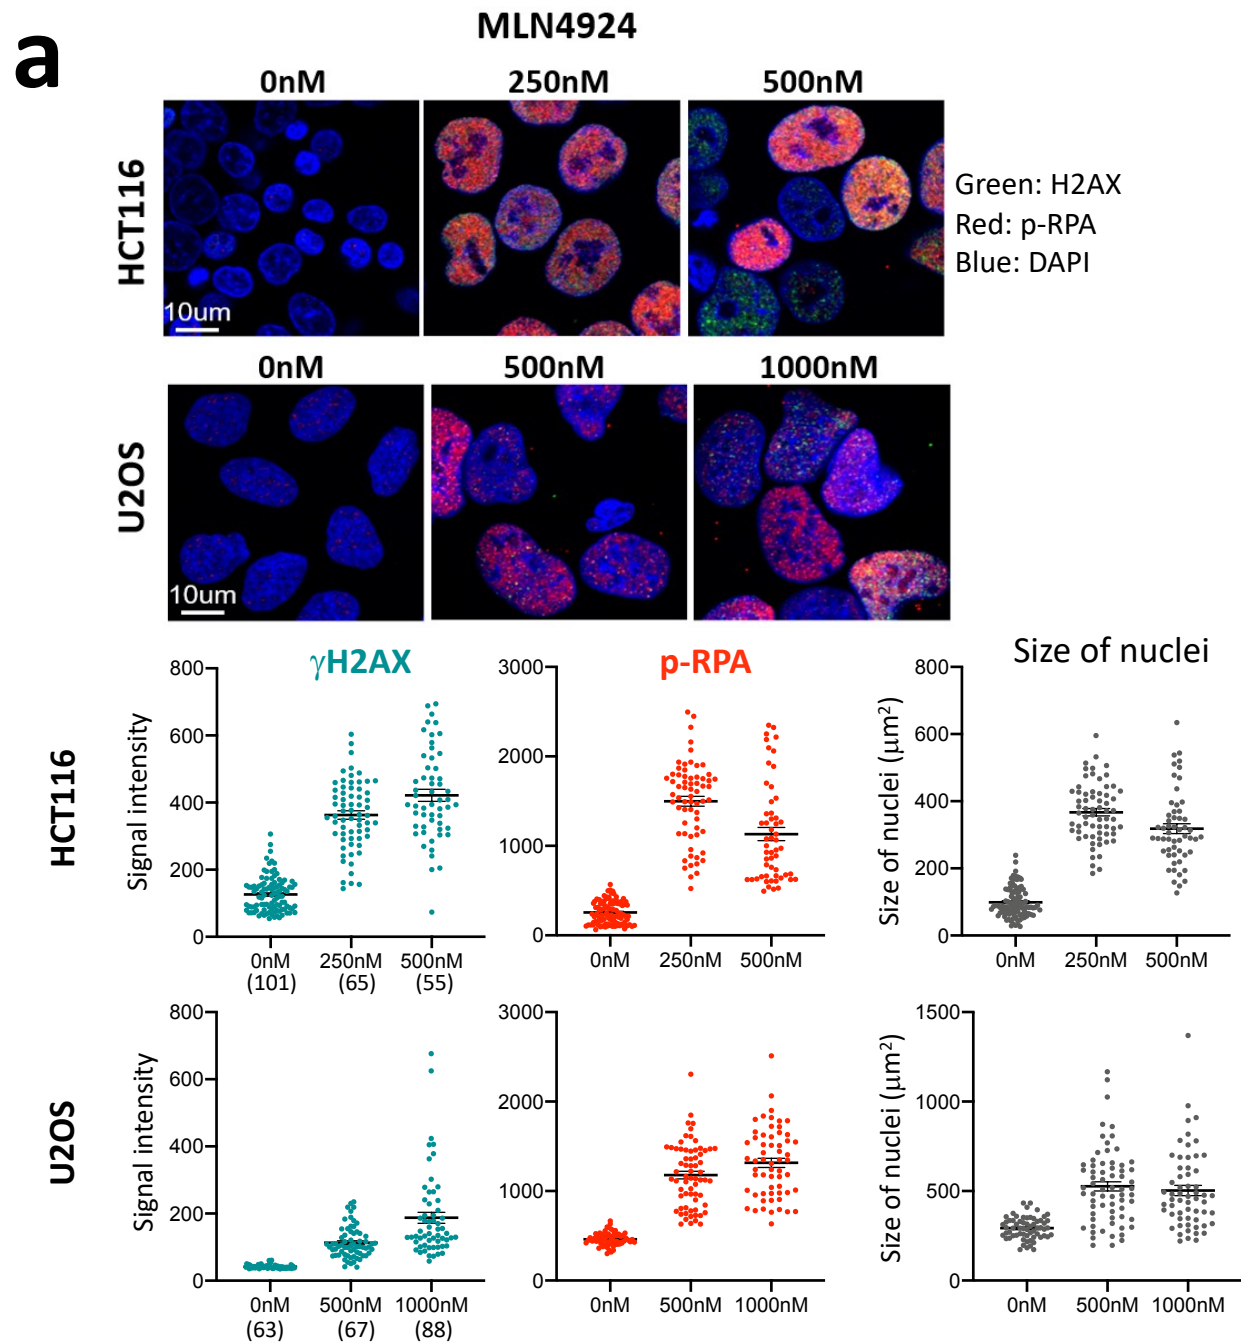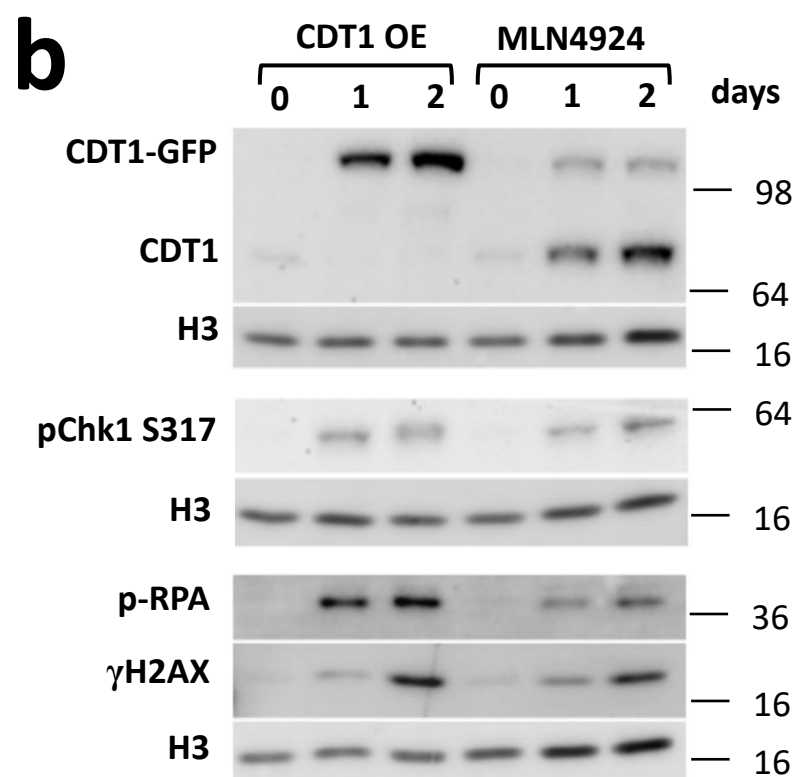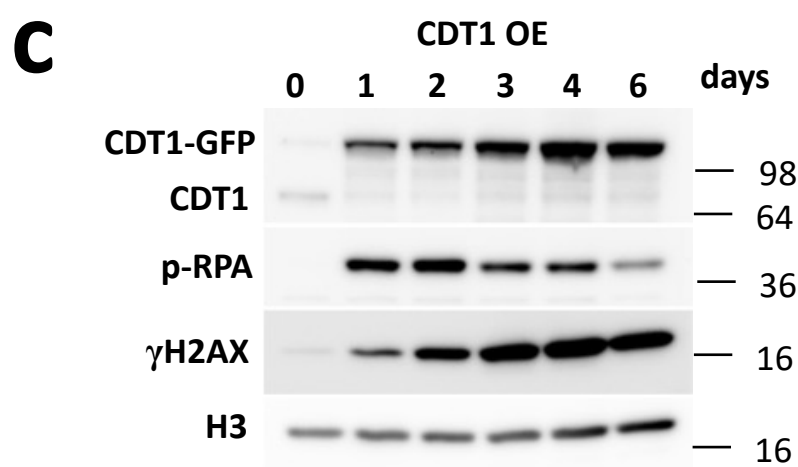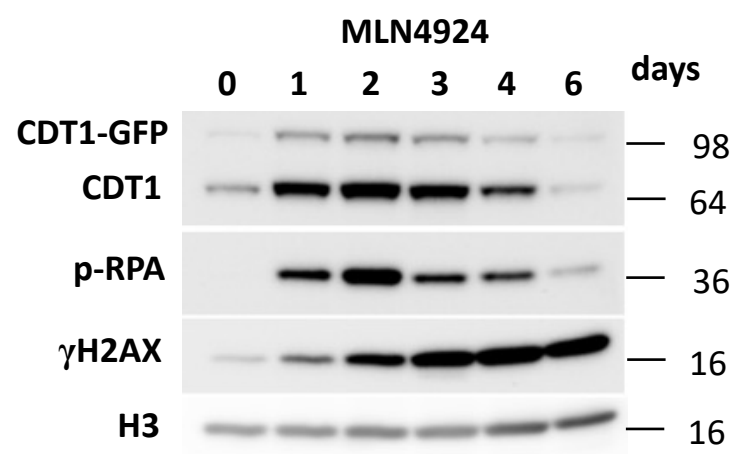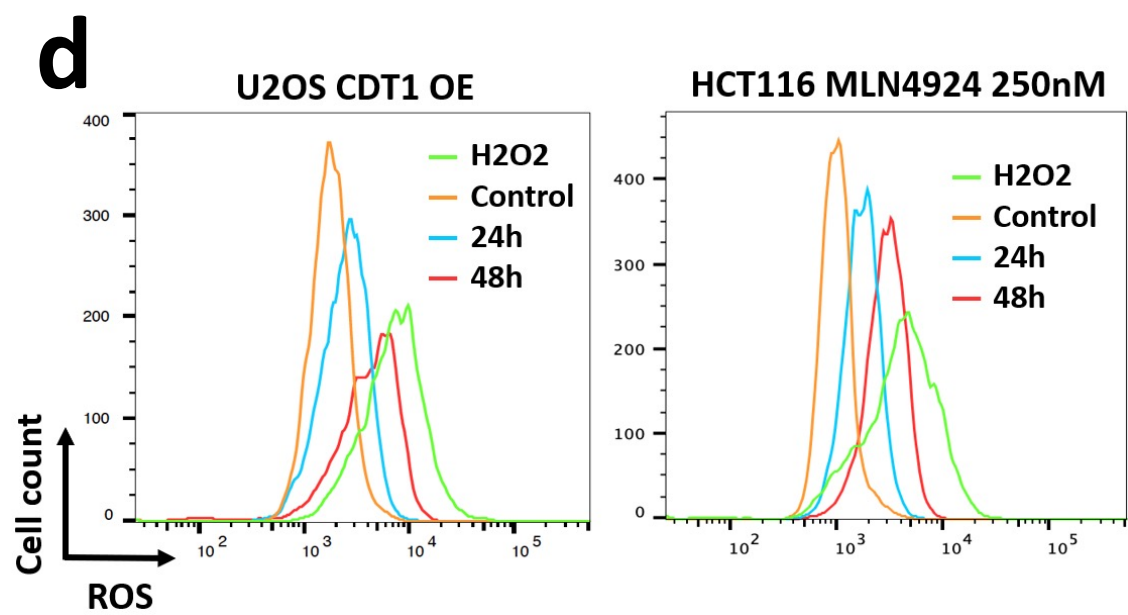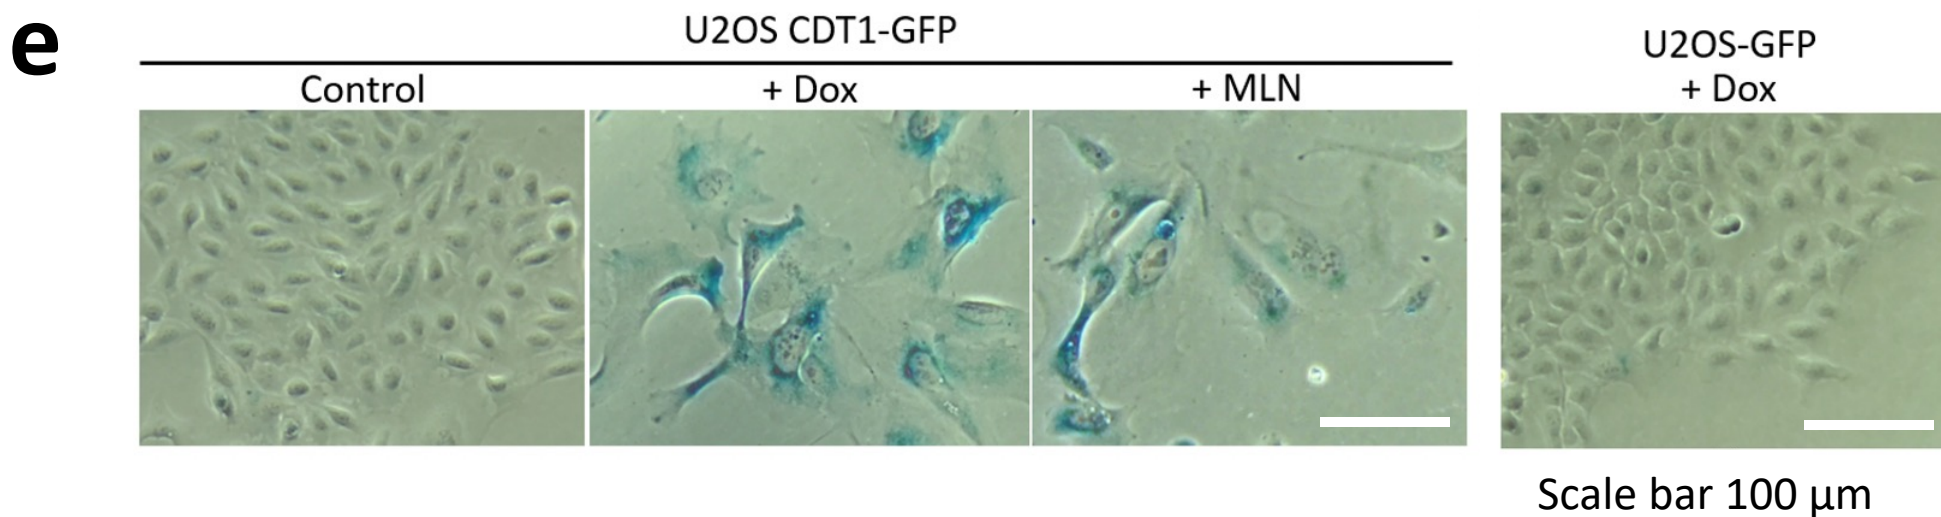

**Supplementary Fig. 4. DNA re-replication leads to replication stress, activated checkpoint and senescence.** **a** *Top panel*, representative images of HCT116 and U2OS cells treated with the indicated doses of MLN4924 for 48h. Cells were stained with p-RPA (red) or  $\gamma$ H2AX (green). DNA was counterstained with DAPI. *Bottom panel*, Fluorescence intensities (arbitrary units) for p-RPA or  $\gamma$ H2AX and nuclei size ( $\mu\text{m}^2$ ) are shown as dot plot with mean  $\pm$  SEM indicated. 2 biological repeats got similar results. The total number of cells analyzed (same for  $\gamma$ H2AX, p-RPA and size of nuclei) are shown under the  $\gamma$ H2AX panels for both HCT116 and U2OS cells. **b** Inducible CDT1-U2OS cells were treated with doxycycline or 500nM of MLN4924 for 1 day and 2 days and changes in p-RPA,  $\gamma$ H2AX and pChk1 S317 levels were monitored by immunoblotting. Histone H3 was used as loading control. 2 biological repeats got similar results. **c** Inducible CDT1-U2OS cells were treated with doxycycline for the indicated times and changes in levels of p-RPA,  $\gamma$ H2AX and CDT1 were monitored by immunoblotting. Histone H3 was used as loading control. 2 biological repeats got similar results. **d** Inducible CDT1-U2OS cells were treated with 1 $\mu\text{g}/\text{ml}$  doxycycline (U2OS CDT1 OE, left) and HCT116 cells were treated with 250nM MLN4924 (HCT116, right) for the indicated times and then incubated with the ROS Deep Red Dye probe for 1 h prior flow analysis. Flow cytometry was performed immediately after harvesting cells to measure ROS levels. As a positive control, cells were treated with 1mM H<sub>2</sub>O<sub>2</sub> together with the ROS Deep Red Dye probe. **e** Inducible CDT1-GFP U2OS cells were treated with 1 $\mu\text{g}/\text{ml}$  doxycycline or 500nM of MLN4924 for 6 days, then stained with  $\beta$ -galactosidase to detect senescence. Inducible GFP U2OS cells were treated with 1 $\mu\text{g}/\text{ml}$  doxycycline for 6 days as control. 2 biological repeats got similar results.

**a**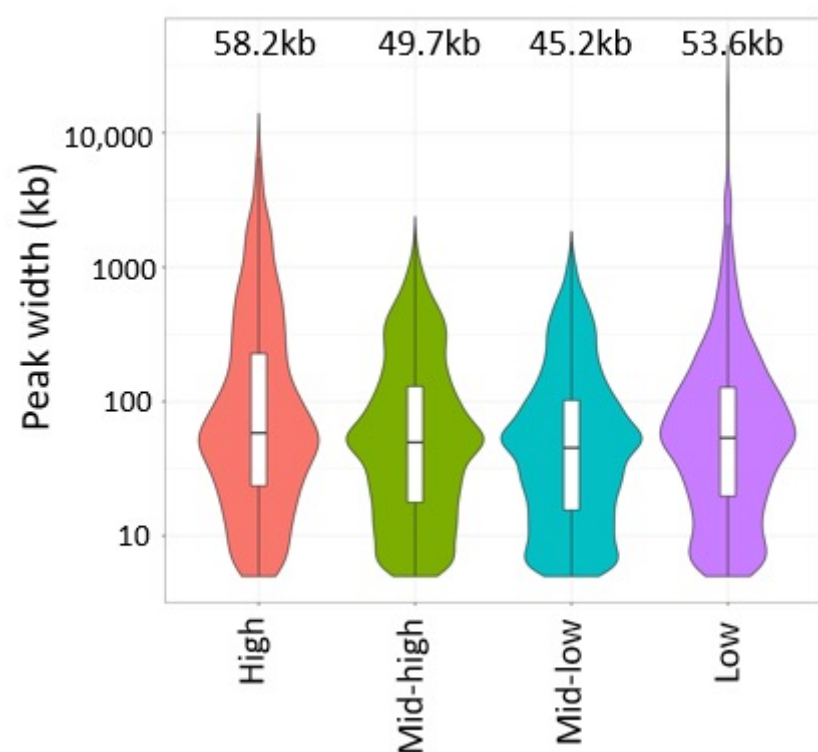**b**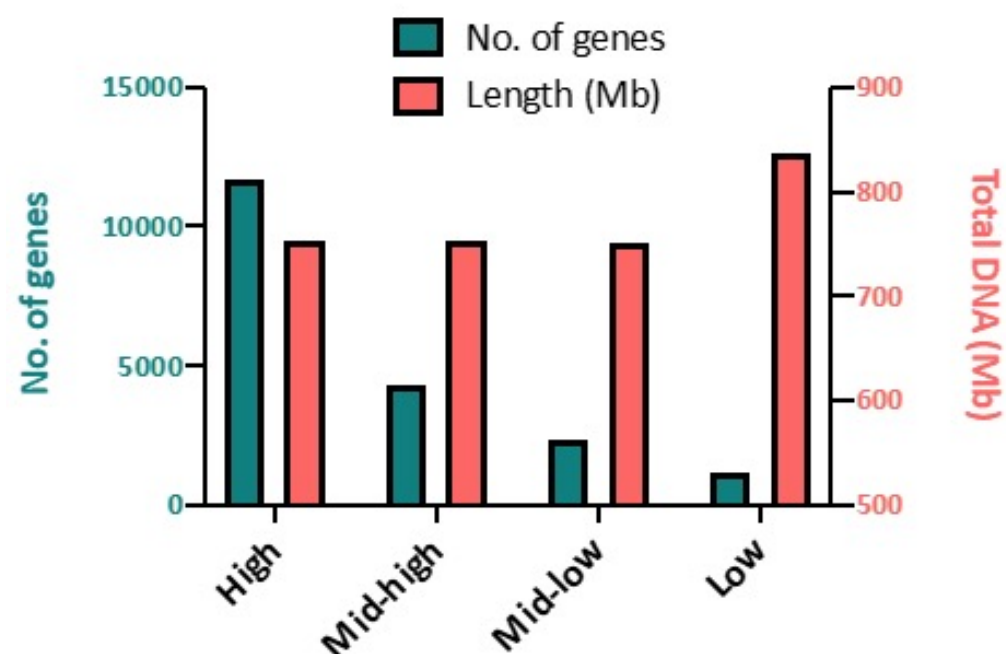**c**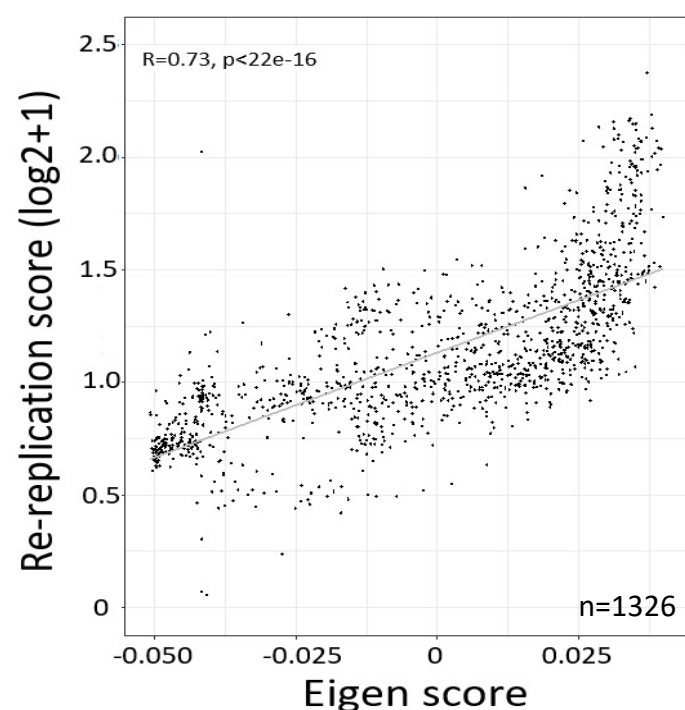

**Supplementary Fig. 5. Fragment size, gene density and chromatin condensation of re-replicated DNA.**

**a** Size distribution of peak width of the four groups stratified by peak height shown in figure 2. The box range is between 25<sup>th</sup> percentile and 75<sup>th</sup> percentile. The whisker length is defined as 1.5 \* IQR (Interquartile range). Similar results were obtained from 2 independent experiments. **b** Total DNA length and genes in each of the 4 groups in figure 2. Genes were obtained from TxDB (TxDb.Hsapiens.UCSC.hg19.knownGene) using genes that overlap only one segment type (High, Mid-high, Mid-low, and Low). **c** Dot-plot showed the correlation of binned Eigen scores with re-replicated DNA. Eigen vector bigwig was used as a reference with a 100kb bin sizes. The mean score of the normalized signal of each bin was calculated in the MLN4924 400nM sample. The correlation by Pearson correlation coefficient analysis is 0.73 without outliers. Wilcoxon test was used for the statistical analyses.  $p < 2.2 \times 10^{-16}$  by using the default two-sided test.

**a**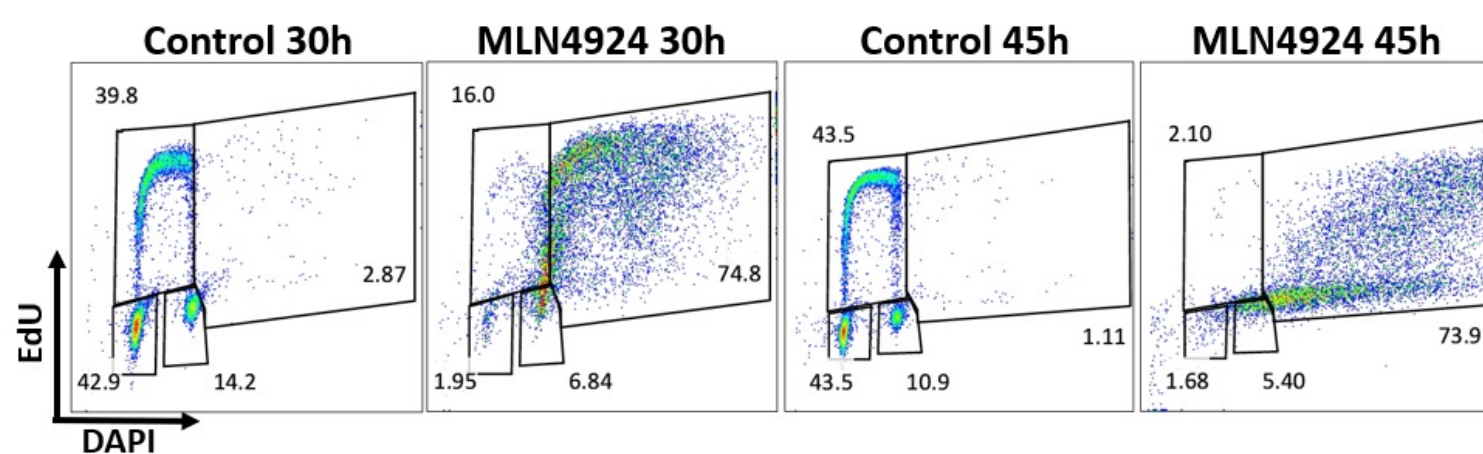

HCT116 cells, 250nM of MLN4924

↓

Sucrose gradient to isolate 0.5-2kb ssDNA

↓

Lambda exonuclease

↓

Sequence purified nascent DNA

**b**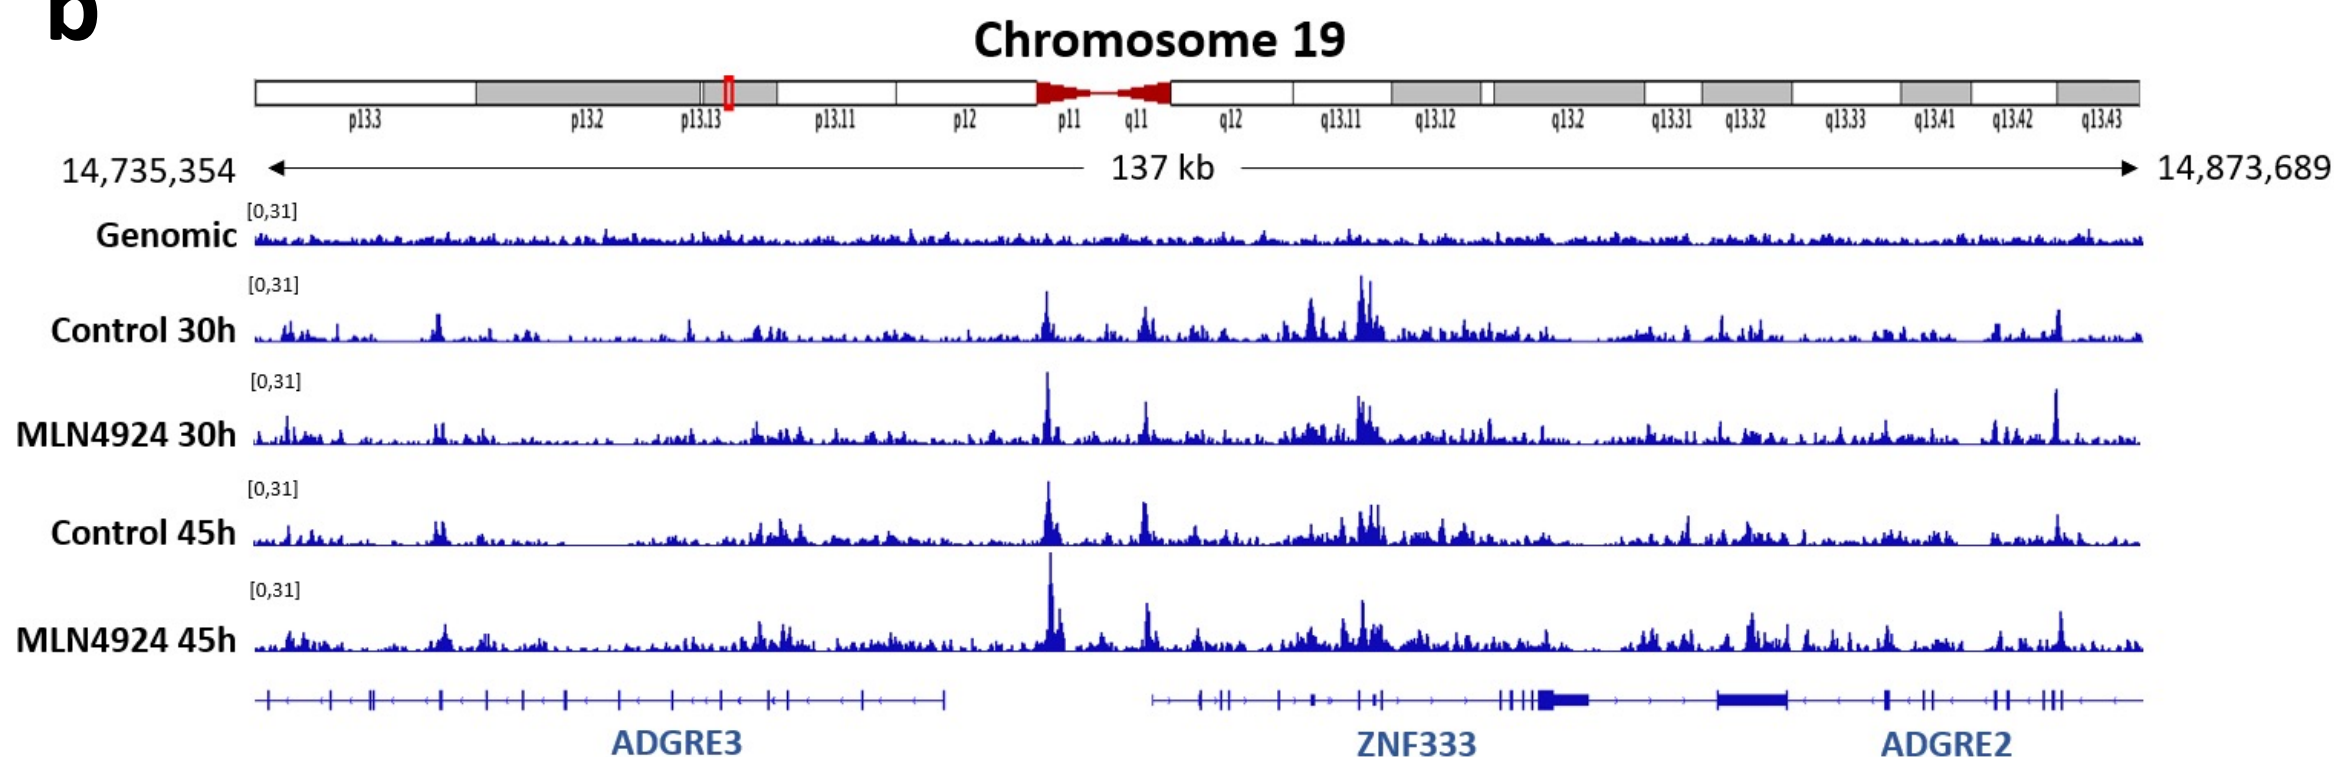**c**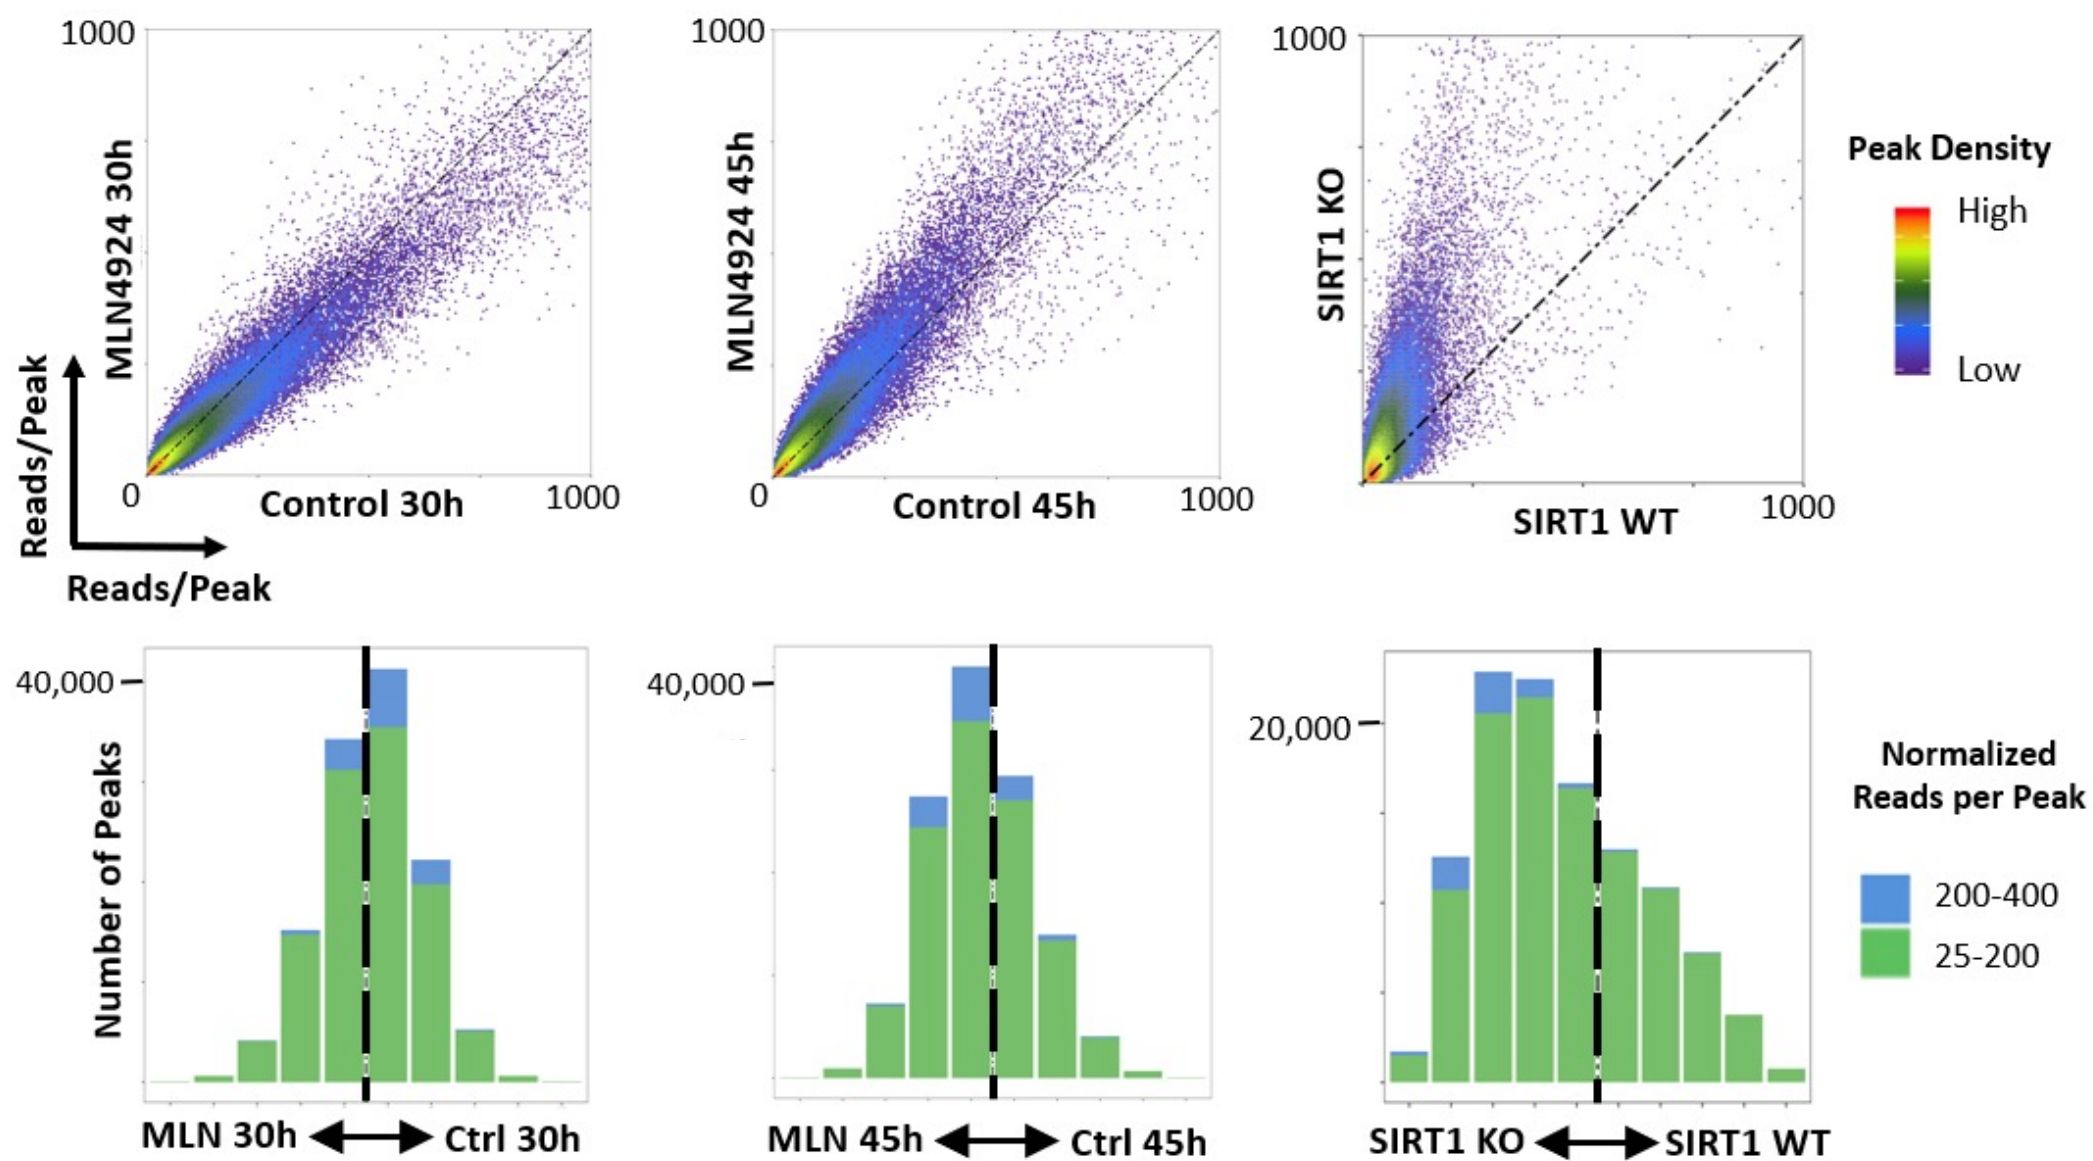

d

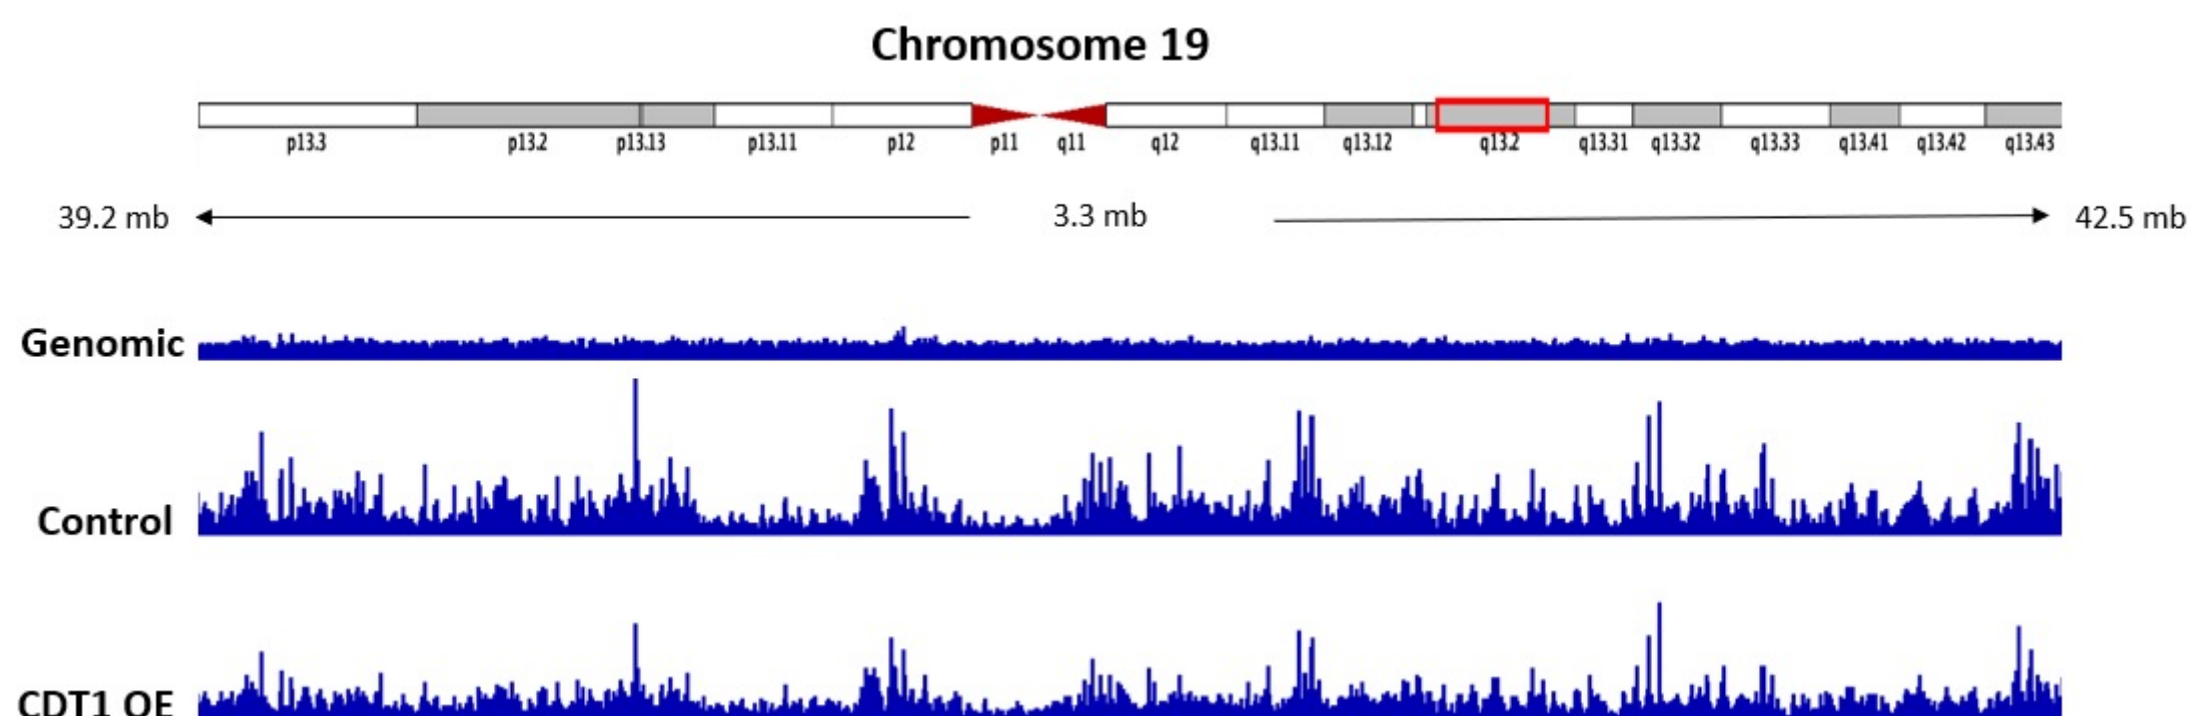

e

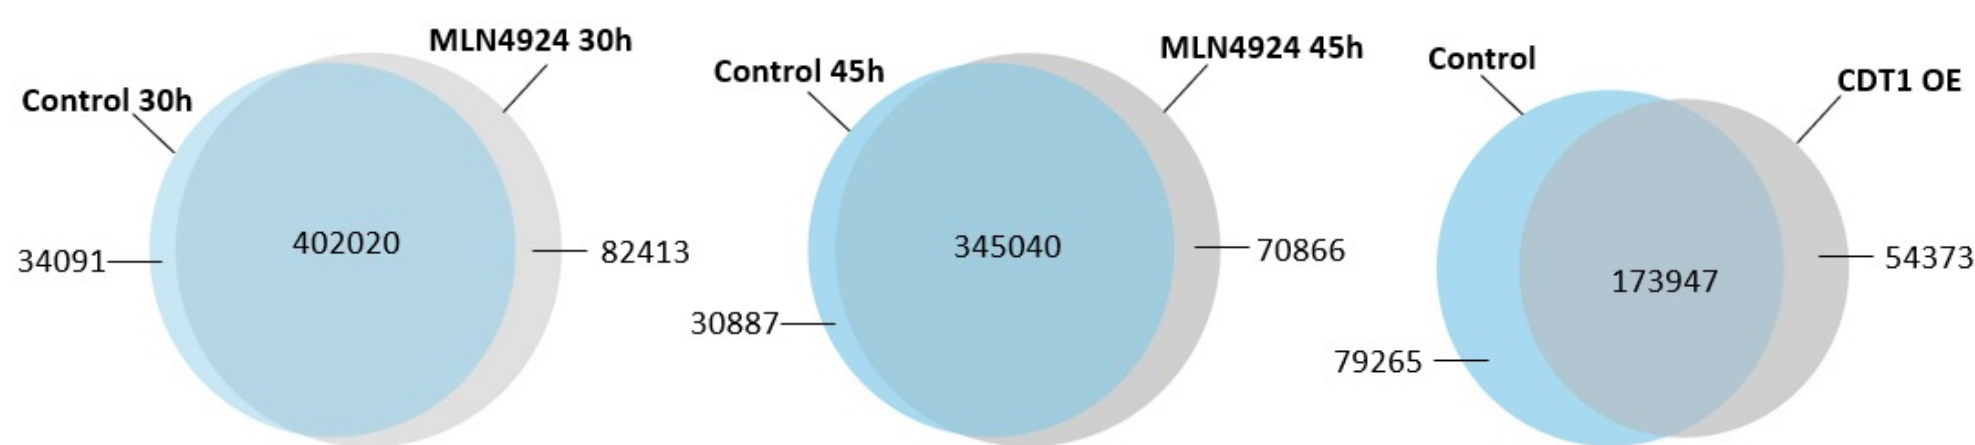

**Supplementary Fig. 6. Re-replication is driven by the same set of origins utilized during normal mitotic growth. a**

To map origins used during re-replication, HCT116 cells were treated with 250nM MLN4924 for 30h and 45h, timepoints for which most of the replicating cells (30h) or nearly all the replicating cells are in a re-replicating cycle (45h). Both control cells and MLN4924-treated cells were collected for nascent strand preparation, followed by next generation whole genome sequencing. Left: 2-dimensional flow cytometry to monitor cell cycle progression; right: experimental flow chart. **b** IGV screenshot of representative nascent-Seq data. Peaks, which represent origins, are similarly distributed in both MLN4924-treated and untreated samples. Genomic: genomic DNA used as background to call replication origin peaks. **c** As in Fig. 4d, density plots (top) and bar graphs (bottom) comparing origin peaks between control cells and MLN4924-treated cells. SIRT1 KO sample was used as a positive control for dormant origin activation. **d, e** U2OS cells harboring doxycycline-inducible CDT1 (CDT1 OE) were treated with doxycycline for 48h for nascent-seq to map origins. **d** IGV screenshot showing origin peaks on Chr19. **e** Venn diagram showing the number of shared peaks between control, MLN4924 (as in c) and CDT1OE samples.

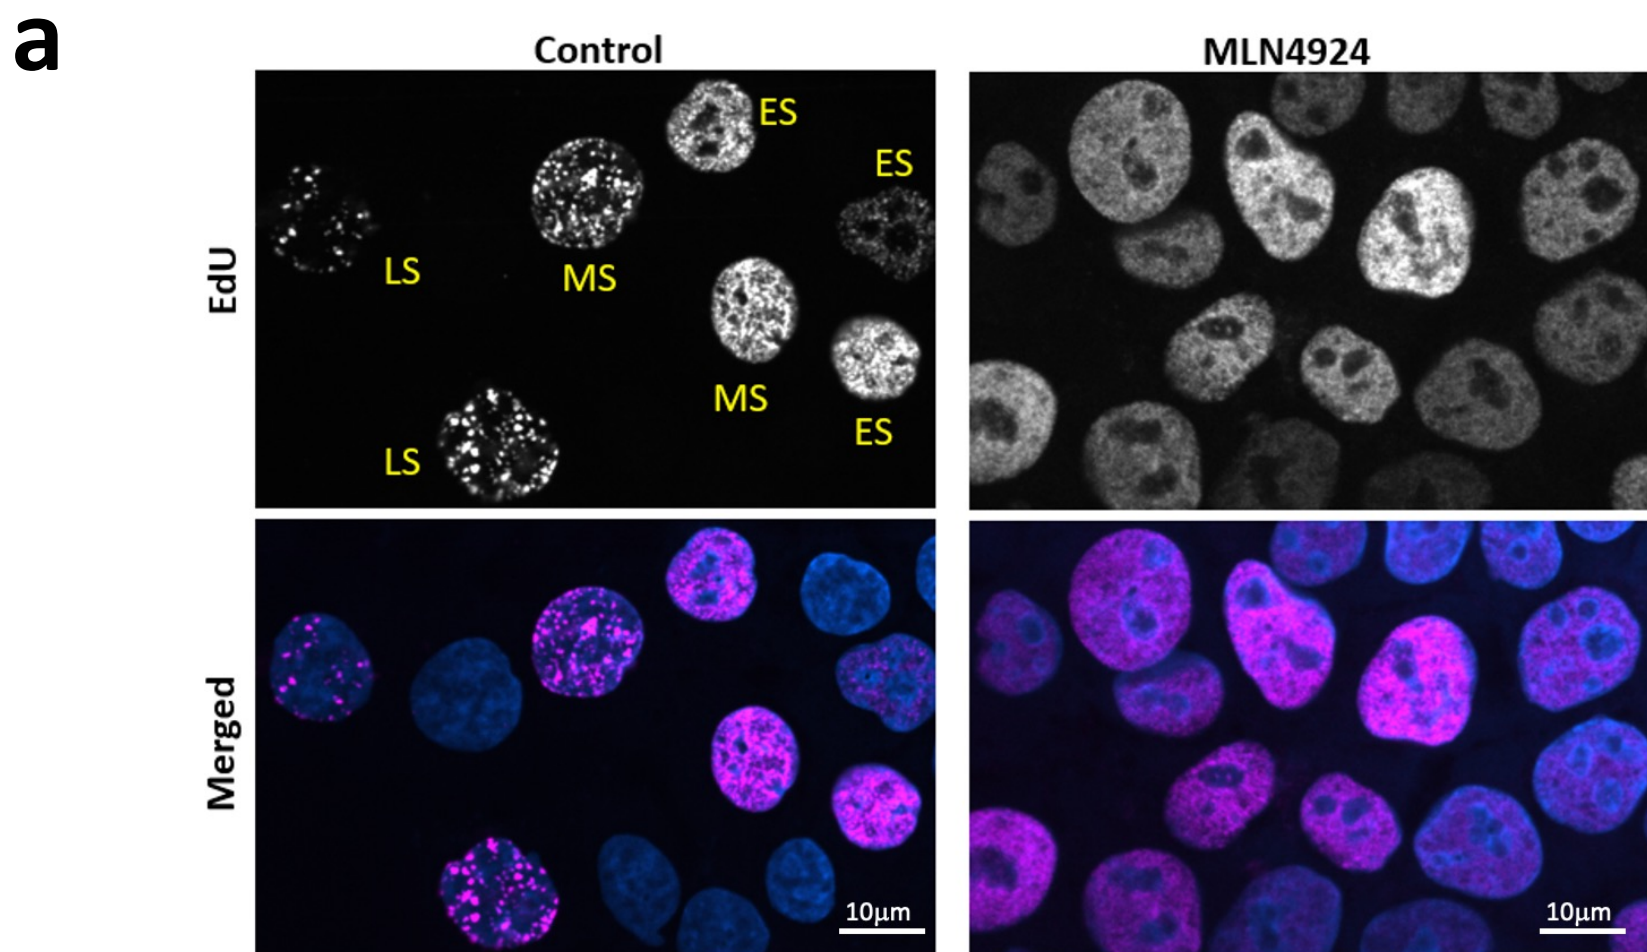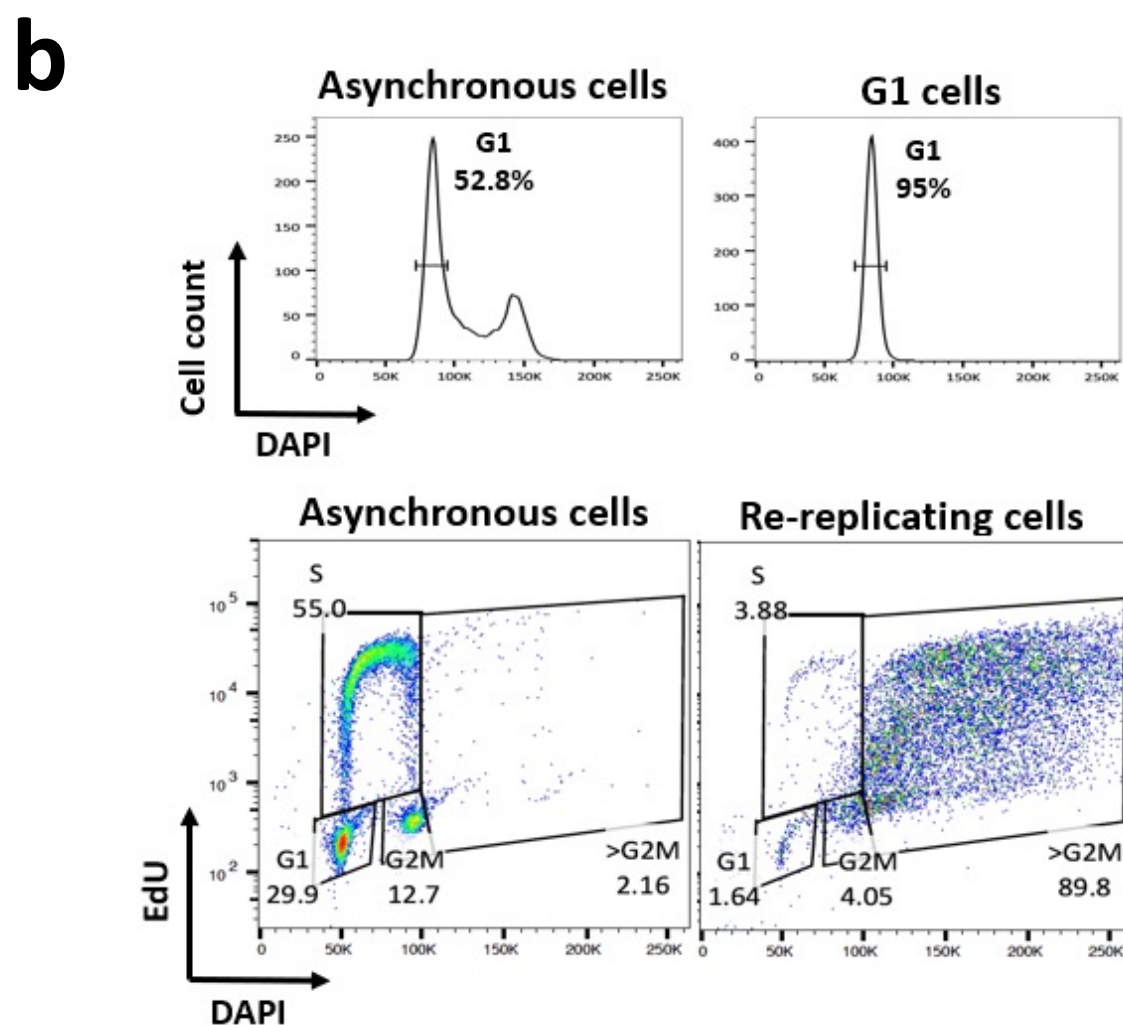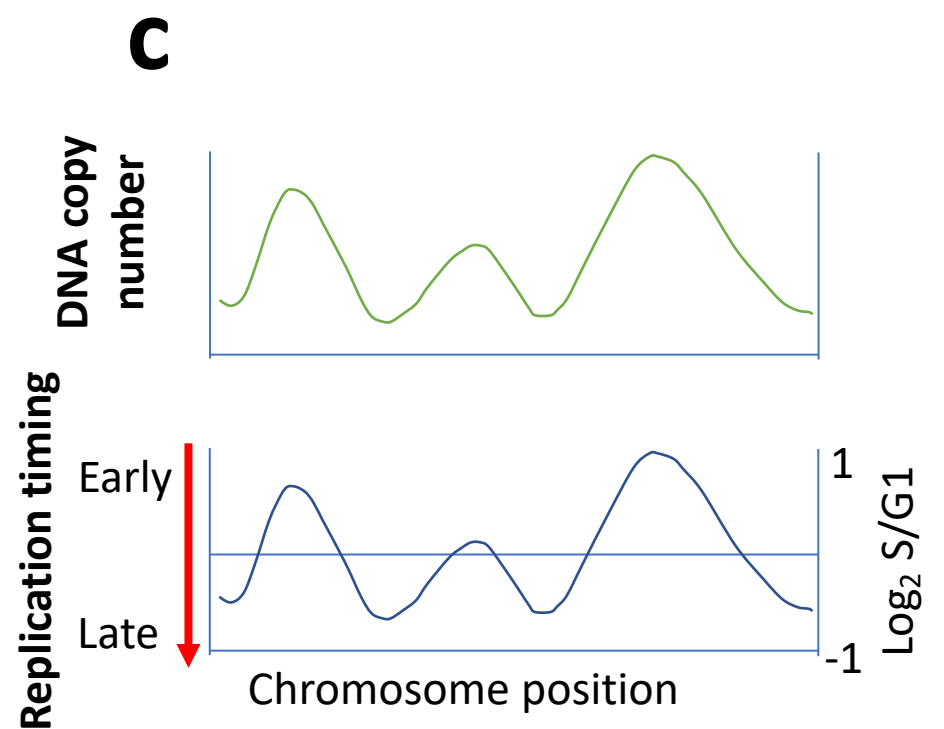

**Supplementary Fig. 7. Replication timing distribution of re-replicating DNA.** **a**, HCT116 cells were treated with 250nM of MLN4924 for 30h and EdU click-it to label S phase cells. Control cells showed typical S phase cell foci patterns (ES: early S phase; MS: mid-S phase; LS: late S phase). MLN4924 treated cells lost this typical S phase replication foci patterns, showing ES-like foci patterns. Top, EdU foci; bottom, EdU foci (magenta) merged with DAPI (blue). 3 biological repeats got similar results. **b**, Total genomic DNA of HCT116 cells was purified from G1 cells (isolated by elutriation), from asynchronous normal cell cycle cells and asynchronous re-replicating cells induced by MLN4924 treatment for 36h (when almost all the replicating cells were in a re-replicating cycle) and sequenced at >30X coverage. **c**, Since at any given time in asynchronous cells, early-replicating genomic regions are present in more copies than late-replicating genomic regions (top), the  $\log_2$  ratio of copy number in asynchronous cells to that in G1 cells can be used to determine the relative replication timing of any genomic region.

**a**

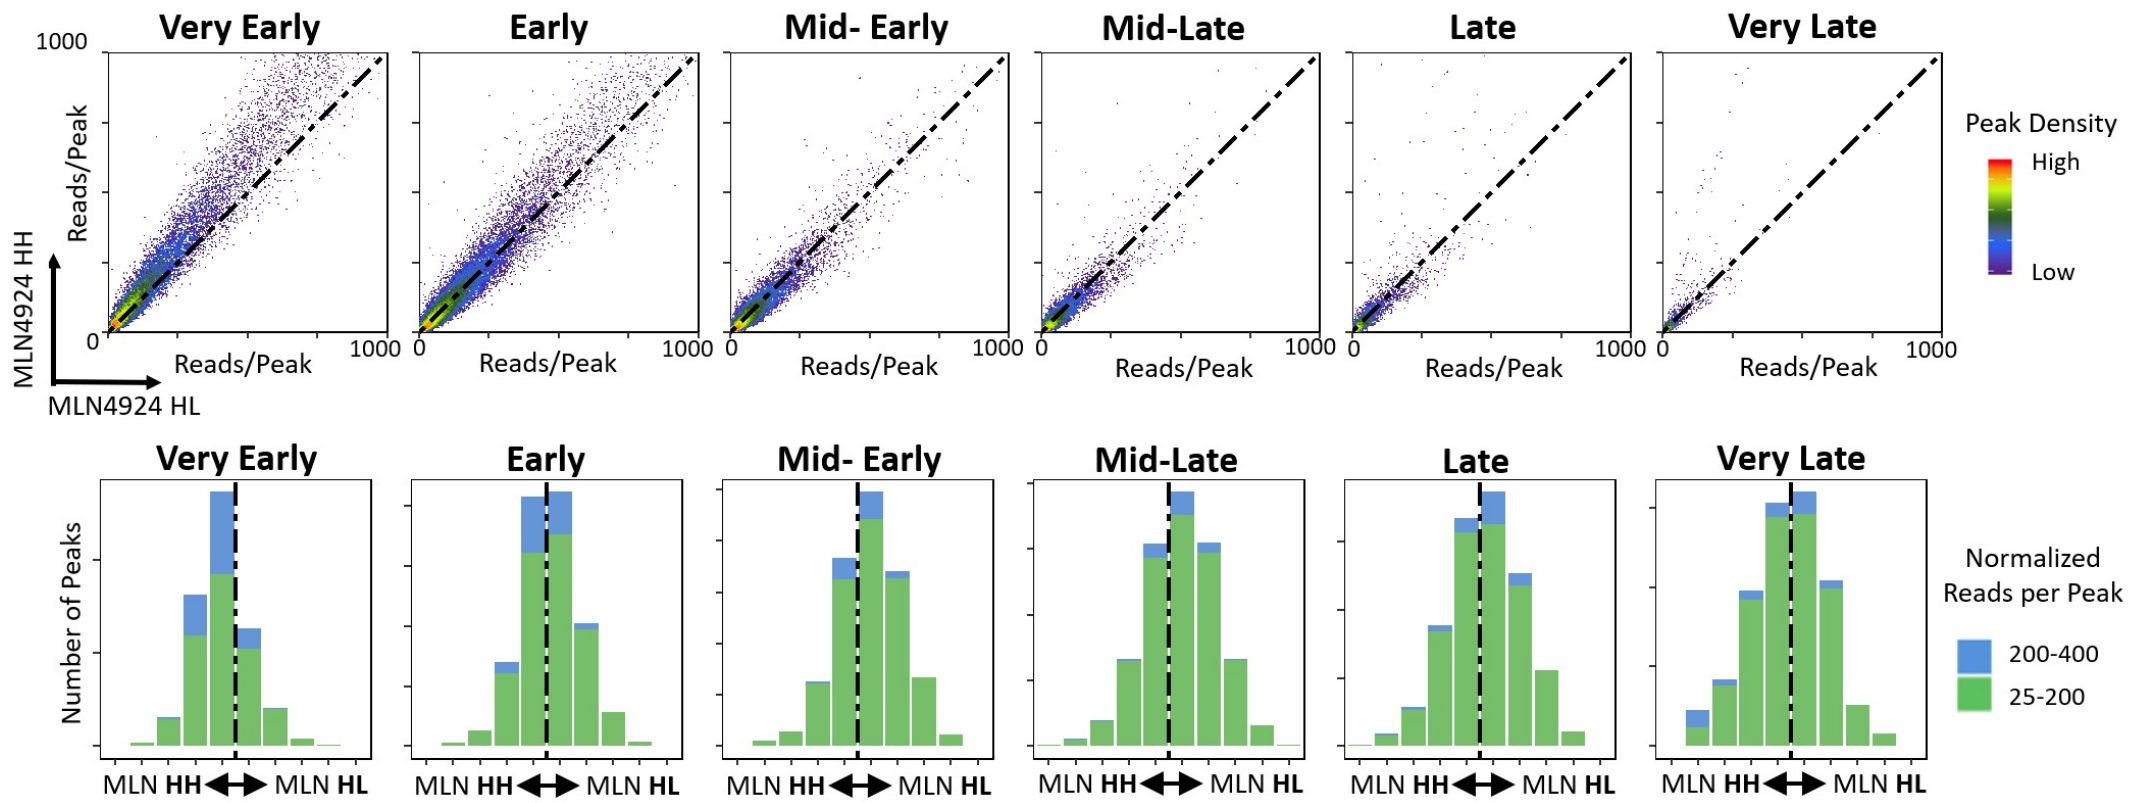

**b**

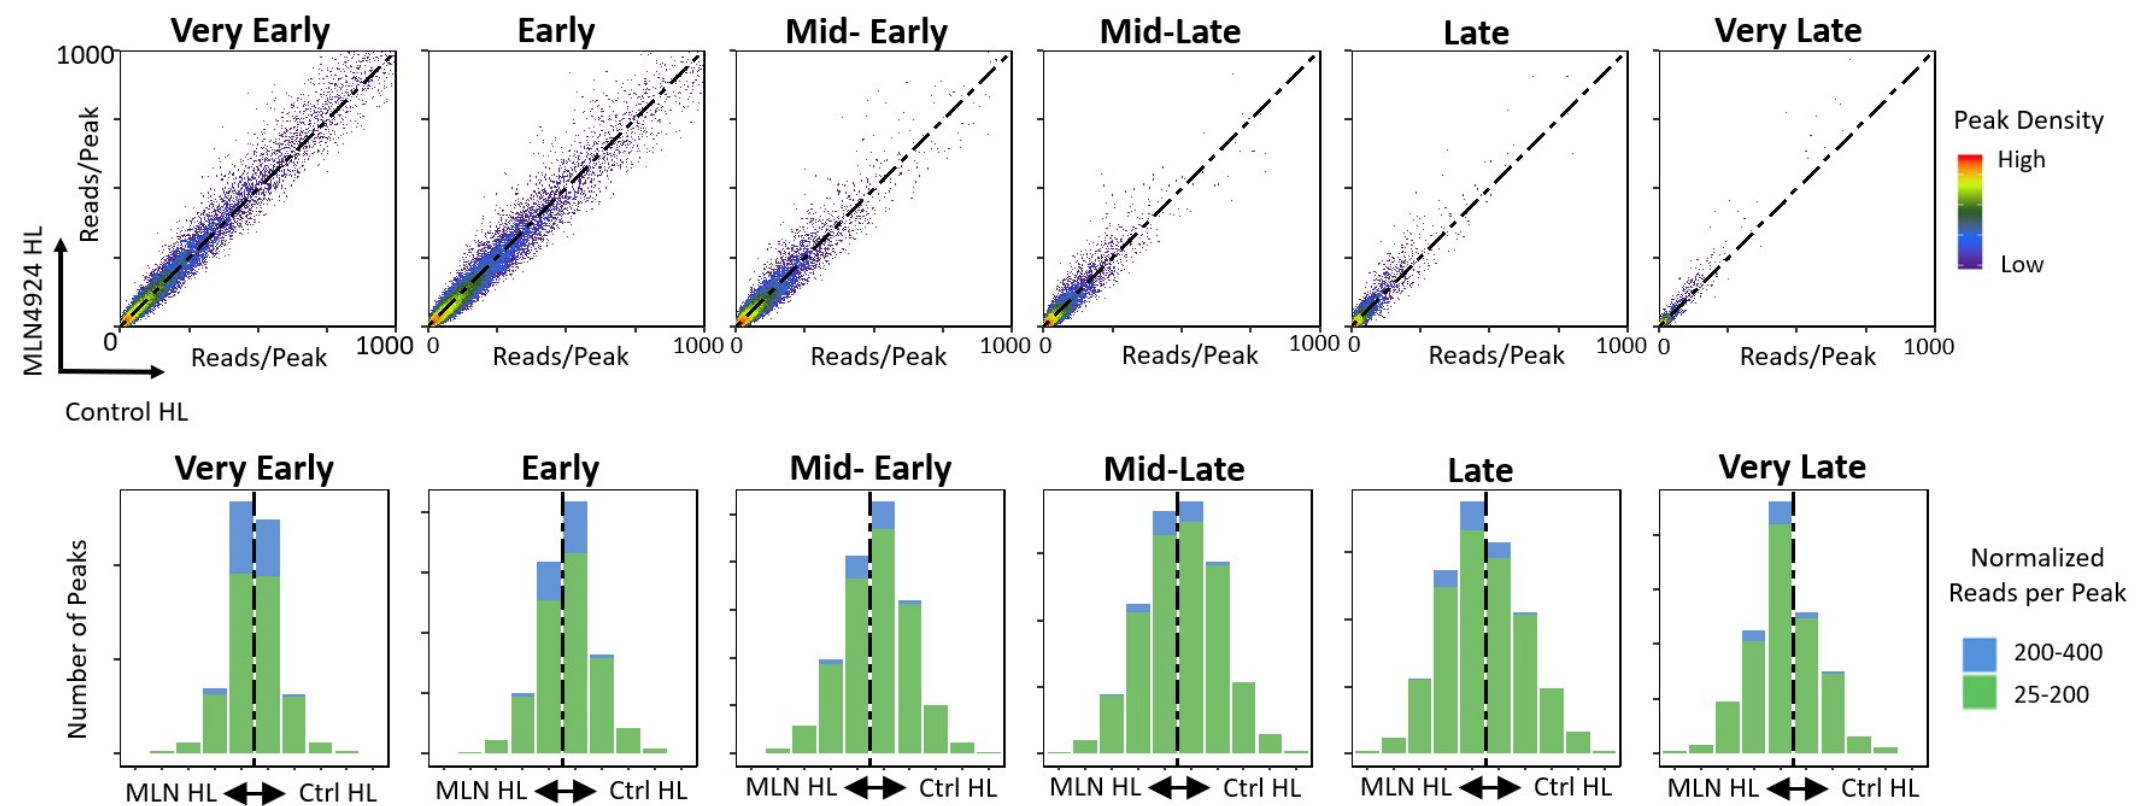

**Supplementary Fig. 8. Re-replicating DNA is enriched at early genomic regions.** Comparisons of initiation frequencies in re-replicating vs. normally replicating origins (MLN-HH versus MLN-HL) (a) and in two sets of normally replicating origins (b). Density plots and histograms were produced and processed as described in the legend for Fig. 4d.

**a**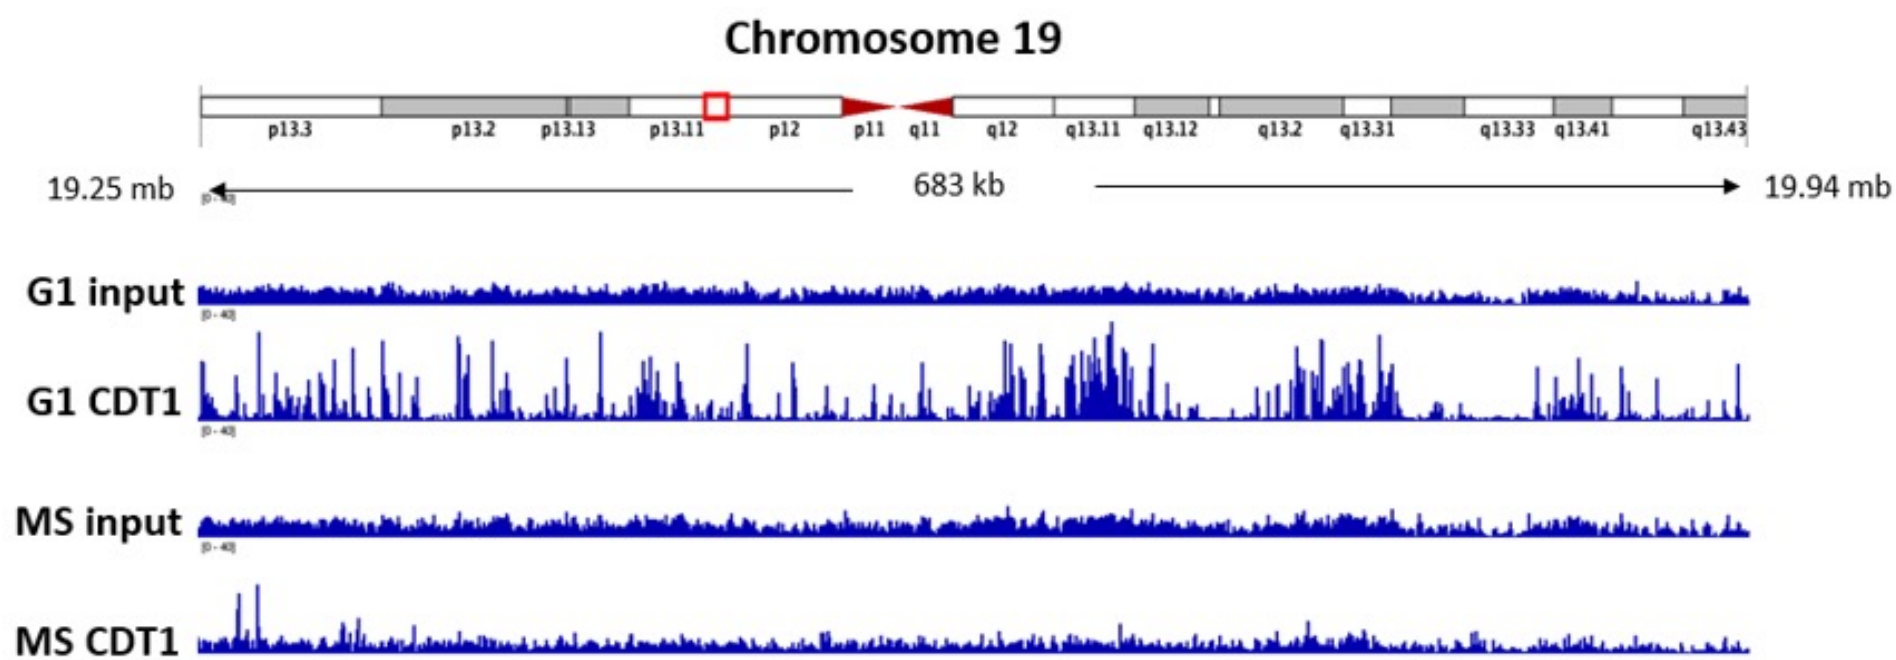**b**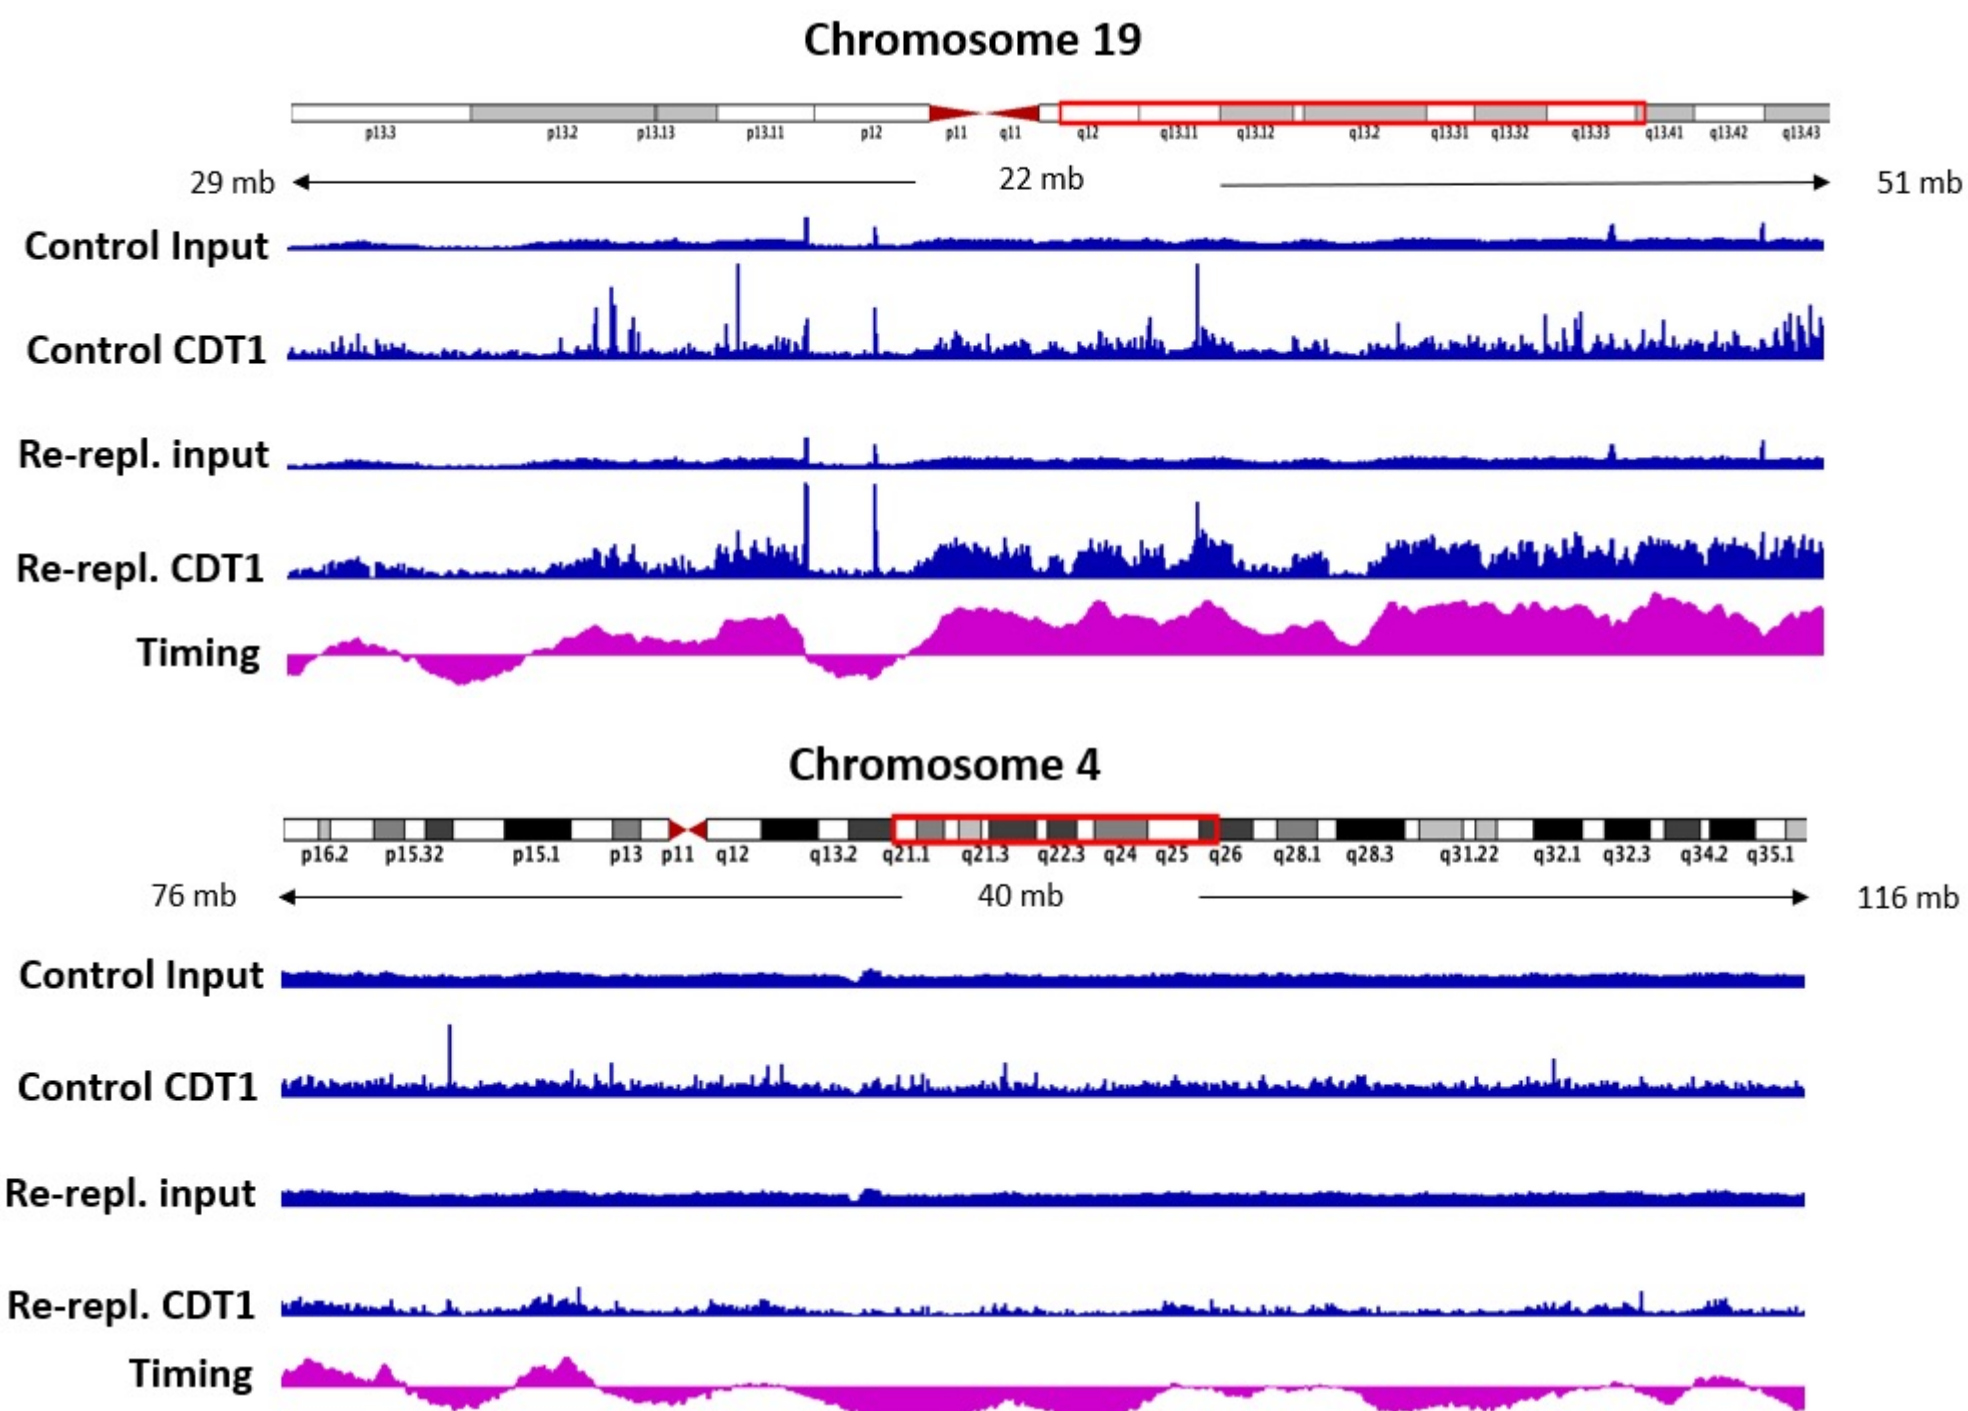**c**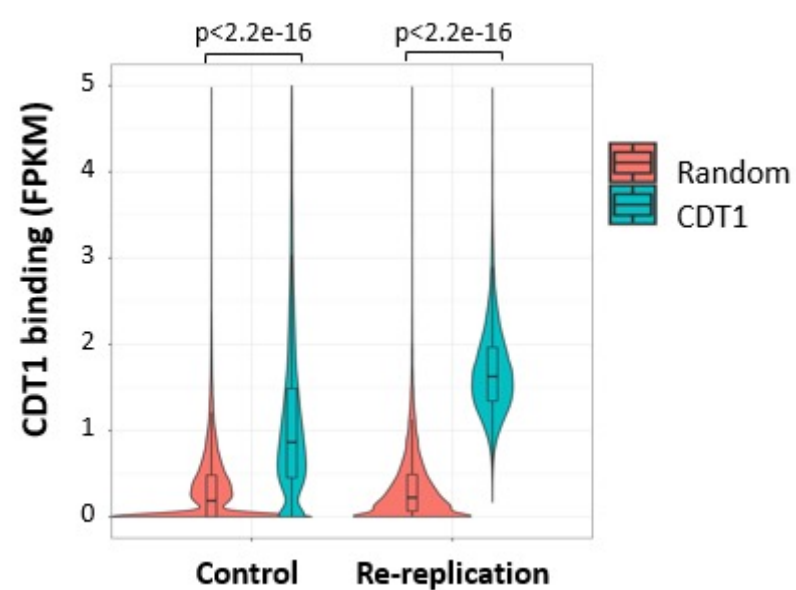

**Supplementary Fig. 9. CDT1 is enriched at early origins.** **a** IGV representative screenshot related to the specificity of the CDT1 antibody for ChIP-seq. Double thymidine synchronized HCT116 cells (G1) and mid-S phase HCT116 (MS, released for 6h from double thymidine synchronization) were used for CDT1 ChIP-seq. **b** CDT1 ChIP-seq was performed in HCT116 cells undergoing asynchronous growth (control) and HCT116 cells exposed to MLN4924 for 36 hours (re-replication) as in figure 5a. IGV screenshots that illustrate the distribution of CDT1 binding sites on parts of chromosome 19 (top) and chromosome 4 (bottom) are shown. Inputs for both control and re-replication and DNA replication timings are shown. **c** CDT1 and randomly shuffled CDT1 binding sites were compared with origin associated CDT1 peaks used in figure 5c for both control and re-replication. The box range is between 25<sup>th</sup> percentile and 75<sup>th</sup> percentile. The whisker length is defined as 1.5 \* IQR (Interquartile range). Wilcoxon test was used for the statistical significance analysis.  $p < 2.2 \times 10^{-16}$  by using the default two-sided test for both control and Re-replication samples.

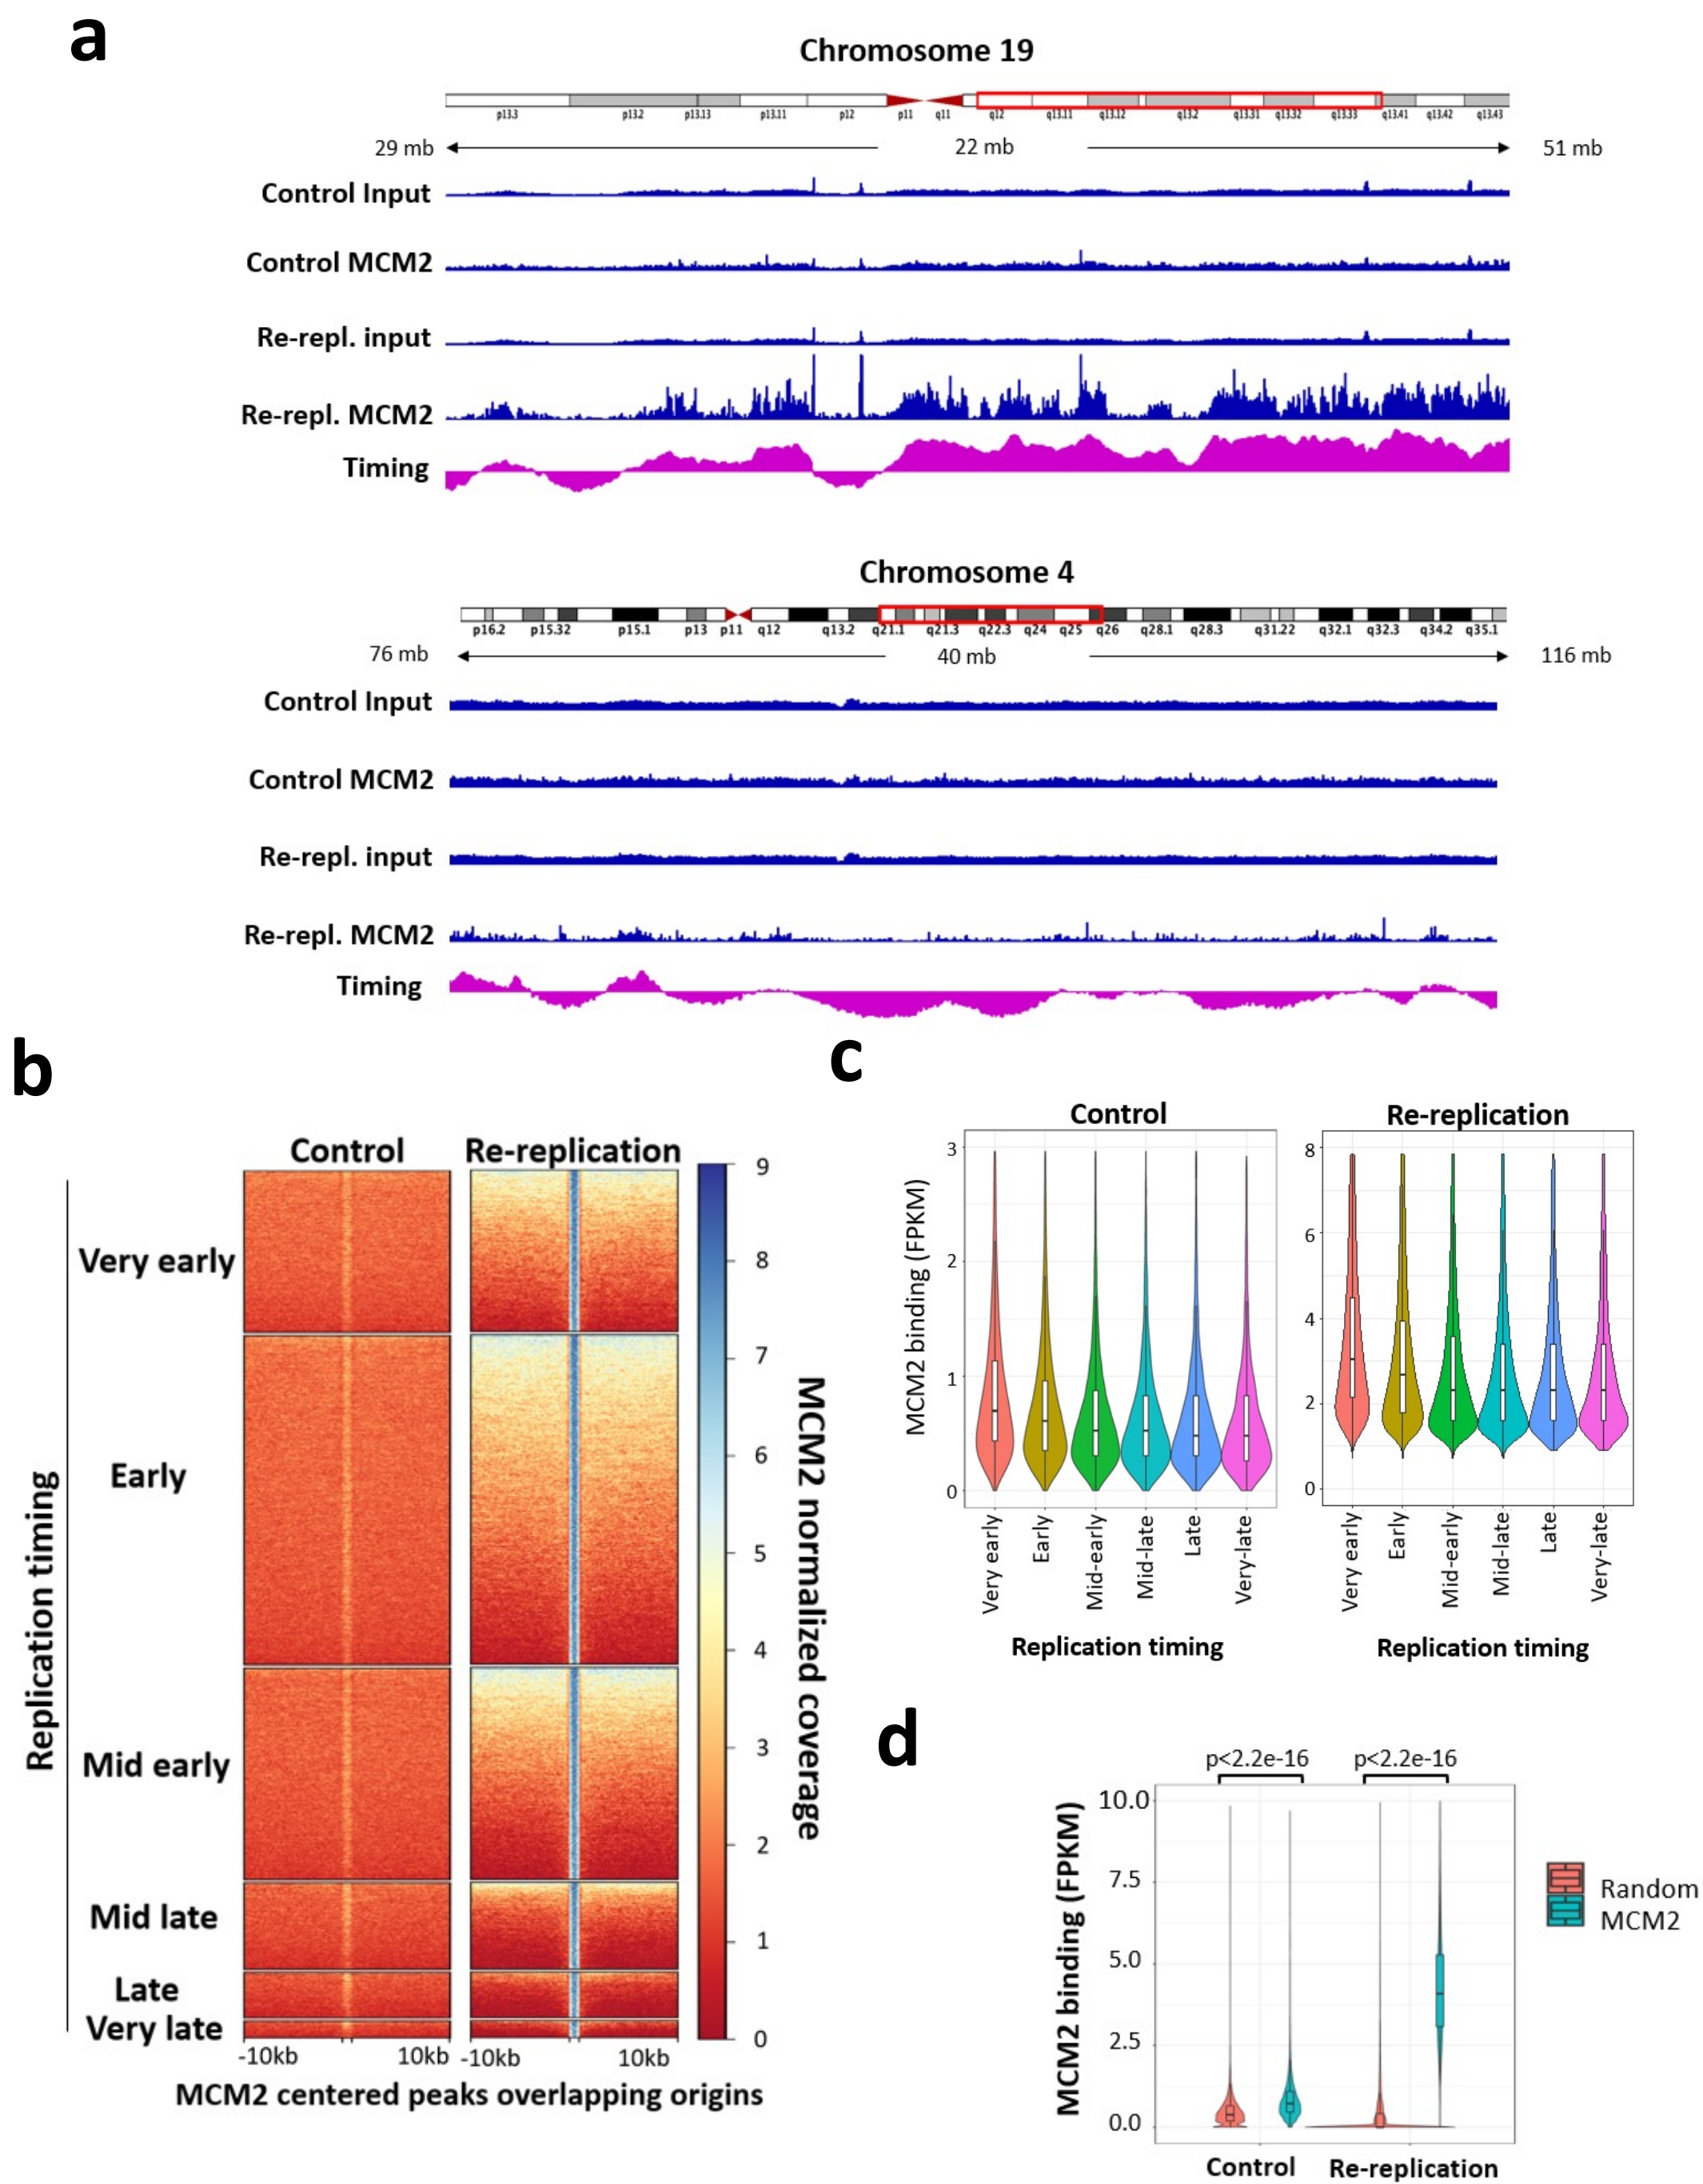

Supplementary Fig. 10 MCM2 is enriched at early origins (Legend on next page).

**Supplementary Fig. 10. MCM2 is enriched at early origins.** **a** MCM2-pS139 ChIP-seq was performed in HCT116 cells undergoing asynchronous growth (control) and HCT116 cells exposed to MLN4924 for 36 hours (re-replication). IGV screenshots illustrating the distribution of MCM2-pS139 binding sites on parts of chromosome 19 (top) and chromosome 4 (bottom) in normally proliferating (control) and re-replicating cells are shown. Inputs for both control and re-replication, as well as DNA replication timings of the genomic regions are included. **b** MCM2-pS139 peaks called against input were first intersected with origins (MCM2-pS139 binding sites overlapping with origins), and then divided into 6 groups based on the replication timing data in Fig. 4 to construct a heatmap summarizing the normalized sequencing coverage of MCM2-pS139 ChIP-seq in control and re-replicating samples. **c** Enrichment of MCM2-pS139 centered on replication origins residing in replication timing domains stratified as in **c**, was shown as violin plots. The box range is between 25<sup>th</sup> percentile and 75<sup>th</sup> percentile. The whisker length is defined as 1.5 \* IQR (Interquartile range). 2 biological repeats got similar results. **d** Randomly shuffled MCM2-pS139 binding sites were compared with origin associated MCM2-pS139 peaks used in **c** in both control and re-replication. The box range is between 25<sup>th</sup> percentile and 75<sup>th</sup> percentile. The whisker length is defined as 1.5 \* IQR (Interquartile range). Wilcoxon test was used for the statistical significance analysis.  $p < 2.2 \times 10^{-16}$  by using the default two-sided test for both control and Re-replication samples. 2 biological repeats got similar results

Supplementary Table 1. Data of Histone modifications from Encode database for Fig. 2 C, D.

| Location                                                                                                                                                                  | Target   | Replicate | Sample Type |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------|-----------|-------------|
| <a href="https://www.encodeproject.org/files/ENCFF522CKP/@@download/ENCFF522CKP.bigWig">https://www.encodeproject.org/files/ENCFF522CKP/@@download/ENCFF522CKP.bigWig</a> | H3K27ac  | 1         | BigWig      |
| <a href="https://www.encodeproject.org/files/ENCFF445BLD/@@download/ENCFF445BLD.bigWig">https://www.encodeproject.org/files/ENCFF445BLD/@@download/ENCFF445BLD.bigWig</a> | H3K27ac  | 2         | BigWig      |
| <a href="https://www.encodeproject.org/files/ENCFF413SLE/@@download/ENCFF413SLE.bigWig">https://www.encodeproject.org/files/ENCFF413SLE/@@download/ENCFF413SLE.bigWig</a> | H3K27ac  | 3         | BigWig      |
| <a href="https://www.encodeproject.org/files/ENCFF547SCJ/@@download/ENCFF547SCJ.bigWig">https://www.encodeproject.org/files/ENCFF547SCJ/@@download/ENCFF547SCJ.bigWig</a> | H3K9ac   | 1         | BigWig      |
| <a href="https://www.encodeproject.org/files/ENCFF765VEZ/@@download/ENCFF765VEZ.bigWig">https://www.encodeproject.org/files/ENCFF765VEZ/@@download/ENCFF765VEZ.bigWig</a> | H3K9ac   | 2         | BigWig      |
| <a href="https://www.encodeproject.org/files/ENCFF960LSV/@@download/ENCFF960LSV.bigWig">https://www.encodeproject.org/files/ENCFF960LSV/@@download/ENCFF960LSV.bigWig</a> | H3K9ac   | 3         | BigWig      |
| <a href="https://www.encodeproject.org/files/ENCFF205ZML/@@download/ENCFF205ZML.bigWig">https://www.encodeproject.org/files/ENCFF205ZML/@@download/ENCFF205ZML.bigWig</a> | H3K9me3  | 1         | BigWig      |
| <a href="https://www.encodeproject.org/files/ENCFF728JJV/@@download/ENCFF728JJV.bigWig">https://www.encodeproject.org/files/ENCFF728JJV/@@download/ENCFF728JJV.bigWig</a> | H3K9me3  | 2         | BigWig      |
| <a href="https://www.encodeproject.org/files/ENCFF903ELB/@@download/ENCFF903ELB.bigWig">https://www.encodeproject.org/files/ENCFF903ELB/@@download/ENCFF903ELB.bigWig</a> | H3K9me3  | 3         | BigWig      |
| <a href="https://www.encodeproject.org/files/ENCFF423CUE/@@download/ENCFF423CUE.bigWig">https://www.encodeproject.org/files/ENCFF423CUE/@@download/ENCFF423CUE.bigWig</a> | H3K36me3 | 1         | BigWig      |
| <a href="https://www.encodeproject.org/files/ENCFF057BUW/@@download/ENCFF057BUW.bigWig">https://www.encodeproject.org/files/ENCFF057BUW/@@download/ENCFF057BUW.bigWig</a> | H3K36me3 | 2         | BigWig      |
| <a href="https://www.encodeproject.org/files/ENCFF121SMM/@@download/ENCFF121SMM.bigWig">https://www.encodeproject.org/files/ENCFF121SMM/@@download/ENCFF121SMM.bigWig</a> | H3K36me3 | 3         | BigWig      |

Supplementary Table 2. Original data for Fig. 2d

|          | HH low | HH high | MLN200 low | MLN200 high | MLN400 low | MLN400 high |
|----------|--------|---------|------------|-------------|------------|-------------|
| H3K27ac  | 0.27   | 0.36    | 0.09       | 0.48        | 0.08       | 0.53        |
| H3K9ac   | 0.27   | 0.36    | 0.07       | 0.52        | 0.06       | 0.58        |
| H3K36me3 | 0.32   | 0.31    | 0.05       | 0.47        | 0.04       | 0.61        |
| H3K9me3  | 0.28   | 0.37    | 0.29       | 0.26        | 0.32       | 0.21        |

Supplementary Table 3. Number of cells at early, mid and late S phase

|         | Early S     | Mid -S     | Late S     | Total |
|---------|-------------|------------|------------|-------|
| Control | 88 (40.9%)  | 76 (35.3%) | 51 (23.7%) | 215   |
| MLN4924 | 224 (99.6%) | 1 (0.4%)   | 0 (0%)     | 225   |

Numbers in brackets are percentage of total.

Supplementary Table 4. CDT1 peak distribution at different replication timing zones for figure 5. % of total peaks in the brackets.

| Cell cycle | Peaks per Mb DNA |                    |
|------------|------------------|--------------------|
|            | Control (%)      | Re-replication (%) |
| Very early | 19.9 (41.2)      | 201.6 (60.3)       |
| Early      | 12.4 (25.8)      | 83.6 (25.0)        |
| Mid-early  | 4.9 (10.3)       | 22.9 (6.9)         |
| Mid-late   | 5.0 (10.4)       | 15.2 (4.5)         |
| Late       | 3.8 (7.8)        | 7.6 (2.3)          |
| Very late  | 2.2 (4.5)        | 3.5 (1.0)          |

Supplementary Table 5. Statistical analysis for Fig. 5c.

| Wilcoxon two sample test (A vs B), p value |            |             |          |
|--------------------------------------------|------------|-------------|----------|
| A                                          | B          | Control     | MLN4924  |
| Very early                                 | Very early | 1           | 1        |
| Very early                                 | Early      | 0.624498742 | 2.13E-60 |
| Very early                                 | Mid-early  | 8.98E-163   | 0        |
| Very early                                 | Mid-late   | 0           | 0        |
| Very early                                 | Late       | 0           | 0        |
| Very early                                 | Very late  | 0           | 0        |
| Early                                      | Early      | 1           | 1        |
| Early                                      | Mid-early  | 1.84E-259   | 0        |
| Early                                      | Mid-late   | 0           | 0        |
| Early                                      | Late       | 0           | 0        |
| Early                                      | Very late  | 0           | 0        |
| Mid-early                                  | Mid-early  | 1           | 1        |
| Mid-early                                  | Mid-late   | 0           | 0        |
| Mid-early                                  | Late       | 0           | 0        |
| Mid-early                                  | Very late  | 0           | 0        |
| Mid-late                                   | Mid-late   | 1           | 1        |
| Mid-late                                   | Late       | 1.53E-121   | 0        |
| Mid-late                                   | Very late  | 2.55E-126   | 0        |
| Late                                       | Late       | 1           | 1        |
| Late                                       | Very late  | 2.10E-13    | 6.12E-41 |

Supplementary Table 6. Primer sequence

| Primers        | Sequence                                     |
|----------------|----------------------------------------------|
| CDT1-F         | 5'-TTCCTCCCTTCCTTCTTTCCTTGCTTTC -3'          |
| CDT1-R         | 5'-ATGTCCTACTTGTCTGCCAGCTTCTC-3'             |
| HindIII_Cdt1F  | 5'- ATC AAGCTT GGAGCAGCGCCGCGTCAC -3'        |
| XhoI_Cdt1R     | 5'- ATC CTCGAG CAGCCCCTCCTCAGCACGTGTC -3'    |
| Infusion CDT1F | 5'- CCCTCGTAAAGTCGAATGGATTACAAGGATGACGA -3'  |
| Infusion CDT1R | 5'- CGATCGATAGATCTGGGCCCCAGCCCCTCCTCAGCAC-3' |

## **Supplementary methods**

### **Western blotting**

Most Western blots in this study were done with whole-cell lysates by adding 200 $\mu$ l 1  $\times$  SDS loading buffer per 1 million cell pellets. Samples were heated at 100°C for 5 minutes, centrifuged, and the supernatant was used for Western blot. For chromatin bound proteins, cells were incubated on ice for 10 min in a cytosol extraction buffer (10 $\mu$ M HEPES, pH7.9; 10 $\mu$ M KCl; 1 $\mu$ M EGTA; 0.25% NP40; 1X protease inhibitor cocktail and phosphatase inhibitor cocktail), then centrifuged at 2700 $\times g$  for 5 min at 4 °C. The cell pellets were washed once with a cytosol extraction buffer and resuspended in 1XSDS lysis buffer as above. The antibodies used were Phospho-Chk1 (Ser317) (pChk1S317, Cell Signaling, 2344), anti- $\gamma$ H2AX (Millipore, 05-636), anti-p-RPA (Bethyl labs, A300-245A), CDT1 (Cell Signaling, 8064), anti-PCNA (PC10) (Santa Cruz, sc-56) and anti-histone H3 (Millipore, 07-690). ECL signals were detected by x-ray film or ChemiDoc MP Imaging System from BioRad.

### **$\beta$ -galactosidase staining**

Cells were treated with doxycycline for 7 days, then fixed and stained with a Senescence  $\beta$ -galactosidase Staining Kit (Cell Signaling, 9860) according to the manufacture's instruction. The staining buffer was adjusted to pH6.0 before adding to cells and incubated at 37 °C for overnight.

### **Reactive Oxygen Species (ROS) in live cells**

ROS was detected by Cellular Reactive Oxygen Species Detection Assay Kit (Deep Red Fluorescence, Abcam, ab186029) according to the manufacture's manual. In brief, cells were treated with doxycycline or MLN4924 for the indicated times. Cells were incubated with the ROS Deep Red Dye probe for 1 h prior to harvesting. Flow cytometry was performed immediately after harvesting cells to measure ROS levels. As a positive control, 1mM of H<sub>2</sub>O<sub>2</sub> was added to cells together with the ROS Deep Red Dye probe.

**Shared peaks and Venn diagram**

Shared peaks were identified using a in house BED file intersections script. The script identified peaks which were overlapping within 2kb extension between reference (first file or control) and second file or treated sample. Venn diagram were generated using total number peaks in both files and overlapping peaks as input value for Venn.plot function in Venn Diagram R script.

**Re-replication tested by molecular combing**

Cells were incubated with CldU for the indicated time and IdU for 30 minutes. Then following the DNA replication analysis by molecular combing method to get combing images. 3-6 images were randomly selected and IdU only and IdU and CldU overlapped (yellow) were counted in Photoshop 2021.

# Supplementary material for: Dynamics of replication origin over-activation
**Source:** Nat Commun. 2021 Jun 8;12:3448. doi: 10.1038/s41467-021-23835-0
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

- 1, Flow cytometry data were collected with BD LSR Fortessa cell analyzer with FACSDiva software (version 6.2).
- 2, DNA single fiber images were collected by FiberVision Automated Scanner (Genomic Vision).
- 3, Nascent-seq and replication timing data were collected by using Illumina TruSeq Nano DNA library preparation and paired-end sequencing.
- 4, ChIP-seq data were collected by Illumina NextSeq 75 cycle High Output kit.
- 5, The Zeiss LSM710 confocal microscope and Nikon SoRa super-resolution spinning disk microscope.

#### Data analysis

- 1, Flow cytometry data were analyzed by Flowjo 10.6.
- 2, DNA single fiber images were analyzed with FiberStudio (version 0.14, Genomic Vision) and Adobe Photoshop 2021.
- 3, Both nascent seq and CHIP-seq data were analyzed with the following softwares and codes. Trimmomatic (version 0.36) and Trim Galore (version 0.4.5); FastQC (version 0.11.5) (<https://www.bioinformatics.babraham.ac.uk/projects/fastqc/>), bwa aligner (version 0.7.17); MACS2 (version 2.1.1.20160309); MACS2 metric in R (version 3.5.1); Created R scripts (<https://github.com/ncbi/BAMscale/wiki>); DRAGEN analysis pipeline (01.003.044.02.05.01.40152); Deeptools(v3.5.0); PlotHeatmap tools (v3.5.0) and Juicer(v1.6).
- 4, Graph Pad Prism 9.0.0. for making graphs and statistical analysis.
- 5, IGV2.80 for sequencing data.
- 6, R ggplot geom\_boxplot(3.3.3) for making violin plots for sequencing data.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All the sequencing data were deposited in GEO (GSE172417). Source data are provided with this paper: Histone modification ChIP-seq data from ENCODE database and Hi-C data from GEO (GSM2795535). The source data underlying Figs. 1g, 1h; 2e; 4c and 5c and Supplementary Figs. 3e, 3f; 4a; 5a, 5c; 9c and 10c, 10d are provided as Source Data files. All data within the manuscript are available from the authors upon request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For DNA combing analysis and microscopy cell counting, we analyze 50 to 300 signals/cells that gave sufficient statistics for the effect sizes of interest.                                                                                                                                                                               |
| Data exclusions | No data were excluded from analysis.                                                                                                                                                                                                                                                                                                      |
| Replication     | For all the experiments, we did at least three independent biological replicates except for sequencing experiments, which have at least 2 independent biological replicates. Results were consistently replicated across multiple experiments with all replicates generating similar results.                                             |
| Randomization   | For DNA fiber analysis, fibers were random selected by the FiberStudio software. For manually counting of IdU and CldU overlapping signals, 3-6 images were randomly selected. We used cell lines for all the experiments, no human or animal subjects were used in the study. Randomization is not generally used for other experiments. |
| Blinding        | Blinding is also not necessary because the results are quantitative and did not require subjective judgment or interpretation.                                                                                                                                                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used

Primary antibodies: gammaH2AX (Millipore, 05-636), Phospho-RPA (Bethyl labs, A300-245A), Phospho-MCM2 (Ser139) (Cell Signaling, 12958), CDT1 (Cell Signaling, 8064), BrdU (IgG1, Becton Dickinson, 347580), BrdU (Accurate chemical, OBT0030), single-stranded DNA (ssDNA) (IgG 2a, Millipore, MAB3034), histone H3 (Millipore, 07-690) and PCNA (PC10) (Santa Cruz, sc-56) and Phospho-Chk1 (Ser317) (Cell Signaling, 2344)

## Secondary antibodies:

Alexa 488 conjugated anti-mouse IgG, Alexa 488 conjugated anti-rabbit IgG and Alexa 568 conjugated anti-rabbit IgG (Thermo Fisher Scientific, A11029, A11008 and A21428), Cy3 (Abcam ab6946), goat anti-rat Cy5 (Abcam, ab6565) and goat anti-mouse BV480 (Jackson ImmunoResearch, 115-685-166).

## Validation

All antibodies except antibodies for DNA combing were validated using immunoblots based on the molecular weight of the target. GammaH2AX, Phospho-RPA, PCNA Histone H3 and Phospho-Chk1 antibodies also have been used by many people with many publications. BrdU (IgG1, Becton Dickinson, 347580), BrdU (Accurate chemical, OBT0030) and single-stranded DNA antibodies have been used for combing by many scientists. Phospho-MCM2 (Ser139) was further validated using phosphatase and flow cytometry that bound to the right cell cycle stage (Fig.1e). We validated CDT1 for ChIP-seq by comparing G1 cells and S cells, which have very high CDT1 and very low CDT1 levels, respectively (Supplementary Fig. 9a).

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Cell line source(s)

HCT116(CCL247) and U2OS (HTB96) cell lines, both are from ATCC.

## Authentication

Doxycycline inducible CDT1 over-expression U2OS cells were validated by western blot and flow cytometry.

## Mycoplasma contamination

Mycoplasma tested negative with both cell lines.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used.

## ChIP-seq

## Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

May remain private before publication.

For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.

## Files in database submission

Bam files:  
 HCT116\_HH.bam  
 HCT116\_14HrLMN200.bam  
 HCT116\_14HrLMN400.bam  
 21\_genCtrl\_S51.sorted.dedup.bam  
 22\_genMLN\_S52.sorted.dedup.bam  
 17\_HLC\_S47.sorted.dedup.bam  
 19\_HLMLN\_S49.sorted.dedup.bam  
 20\_HHMLN\_S50.sorted.dedup.bam  
 Ctrl-30hrs\_S29\_QC.bam  
 Ctrl45hrs\_QC.bam  
 MLN-30hrs\_QC.bam  
 MLN45hrs\_QC.bam  
 genHCT116.bam.RG.sorted.markedup.bam  
 2\_S2\_R1\_001.sorted.dedup.bam  
 4\_S4\_R1\_001.sorted.dedup.bam  
 11\_S11\_R1\_001.sorted.dedup.bam  
 12\_S12\_R1\_001.sorted.dedup.bam  
 7\_S7\_R1\_001.sorted.dedup.bam  
 8\_S8\_R1\_001.sorted.dedup.bam  
 MLN1\_CDT1.dedup.bam  
 MLN2\_CDT1.dedup.bam  
 C1\_CDT1.dedup.bam  
 C2\_CDT1.dedup.bam  
 MLN1\_CDT1.dedup.bam  
 MLN2\_CDT1.dedup.bam  
 C1\_139.dedup.bam  
 C2\_139.dedup.bam  
 M1\_139.dedup.bam  
 M2\_139.dedup.bam  
 HCT116\_G1.bam.RG.sorted.markedup.bam  
 HCT116\_S.bam.RG.sorted.markedup.bam  
 HCT116\_re\_rep.bam.RG.sorted.markedup.bam  
 U1.sorted.dedup  
 U2.sorted.dedup

UD1.sorted.dedup  
UD2.sorted.dedup  
genU.sorted.dedup

Bed files:  
HCT116\_\_HH\_segmentation.bed  
HCT116\_14HrLMN200\_segmentation.bed  
HCT116\_14HrLMN400\_segmentation.bed  
HLC.bed  
HMLN.bed  
HHMLN.bed  
Ctrl-30hrs.bed  
Ctrl-45hrs.bed  
MLN-30hrs.bed  
CMLN-45hrs.bed  
Ctrl-30hrs\_S29\_peaks.broadPeak  
Ctrl-45\_peaks.broadPeak  
MLN-30hrs\_peaks.broadPeak  
MLN45hrs\_peaks.broadPeak  
C1\_CDT1.bed  
C2\_CDT1.bed  
MLNN1\_CDT1.bed  
MLNN2\_CDT1.bed  
C1\_139.bed  
C2\_139.bed  
M1\_139.bed  
M2\_139.bed  
HCT116\_S\_merged.bam\_vs\_HCT116\_G1\_merged.bam.bed  
HCT116\_S\_merged.bam\_vs\_HCT116\_G1\_merged.bam.top10bed.bed  
HCT116\_rerep\_merged.bam\_vs\_HCT116\_G1\_merged.bam.bed  
HCT116\_rerep\_merged.bam\_vs\_HCT116\_G1\_merged.bam.top10bed.bed  
U1\_peaks.broadPeak  
U2\_peaks.broadPeak  
UD1\_peaks.broadPeak  
UD2\_peaks.broadPeak  
genUD.sorted.dedup  
2\_S2\_R1\_001.sorted.dedup.bam.scaled.bw BigWig  
4\_S4\_R1\_001.sorted.dedup.bam.scaled.bw BigWig  
7\_S7\_R1\_001.sorted.dedup.bam.scaled.bw BigWig  
8\_S8\_R1\_001.sorted.dedup.bam.scaled.bw BigWig  
11\_S11\_R1\_001.sorted.dedup.bam.scaled.bw BigWig  
12\_S12\_R1\_001.sorted.dedup.bam.scaled.bw BigWig

Genome browser session  
(e.g. [UCSC](#))

No longer applicable

## Methodology

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | 2 biological replicates                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Sequencing depth        | Up to 40 million reads from 2 rounds of sequencing with single-end (75bp). More than 95 % of reads were mapped.                                                                                                                                                                                                                                                                                                                                |
| Antibodies              | Phospho-MCM2 (Ser139) (Cell Signaling, 12958) and CDT1 (Cell Signaling, 8064)                                                                                                                                                                                                                                                                                                                                                                  |
| Peak calling parameters | Peaks with high read coverages were identified by the narrow MACS2 (version 2.1.1.20160309) peak calling method using input DNA as controls. Peaks were filtered using the “peak-score” MACS2 metric in R (version 3.5.1) by accepting regions above the inflection point threshold of “peak-scores” from the raw output.                                                                                                                      |
| Data quality            | Peak calling was performed with MACS, all the peaks were above the FDR threshold of 0.05.                                                                                                                                                                                                                                                                                                                                                      |
| Software                | Trimmomatic (version 0.36) and Trim Galore (version 0.4.5); FastQC (version 0.11.5) [ <a href="https://www.bioinformatics.babraham.ac.uk/projects/fastqc/">https://www.bioinformatics.babraham.ac.uk/projects/fastqc/</a> ], bwa aligner (version 0.7.17); MACS2 (version 2.1.1.20160309); MACS2 metric in R (version 3.5.1); Created R scripts ( <a href="https://github.com/ncbi/BAMscale/wiki">https://github.com/ncbi/BAMscale/wiki</a> ). |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                                                                                                                                                           |                                                                                                                                                                                                                                                                                                                            |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation                                                                                                                                        | Cancer cell lines were processed according to the EdU kit. For CDT1 and pMCM2 staining, cells were permeabilized before PFA fixation.                                                                                                                                                                                      |
| Instrument                                                                                                                                                | BD LSR Fortessa cell analyzer.                                                                                                                                                                                                                                                                                             |
| Software                                                                                                                                                  | FACSDiva software for collecting samples and Flowjo 10.6. for analysis.                                                                                                                                                                                                                                                    |
| Cell population abundance                                                                                                                                 | Since we have background information for the parameter detected, antibodies are very good, there are always both negative and positive populations in the same sample, it's pretty straightforward to gate. Since it's pretty straightforward, to avoid too crowd graph, we did not induce axis scales for all the graphs. |
| Gating strategy                                                                                                                                           | Single cells gated according to DAPI-H DAPI-A were analyzed as the gates shown on each graphs.                                                                                                                                                                                                                             |
| <input checked="" type="checkbox"/> Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information. |                                                                                                                                                                                                                                                                                                                            |

# Supplementary material for: Dynamics of replication origin over-activation
**Source:** Nat Commun. 2021 Jun 8;12:3448. doi: 10.1038/s41467-021-23835-0

Whole blots for Supplementary Figure 1d

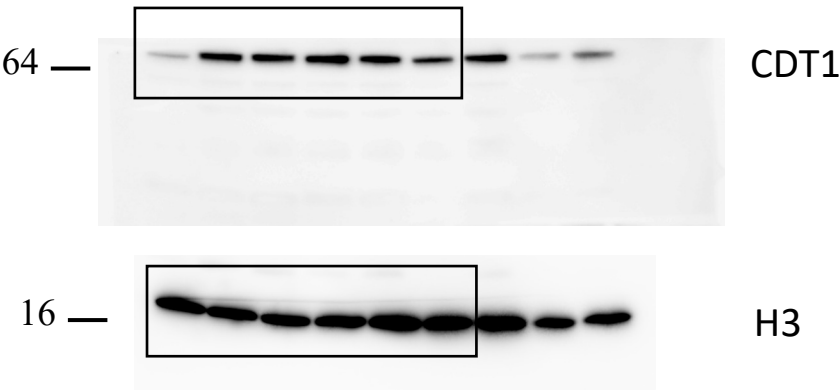

Whole blots for Supplementary Figure 3d

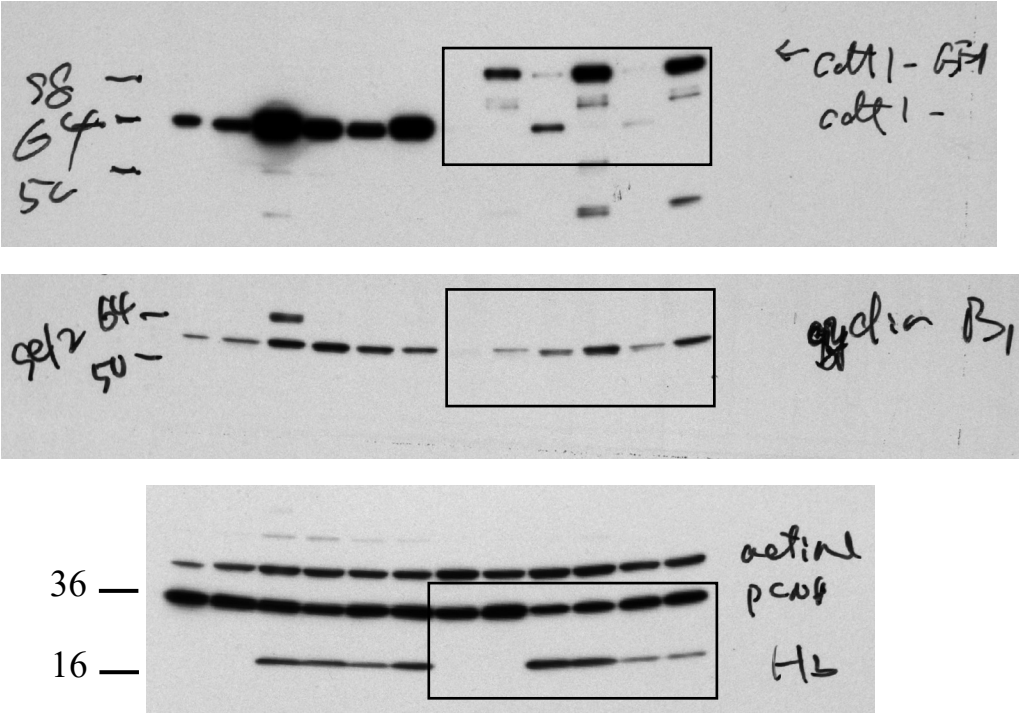

Whole blots for Supplementary Figure 4b

4B

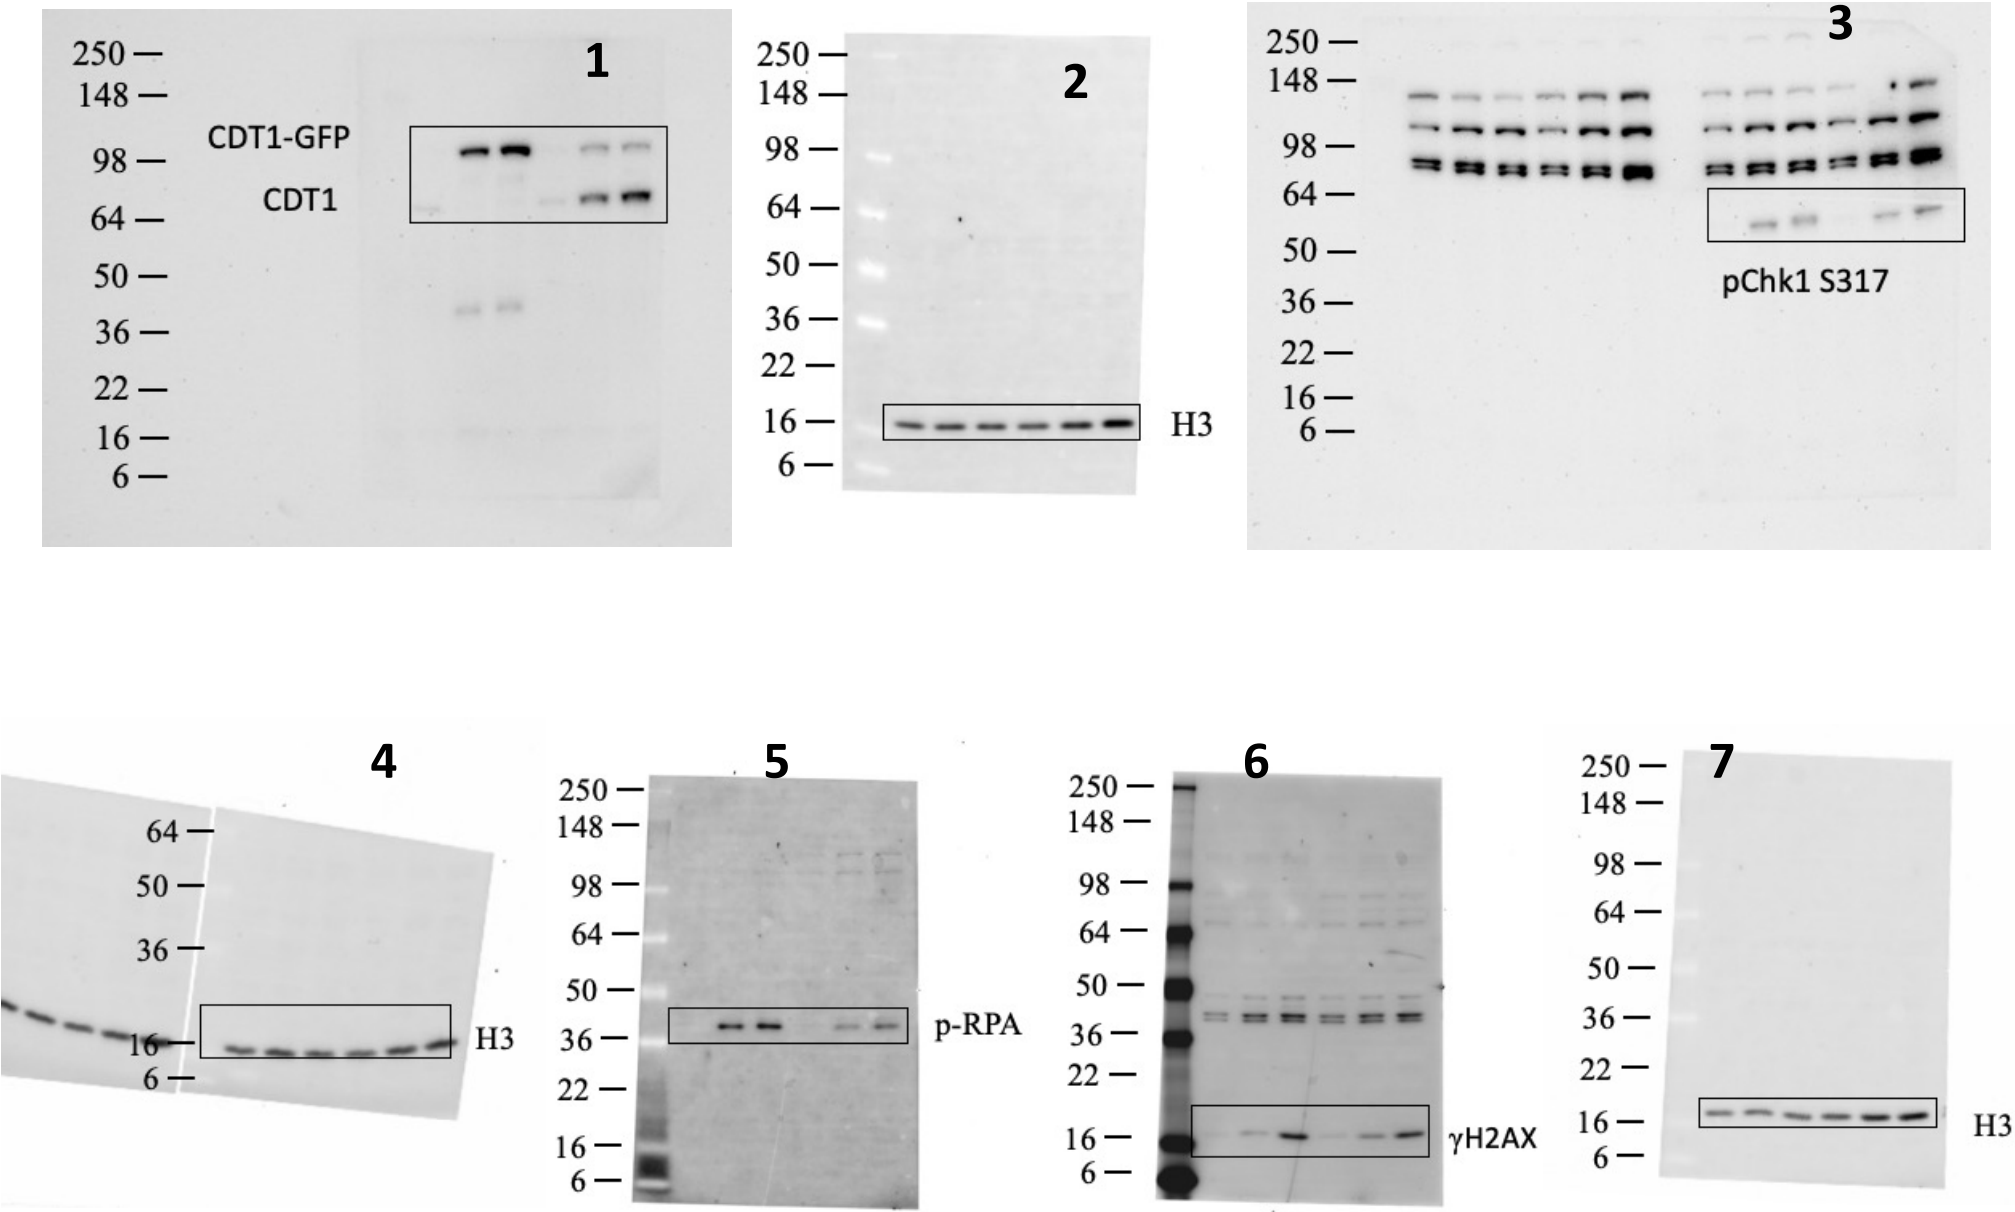

Whole blots for Supplementary Figure 4c

4c top, CDT1 OE

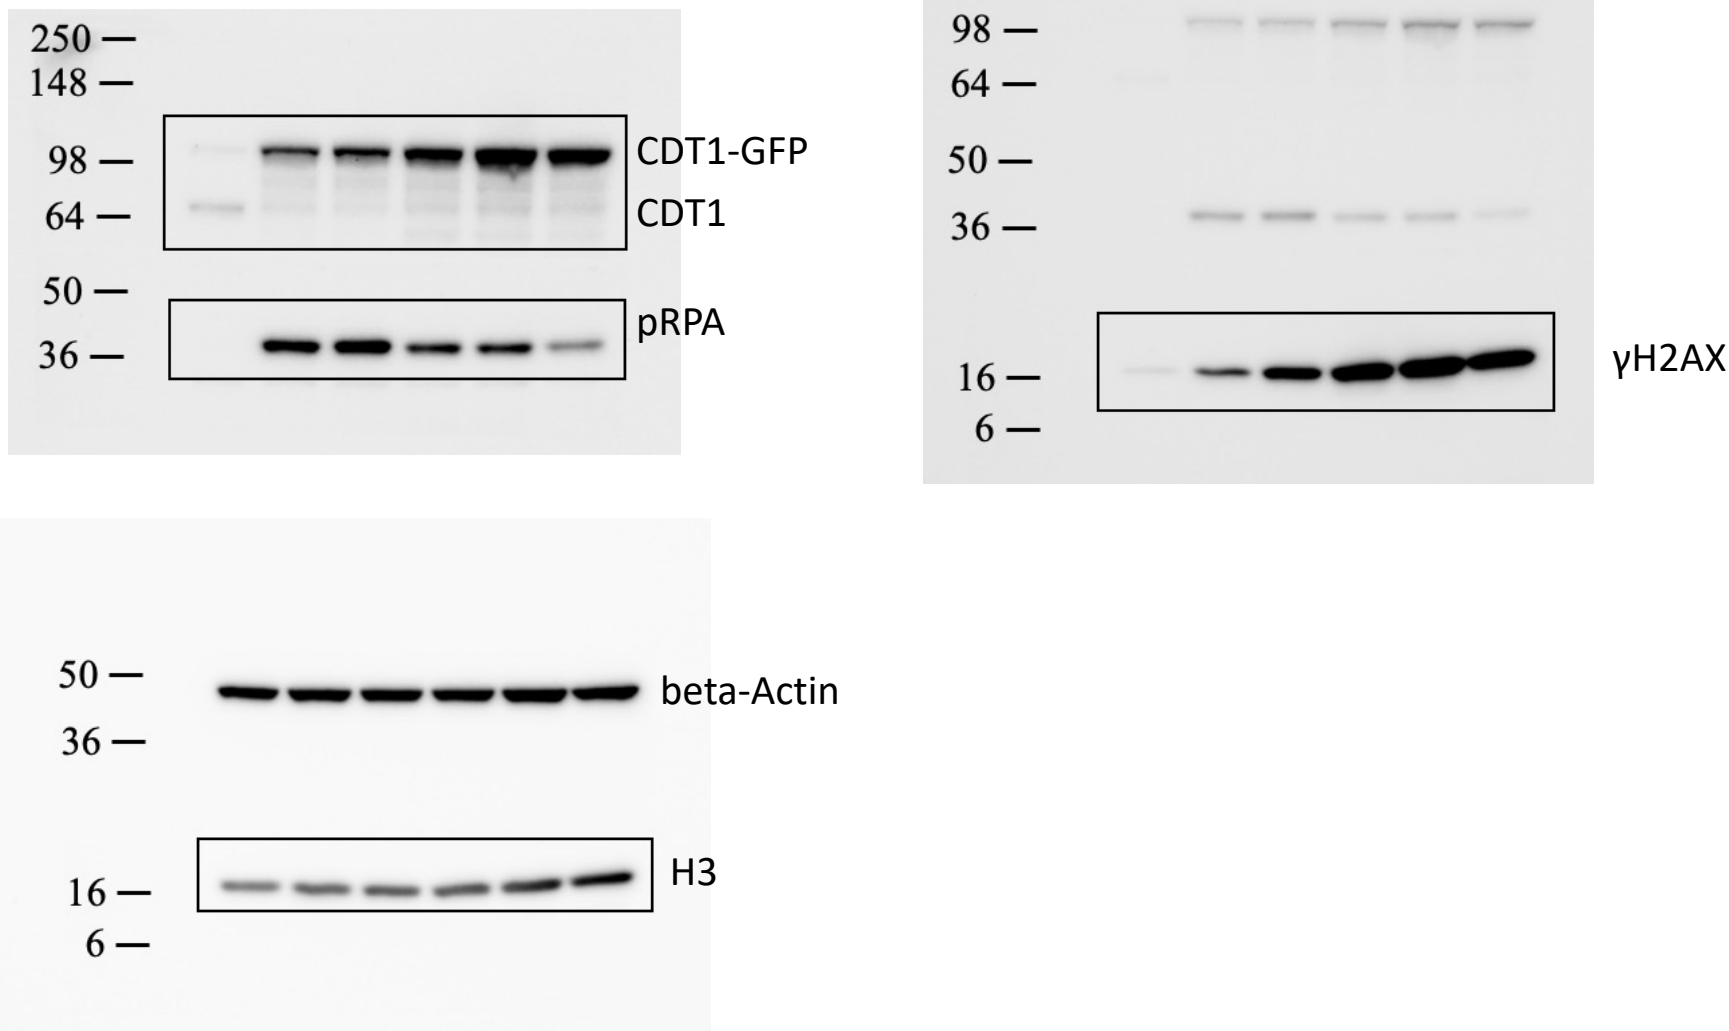

4c bottom, MLN4924

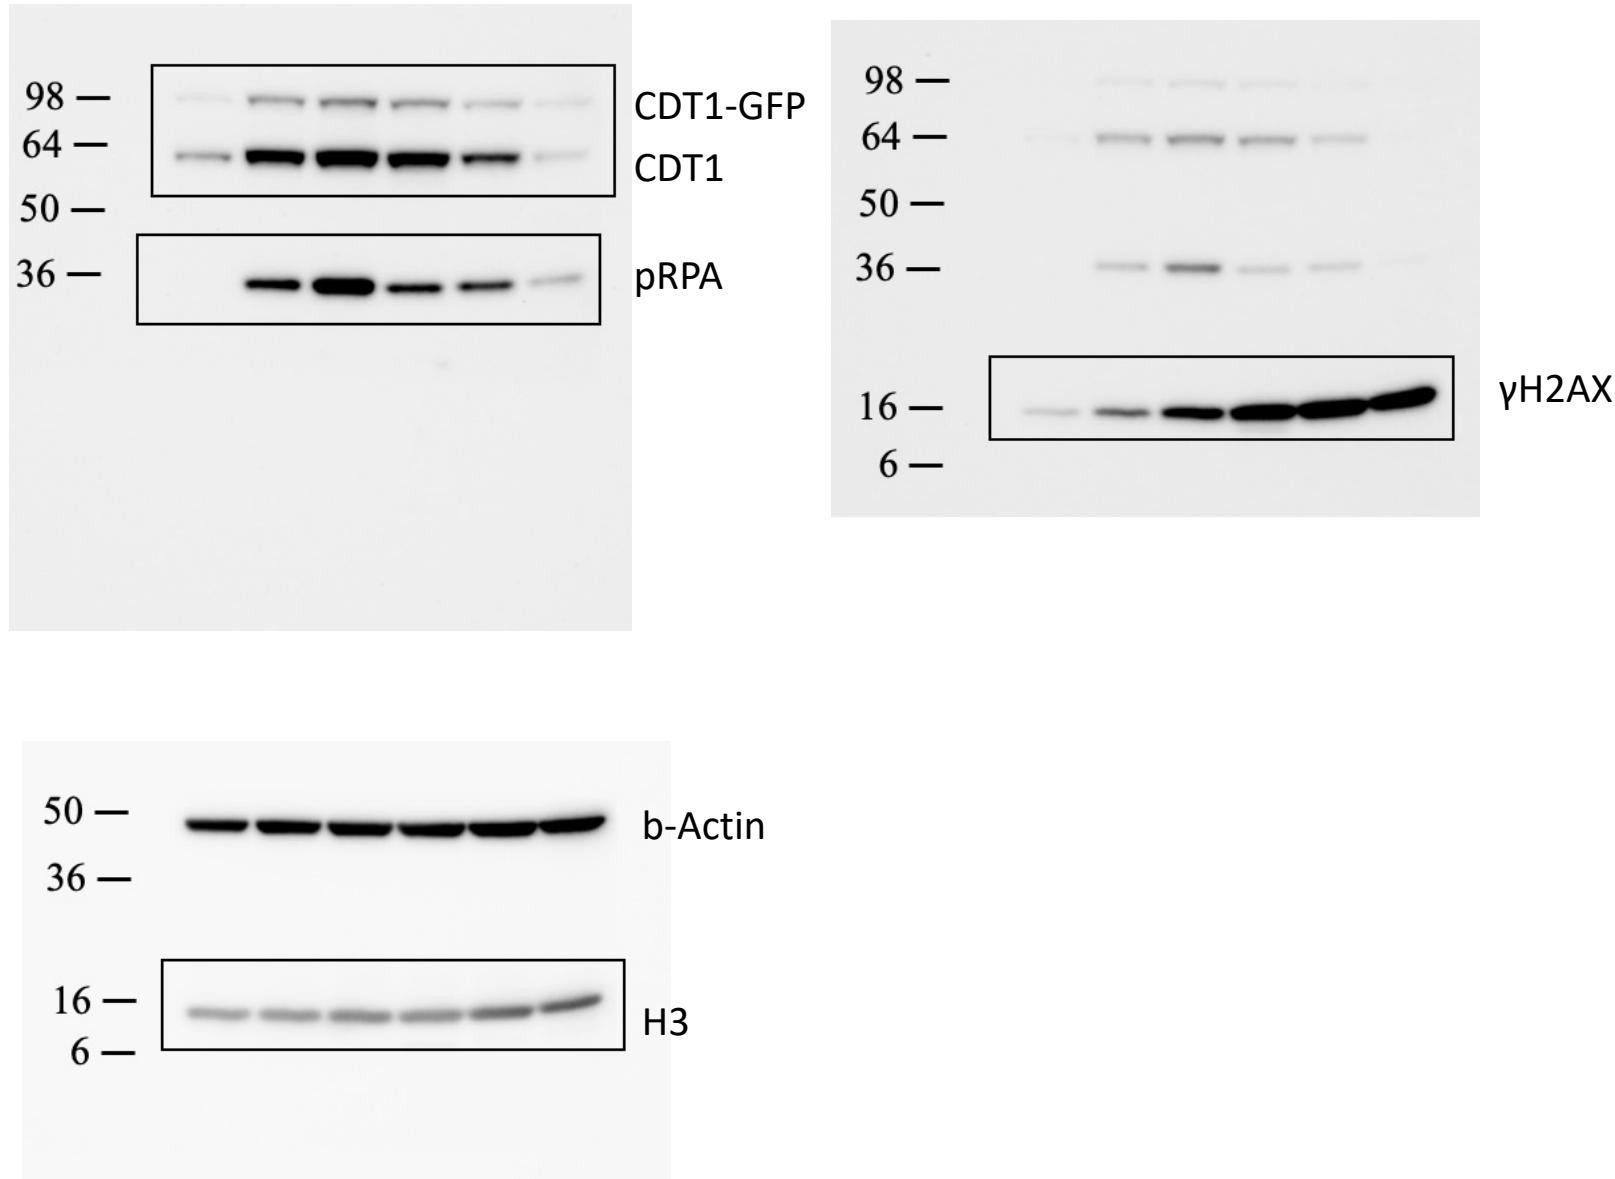

**Supplement:** Supplementary file 4 — Source Data

How the deposited data were processed for this re-analysis (not part of the article)

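The analysis began from lists of segments and peaks that the authors deposited, and no reads were realigned. In HCT116 cells these were segments of heavy-heavy DNA (control, 200 nM and 400 nM MLN4924), nascent-strand peaks of Control-HL, MLN4924-HL and MLN4924-HH, nascent-strand peaks of control and MLN4924 cells at 30 h and 45 h, timing segments of normal and re-replicating DNA, and CDT1 and MCM2-pS139 ChIP-seq peaks with 2 replicates per condition. In U2OS cells they were nascent-strand peaks with 2 replicates each for control and CDT1 OE. Every other condition had 1 deposited library.

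Per the methods, the authors trimmed reads with Trimmomatic and Trim Galore, aligned them with BWA to hg19 and made coverage segments with BAMscale. For timing they used the DRAGEN pipeline and the log2 coverage over G1 DNA. The deposited segments carry a quartile or a timing group and no measured value. Peaks were called by the authors with MACS2 in each library on its own, against genomic DNA for nascent strands and against input for ChIP. The methods describe narrow peaks filtered at the inflection point of the peak score, while the lists of U2OS cells and the longer lists at 30 h and 45 h are in the broad format. The score of a peak is 10 times a -log10 value of MACS2, as deposited. The fold of a peak is the enrichment ratio over genomic DNA or input that the authors computed with MACS2. The -log10 p and -log10 q of a peak are those the authors computed with MACS2. These values come from separate calls, so they were used only to describe, rank or filter peaks within 1 list. Ranking used the -log10 q.

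The reference copy was GRCh37, whose chromosome lengths fit the segment ends to within 1 bp. Chromosomes 1 to 22 and X were used, and assembly gaps were taken from the sequence. Entries of a list with the same start and end, which are summits of 1 peak, were counted as 1 peak. A peak was shared when a peak of the other list lay within 2 kb. It belonged to the timing zone of its midpoint, using the list with 6 groups from re-replicating DNA. Densities of nascent-strand peaks are per Mb without gaps, and ChIP densities are per Mb of the zone with gaps. Segment lengths include gaps unless stated. Origins were the merged broad peaks at 30 h and 45 h, and a ChIP peak was at an origin when they overlapped by at least 1 bp. Shuffled positions kept each peak's width and chromosome, avoided gaps and were drawn 10 times with a fixed seed. A second shuffle also kept the timing zone. Timing groups were compared in bins of 10 kb. Promoters were the first bases of 20098 protein-coding genes with 1000 bp on each side, which merged into 17983 regions. Bootstrap ranges used 200 draws of chromosomes or 1000 draws of segments or bins.

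Groups of 2 libraries were compared by an exact two-sided permutation test, whose smallest p is 0.333. With 2 pairs it is 0.5. Groups of 1 library were not tested. Exact binomial intervals at the 95% level cover counting error only. Neither the read depth nor the number of reads per peak is in the lists, so depth could not be equalised. In its place, peaks of equal number were compared. The alternatives were the overlap that counts as shared, the other list as reference, the 50% of peaks with the highest -log10 q, equal numbers of peaks, the other kind of list at 30 h and 45 h, timing zones of normal replication, zones by any overlap, covered length, autosomes only, other origins, shuffles within zones, merged replicates, each replicate left out and the replicates as pairs. Means, merged segments, quartiles of 200 nM and other ways to assign bins or groups were tried for the segment and timing results.

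The sites named were chosen by rule: each region whose position the paper prints in a browser panel of data analysed here, the 3 widest High segments of each list, and for each ChIP target the 3 highest-scoring peaks of the first re-replication library that overlap a peak of the second and none of the control. The browser tracks had been seen when the rule was written. Chromosomes named beyond these were chosen after their values were seen. Peaks of CDT1 in cells synchronised in G1 and mid-S phase, the aphidicolin library, histone marks, amplification scores and coverage tracks were not used here.

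Calculations ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and interval counts were checked with bedtools 2.31.1. The steps were tested on simulated data. All of 10000 planted pairs within 2 kb were recovered, and planted skews of 0, 1, 2 and 4 returned values of -8.16522e-05, 0.999918, 1.99979 and 3.99982 on the log2 scale. Peaks placed without preference overlapped origins 1.01 times as often as shuffled positions.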

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

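Of the tests in this part, those that used CDT1 peaks and those that used positions shuffled within timing zones were chosen only after the result was seen.

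MCM2-pS139 peaks lay at promoters of protein-coding genes more often in re-replication than in control cells, a signal at sites that the paper does not report on for this protein. At promoters, taken as 1 kb on each side of the gene start, were 8.86% ± 0.603 (SD, n = 2) of the re-replication peaks and 2.22% ± 0.0892 (SD, n = 2) of the control peaks. Over positions shuffled within the timing zones this is 2.58 ± 0.101 times in re-replication and 1.03 ± 0.0280 times in the control (SD, n = 2).

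Several technical explanations were tested. The tables argue against a shift to early zones and a general promoter rise as the whole cause, but cannot decide on list length. With 92909 highest-scoring peaks from every list the ratio in re-replication was still higher by 1.76 (2.80 against 1.04). Cutting a list to its highest-scoring peaks in itself raised the ratio, as from 2.51 to 2.69 in re-replication replicate 1. The re-replication lists were cut most, so this test cannot decide on list length. A shift of peaks to gene-rich very early zones would be matched by positions shuffled within zones, and the ratio of 2.58 over these is far from 1. A general rise of promoter signal in ChIP from re-replicating cells would also raise CDT1 peaks at promoters, whose ratio changed by -0.241 (1.63 in the control and 1.38 in re-replication). The share of CDT1 peaks at promoters did rise, from 3.76% to 4.21%, and from 4.10% to 6.49% with equal numbers, where that of positions shuffled within zones rose as well, from 2.51% to 4.45%. What also stays open is a rise of promoter signal that depends on the antibody, a difference in depth, and open chromatin that differs between promoters and the rest of a zone, none of which the lists can test. With 2 libraries per group the exact permutation test cannot give a p under 0.333, and no other test was run. That phosphorylated MCM2 may gather at promoters when cells re-replicate is therefore a hypothesis, found and tested on the same data.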

How the results depend on the processing

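The choices for the results, and 109 of the 120 alternatives, were fixed before the data were examined. The other 11 tests were chosen only after the results were seen: every listed entry, peaks in both replicates, equal numbers for the U2OS early-zone share, and origins from the narrow lists.

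None of the alternatives reversed the sign of a difference among the 20 results they were run on. Shares, widths and ratios cannot change sign. In 61 alternatives the value was counted as unchanged, and in 59 it moved beyond its range. For results with a permutation test, only the sign had to stay, even where the value moved beyond the replicate SD. For the others the range was a bootstrap range, a counting interval, or an SD of replicates or pairs. The permutation tests cannot pass a threshold with 2 libraries per group, so they say nothing about stability. Outside these 20, the small difference in early-zone share between MLN4924-HL and Control-HL did change sign, with 55.7% and 56.6% under timing zones of normal replication. The cause of the shifts below was not tested unless it is named.

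All 28 alternatives for the skew of CDT1 and MCM2-pS139 peaks kept the difference above 0. Taking the replicates as pairs in a replicate block gave 2.59 for CDT1 and 2.95 for MCM2-pS139 on the log2 scale, and -5.20 points for the U2OS early-zone share, equal to the unpaired values by construction.

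Leaving out each replicate in turn gave 95.4% to 96.1% for U2OS control peaks shared with CDT1 OE and -6.18 to -4.21 points for their early-zone share. The skew difference ranged from 2.28 to 2.90 for CDT1 and from 2.74 to 3.17 for MCM2-pS139. The overlap with origins over shuffled positions ranged from 1.69 to 1.72 (control) and 1.75 to 1.83 (re-replication) for CDT1, and from 1.81 to 1.82 and 1.78 to 1.80 for MCM2-pS139.

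The share of shared peaks depended most on the definition. In the order MLN4924-HL in MLN4924-HH, Control-HL in MLN4924-HH, control in MLN4924 at 30 h and at 45 h, and U2OS control in CDT1 OE, it was 62.3%, 58.9%, 66.5%, 64.5% and 77.1% with an overlap of 1 bp, and 56.7%, 52.5%, 49.8%, 47.2% and 58.6% with 50% of the length covered. With the other list as reference it was 85.3%, 84.3%, 83.1%, 89.6% and 80.3%. The stricter peaks gave 76.4% for MLN4924-HL, 78.9% at 30 h, 74.8% at 45 h and 87.3% in U2OS cells. The narrow lists gave 83.0% at 30 h and 96.2% at 45 h, merged replicates 97.7% in U2OS cells, and every listed entry, which counts wide peaks several times, 85.8% for MLN4924-HL and 83.6% for Control-HL.

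The difference in early-zone share at 30 h, at 45 h and for MLN4924-HH was 1.89, 3.72 and 3.31 points with timing zones of normal replication, 3.52, 7.83 and 4.05 with stricter peaks, and 3.50, 3.39 and 4.93 with equal numbers. The narrow lists gave 7.27 at 30 h and 2.16 at 45 h.

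For peaks at origins over shuffled positions, in the order CDT1 control, CDT1 re-replication, MCM2-pS139 control and MCM2-pS139 re-replication, origins from the heavy-light and heavy-heavy lists gave 3.67, 3.00, 3.27 and 3.27, origins from the narrow lists 3.24, 3.21, 2.96 and 4.02, and shuffles within zones 1.49, 1.41, 1.59 and 1.39. With stricter peaks it was 1.68 for CDT1 control, 1.83 for MCM2-pS139 control and 1.77 for MCM2-pS139 re-replication. The ratio has an upper limit that falls as the share at shuffled positions rises, so control and re-replication are not ranked by it.

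For the segments at 400 nM, the arithmetic mean width was 314 kb, since it weighs wide segments more. The High share in very early and early zones was 77.5% with timing zones of normal replication and 60.5% by midpoint, where short segments count as much as wide ones. The overlap of the 2 doses was 0.752 with the 2 upper quartiles, which cover more length and would overlap more even if unrelated. The Eigen difference was 0.0704 by majority quartile, 0.0525 with means and 0.0578 with the 200 nM quartiles. Timing groups were the same in 44.8% of bins, and the same or neighbouring in 97.6% with 4 groups, both by construction of the measure.

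Depth limits all of these, since read numbers are not in the lists and the length of a list can follow depth as well as biology.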

Differences from the paper's values

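The tests with peaks found in both replicates and with every listed entry were chosen only after the results were seen, as was the limit for outliers in the correlation.

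The widest High segment at 400 nM spans 13.9 Mb, while the paper gives 5 Mb as the upper end of the widths. The alternatives set before the data were examined, merged segments and autosomes only, leave it at 13.9 Mb.

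CDT1 peaks per Mb in re-replication were 406, 222, 78.8, 53.1, 27.0 and 13.6 from very early to very late zones. The paper's Supplementary Table 4 gives 201.6, 83.6, 22.9, 15.2, 7.6 and 3.5. Of the alternatives set before the data were examined, stricter peaks bring all 6 values within 1.5 times the paper's (243, 112, 33.0, 19.7, 9.19 and 4.07). Timing zones of normal replication do so only in very early zones, with 231. Zones by any overlap, autosomes only, equal numbers, peaks at origins and leaving out either replicate do so in none. Peaks in both replicates, chosen after seeing the values, do so in 3 of 6 zones and keep 209561 of the 274904 peaks of the first library.

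In control cells the densities of 25.2, 19.4, 10.7, 10.6, 7.85 and 4.94 also stand above the paper's 19.9, 12.4, 4.9, 5.0, 3.8 and 2.2, but within the SD of the 2 replicates, which is large. Without control replicate 1 they are 16.9, 12.7, 6.54, 6.13, 4.61 and 2.97. Without control replicate 2 they are 33.5, 26.1, 14.9, 15.0, 11.1 and 6.90, and all 6 differ from the paper's.

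The brackets of Supplementary Table 4 are labelled as shares of all peaks, but they fit shares of the summed densities of the 6 zones. The paper's own densities give 41.3% for very early zones in the control and 60.3% in re-replication, where its brackets hold 41.2 and 60.3. On that scale the values here are 32.0% and 50.7%, while 19.2% and 33.2% of the peaks lie in these zones. Of the 12 brackets 1 differs, the paper's 1.0 for very late zones in re-replication, against 1.71% here. Of the alternatives set before the data were examined, stricter peaks (0.968%), peaks at origins (1.19%) and leaving out re-replication replicate 2 (1.33%) come within 1.5 times. Zones of normal replication, zones by any overlap, autosomes only, equal numbers and leaving out re-replication replicate 1 do not. Chosen after seeing the values, every listed entry (1.35%), which drops no peak, and peaks in both replicates (0.919%), which keep 209561 of the 274904 peaks of the first library, do.

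The lists of U2OS cells hold 529812 (control) and 796418 (CDT1 OE) peaks on average, while the paper shows about 250000 and about 230000 in Supplementary Fig. 6e, read by eye. Stricter peaks bring the control within 1.5 times (264906) but not CDT1 OE (398209). Merged replicates and leaving out either replicate bring neither. The paper's control total is the larger of the 2, and in the deposited lists CDT1 OE has more peaks.

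The paper gives 58.2 kb as the mean width of the top quartile and names no dose. At 400 nM the median here is 58.3 kb and the arithmetic mean 314 kb, and at 200 nM they are 48.6 kb and 132 kb. For the Eigen score and the 400 nM signal the paper gives a correlation of 0.73 without outliers, which it does not define. All bins give 0.654, and 0.740 depends on an outlier limit of 1.5 interquartile ranges that was chosen here. For Fig. 2e the paper gives 658, 753, 605 and 285 peaks analysed. Bins counted once per quartile are 519, 607, 489 and 242 here, all lower and within 1.5 times. Overlaps of bins with segments are 569, 754, 615 and 298, close to the paper's in Mid-high, Mid-low and Low.

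The totals at 45 h in Supplementary Fig. 6e match the deposited broad lists but stand at the opposite conditions.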

Other observations

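The tests on the length of the U2OS lists, on chromosomes X and 17 and on an exchange of both kinds of list at 45 h were chosen only after the result was seen, and zones of normal replication, an alternative fixed in advance, were taken as a test of a cause only then.

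The stronger skew of ChIP peaks to very early zones in re-replication could come from longer peak lists or from timing zones drawn from re-replicating DNA itself. With timing zones of normal replication the difference was 1.82 for CDT1 and 2.11 for MCM2-pS139, each larger than the SD of the replicates on the log2 scale. This argues against the zones as the whole cause, though the differences were smaller. With equal numbers of highest-scoring peaks they were 4.20 and 4.16. Cutting a list to its highest-scoring peaks in itself raised the skew, as from 2.28 to 3.08 in CDT1 control replicate 1. The re-replication lists were cut most, so this test cannot decide on list length. A higher copy number of early DNA in re-replicating cells stays open, since coverage values are not in the lists, as does a shift in where the proteins bind.

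In U2OS cells, 37.5% ± 0.235 (SD, n = 2) of the CDT1 OE peaks and 42.7% ± 1.39 (SD, n = 2) of the control peaks were in very early or early zones of HCT116 cells, a difference of -5.20 points (exact two-sided permutation test, p = 0.333, the smallest possible). Its direction is opposite to that in HCT116 cells with MLN4924. Longer CDT1 OE lists that reach weaker peaks are a candidate explanation. With 509917 highest-scoring peaks from every list the difference was -2.15 points (SD 0.444 and 0.852), which argues against list length as the whole cause. With the 50% of each list that scored highest, which leaves the lists unequal in length, it was -7.20 points, and with zones of normal replication -3.33 points. Timing zones of another cell line stay open.

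The totals at 45 h differ in place between the deposit and Supplementary Fig. 6e. If only the broad lists had been exchanged, narrow peaks would lie inside the broad peaks of the other condition. Of the narrow MLN4924 peaks, 100% lay inside the broad MLN4924 peaks and 72.6% inside those of the control, a difference of -27.4 points that argues against this. Whether both kinds of list were exchanged cannot be told apart from a slip in the figure. The early-zone share rose by 4.76 points with MLN4924 as labelled, in the direction seen at 30 h, but this decides only if the drug acts alike at both times.

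Chromosome X was 90.4% Low at 400 nM. A low level that does not depend on re-replication is a candidate explanation, and the control library had 99.7% of it in the Low quartile. Chromosome 17 was 71.1% High at 400 nM, and likewise 58.4% was High in the control, against 24.7% of all segmented length. Copy number may thus contribute to both. Without chromosomes 8, 10, 17 and X, High segments at 400 nM still lay for 91.1% of their length in very early and early zones.

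CDT1 peaks overlapped MCM2-pS139 peaks more often than positions shuffled within zones did. Peaks of both proteins were called against the input of their condition. Agreement that comes from a shared input is not in the shuffled values. With 23945 highest-scoring peaks per list, 40.5% and 36.6% of the control and 33.5% and 43.9% of the re-replication CDT1 peaks did, against 1.49%, 1.33%, 6.84% and 8.33% at positions shuffled within zones. Of the control peaks, between 57.6% and 68.0% of CDT1 and between 22.3% and 26.4% of MCM2-pS139 overlapped a re-replication peak, over the 4 pairs of libraries of each protein. With the re-replication list at positions shuffled within zones, between 13.1% and 20.8% of CDT1 and between 10.1% and 12.6% of MCM2-pS139 did. The lists of the 2 proteins differ in length, so these shares do not rank them.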
